# Systemic muscle wasting and coordinated tumour response drive tumourigenesis

**DOI:** 10.1038/s41467-020-18502-9

**Published:** 2020-09-16

**Authors:** Holly Newton, Yi-Fang Wang, Laura Camplese, Joao B. Mokochinski, Holger B. Kramer, André E. X. Brown, Louise Fets, Susumu Hirabayashi

**Keywords:** Cancer metabolism, Cancer metabolism

## Abstract

Cancer cells demand excess nutrients to support their proliferation, but how tumours exploit extracellular amino acids during systemic metabolic perturbations remain incompletely understood. Here, we use a *Drosophila* model of high-sugar diet (HSD)-enhanced tumourigenesis to uncover a systemic host-tumour metabolic circuit that supports tumour growth. We demonstrate coordinate induction of systemic muscle wasting with tumour-autonomous Yorkie-mediated SLC36-family amino acid transporter expression as a proline-scavenging programme to drive tumourigenesis. We identify Indole-3-propionic acid as an optimal amino acid derivative to rationally target the proline-dependency of tumour growth. Insights from this whole-animal *Drosophila* model provide a powerful approach towards the identification and therapeutic exploitation of the amino acid vulnerabilities of tumourigenesis in the context of a perturbed systemic metabolic network.

## Abstract (web summary)

Cancer is a systemic disease that associates with host metabolic changes. Here, the authors show using *Drosophila*, that tumours exploit extracellular proline in response to muscle wasting, indicating that tumours induce muscle wasting as a nutrient-scavenging programme to drive tumourigenesis.

## Introduction

Cancer cells require a constant supply of metabolic intermediates to support their proliferation. To meet the biosynthetic demands associated with tumourigenesis, cancer cells actively acquire nutrients from the extracellular space^1–5^. Cancer is a systemic disease that associates with a range of host metabolic abnormalities such as obesity, insulin resistance and cancer-associated cachexia; each of which alters the host systemic nutritional environment. These changes in both nutrient composition and availability may have profound effects on cancer development and progression. However, how cancer cells sense and respond to nutritional changes in the context of organismal metabolic alterations remains an underexplored area in cancer biology.

Cancer-associated cachexia is a systemic metabolic syndrome of weight loss associated with progressive skeletal muscle wasting^6,7^. The multifactorial and heterogeneous condition of cachexia involves a complex multi-organ interplay, which has impeded its comprehensive understanding at the molecular level^8^. A series of recent studies using *Drosophila melanogaster* have shown that tumour-derived factors modulate host metabolism^9–11^. In addition, tumour-derived factors promote the release of nutrients from the tumour microenvironment to promote tumour growth^12^. Here we leverage a *Drosophila* model of high-sugar diet (HSD)-enhanced tumourigenesis and demonstrate that HSD-enhanced tumours induce SLC36-family transporter expression as a coordinated mechanism to exploit exogenous proline for tumourigenesis during systemic muscle wasting. Furthermore, we use these mechanistic insights to rationally target the proline dependency of tumours as an approach to inhibit tumour growth.

## Results

### Ras/Src-tumours promote muscle wasting in HSD

We previously reported a *Drosophila* larval model to study the systemic effects of HSD-induced obesity and insulin resistance on tumour progression^13,14^. Feeding *Drosophila* larvae an HSD led to sugar-dependent metabolic defects including accumulation of fat, systemic insulin resistance and hyperglycaemia^15^. Targeted co-activation of Ras- and Src-pathways in the *Drosophila* eye epithelia (Ras/Src-activated tumours)—by expression of an oncogenic isoform of *dRas1, ras1*^*G12V*^ and knockout of the negative regulator of Src, C-terminal src kinase (*csk*^*−/−*^)—led to the development of benign tumours in animals raised on a control diet (CD) (Fig. 1a). Comparatively, feeding *ras1*^*G12V*^*;csk*^*−/−*^ animals an HSD promoted aggressive tumour growth in the eye epithelia (Fig. 1b and Supplementary Fig. 1a), associated with secondary tumour formation (Fig. 1b, arrowheads), and led to larval lethality (Supplementary Fig. 1b).

**Fig. 1:**
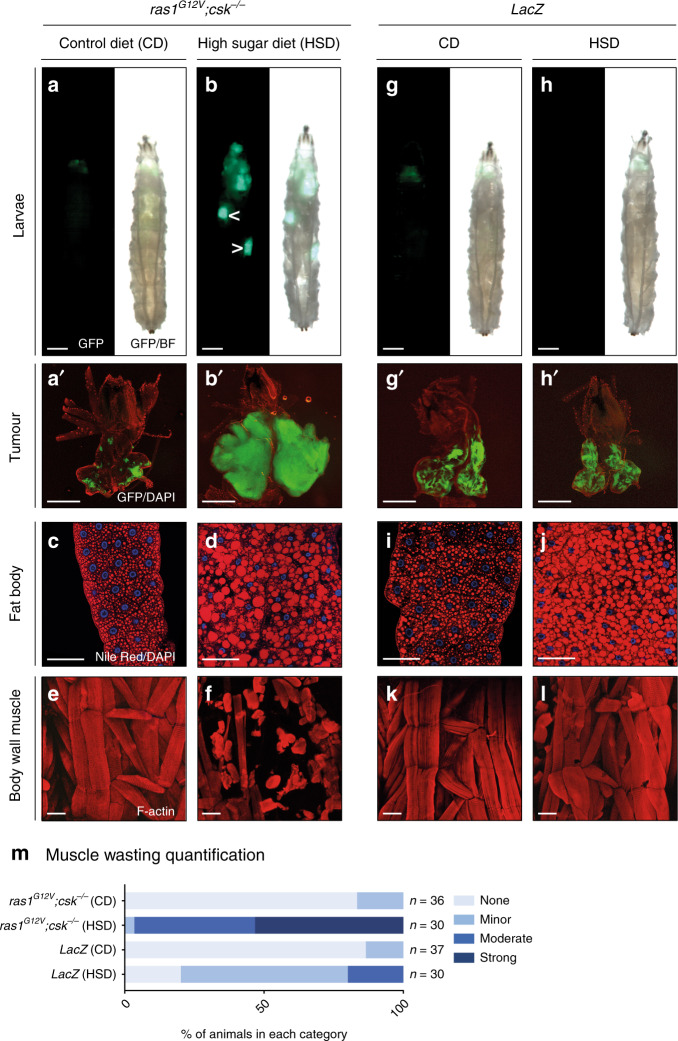
HSD-fed Ras/Src-animals exhibit systemic muscle wasting. *ras1*^*G12V*^*;csk*^*−/−*^ third-instar larvae raised on CD (**a**) or HSD (**b**). Transformed tissue is labelled with GFP (green). Secondary tumours are observed in a subset of animals (arrowheads in **b**). Scale bar, 500 μm. **a′**, **b′** Matching dissected eye epithelial tissue stained with DAPI (red). Scale bar, 250 μm. Nile Red (red) and DAPI (blue) staining of dissected fat body tissue from *ras1*^*G12V*^*;csk*^*−/−*^ third-instar larvae fed a CD (**c**) or HSD (**d**). Scale bar, 100 μm. F-actin (red) staining of dissected larval body-wall muscle tissue from *ras1*^*G12V*^*;csk*^*−/−*^ third-instar larvae raised on CD (**e**) or HSD (**f**). Scale bar, 100 μm. *LacZ* third-instar larvae raised on CD (**g**) or HSD (**h**). *LacZ*-expressing eye tissue is labelled with GFP (green). Scale bar, 500 μm. **g′**, **h′** Matching dissected eye epithelial tissue stained with DAPI (red). Scale bar, 250 μm. Nile Red (red) and DAPI (blue) staining of dissected fat body tissue from *LacZ* third-instar larvae fed a CD (**i**) or HSD (**j**). Scale bar, 100 μm. F-actin (red) staining of dissected larval body-wall muscle tissue from *ras1*^*G12V*^*;csk*^*−/*^^−^ third-instar larvae fed a CD (**k**) or HSD (**l**). Scale bar, 100 μm. **m** Matching body-wall muscle wasting quantification. *X*-axis represents the percentage of individual animals scoring in each category denoted ‘none', ‘minor', ‘moderate' or ‘strong'.

To explore the interplay between HSD-induced obesity, tumour progression and systemic organ wasting, we assessed the peripheral tissues of *ras1*^*G12V*^*;csk*^*−/−*^ animals—including the larval fat body and body-wall skeletal muscle. Fat body lipid accumulation was elevated under HSD feeding, as assessed by the neutral lipid stain Nile Red (Fig. 1c, d). Strikingly, despite possessing an intact fat body, *ras1*^*G12V*^*;csk*^*−/*^^−^ animals raised on HSD exhibited significant skeletal muscle wasting as visualised by F-actin and myosin staining (Fig. 1e, f and Supplementary Fig. 1c, d). To quantify the severity of muscle wasting—as assessed by imaging the fourth abdominal segment of the larval body-wall muscle (Supplementary Fig. 1e)—we scored animals into one of four categories: none, minor, moderate or strong wasting (Supplementary Fig. 1f–i). While 83.3% of the *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on a CD displayed intact skeletal muscle, most of the animals raised on an HSD exhibited muscle wasting of some degree (Fig. 1m). Muscle wasting was progressive; as HSD-enhanced tumourigenesis proceeded, skeletal muscle wasting increased (Supplementary Fig. 1j–n). Functional locomotion defects—as measured by video tracking analysis^16,17^—were observed in *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on an HSD (Supplementary Fig. 1o, p).

Obesity and insulin resistance is an independent factor that can promote muscle wasting^18^. HSD feeding promoted lipid accumulation in tumour-free *LacZ*-animals, and also led to muscle wasting, albeit far weaker than *ras1*^*G12V*^*,csk*^*−/−*^ animals in HSD (Fig. 1g–m). These results indicate that HSD-induced obesity induces systemic muscle wasting, and the presence of tumours further promotes muscle wasting.

To examine the possibility that observed muscle wasting was due to the ecdysone-mediated metamorphic process, we used the temperature-sensitive *ecdysoneless* mutant allele (*ecd*^*1*^)^19^. Tumour-free and *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on HSD, exhibited muscle wasting of similar strength, regardless of whether they lacked *ecdysoneless* (*ecd*^*−/−*^), indicating that muscle wasting occurred independently of ecdysone-mediated histolysis (Supplementary Fig. 2a–e). A blue dye feeding assay indicated that *ras1*^*G12V*^*;csk*^*−/−*^ animals continue to feed in HSD (Supplementary Fig. 2f–k) and failure to detect leakage of blue dye from the gut lumen suggested intact gut integrity (Supplementary Fig. 2l–n). The morphological changes in salivary gland and midgut that occur during metamorphosis^20^ were not observed in HSD-fed *ras1*^*G12V*^*;csk*^*−/−*^ animals (Supplementary Fig. 2o–t). Collectively, these results indicate that the metamorphic process does not account for the muscle wasting observed in *ras1*^*G12V*^*;csk*^*−/−*^ animals in HSD, and instead support a specific role for HSD feeding and tumourigenesis in the promotion of muscle wasting.

### Tumour-derived branchless mediates muscle wasting

We next set out to identify tumour-derived factors that promote muscle wasting in HSD. Through genome-wide transcriptional profiling analysis of dissected tumour tissue from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on CD and HSD (Supplementary Fig. 3a), we identified *branchless* (*bnl*), a *Drosophila* fibroblast growth factor (FGF) ligand as one of the most highly upregulated secreted factors in *ras1*^*G12V*^*;csk*^*−/−*^ tumours in animals raised on an HSD (upregulated 5.0-log2fold) (Fig. 2a and Supplementary Fig. 3b). Among the three known *Drosophila* FGF ligands (Bnl, Pyramus and Thisbe), *bnl* was the most highly elevated FGF ligand in *ras1*^*G12V*^*;csk*^*−/−*^ tumours in HSD (Fig. 2a). Our previous study demonstrated that Bnl protein expression was elevated in the secondary tumours associated with tracheal branches^13^; we now demonstrate that Bnl protein expression is strongly upregulated in *ras1*^*G12V*^*;csk*^*−/−*^ primary tumours, but not in the wild-type (*LacZ*) eye discs of animals fed an HSD (Fig. 2b, c and Supplementary Fig. 3c–e).

**Fig. 2:**
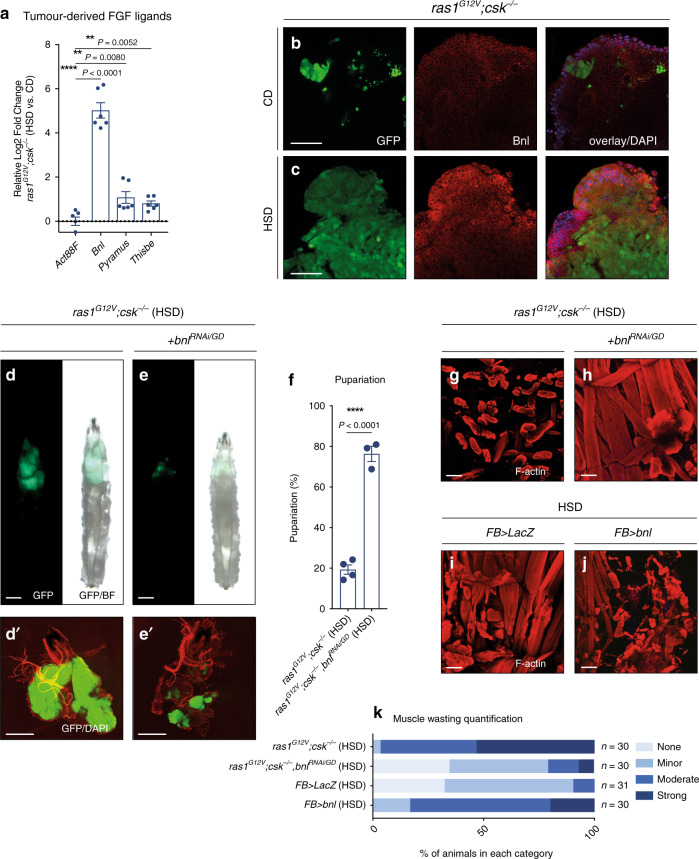
Tumour-derived branchless mediates muscle wasting and tumour growth. **a** Relative log2fold change of *Drosophila* fibroblast growth factors, *branchless* (*bnl*), *pyramus* and *thisbe* in dissected tumour tissue from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on HSD compared to animals raised on CD, as determined by qPCR. Samples are normalised to *Act88F*. Results are shown as mean ± SEM. Data from *n* = 6 biologically independent samples. Data were analysed by two-tailed unpaired Student’s *t* test. Asterisks indicate statistically significant difference (**P < 0.01; ****P < 0.0001). Anti-Bnl staining (red) of dissected tumour tissue from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on CD (**b**) or HSD (**c**) with DAPI (blue). Scale bar, 40 μm. Third-instar larvae from *ras1*^*G12V*^*;csk*^*−/−*^ (**d**), and *ras1*^*G12V*^*;csk*^*−/−*^*,bnl*^*RNAi*/GD^ (**e**). Scale bar, 500 μm. **d′**, **e′** Matching dissected eye epithelial tissue stained with DAPI (red). Scale bar, 250 μm. **f** Pupariation percentage of *ras1*^*G12V*^*;csk*^*−/−*^, and *ras1*^*G12V*^*;csk*^*−/−*^*,bnl*^*RNAi*/GD^ animals raised on HSD. Results are shown as mean ± SEM. Data from total *n* = 120 (*ras1*^*G12V*^*;csk*^*−/−*^), and *n* = 125 (*ras1*^*G12V*^*;csk*^*−/−*^*,bnl*^*RNAi*/GD^) from four independent experiments. Data were analysed by two-tailed unpaired Student’s *t* test. Asterisks indicate statistically significant difference (****P < 0.0001). F-actin (red) staining of dissected larval body-wall muscle tissue from *ras1*^*G12V*^*;csk*^*−/−*^ (**g**) or *ras1*^*G12V*^*;csk*^*−/−*^*,bnl*^*RNAi*/GD^ (**h**) third-instar larvae raised on HSD. Scale bar, 100 μm. F-actin (red) staining of dissected larval body-wall muscle tissue from *FB* > *LacZ* (**i**) or *FB* > *bnl* (**j**) third-instar larvae raised on HSD. Scale bar, 100 μm. **k** Matching body-wall muscle wasting quantification.

Reducing *bnl* expression in Ras/Src-activated tumours (*ras1*^*G12V*^*;csk*^*−/−*^*,bnl*^*RNAi*^) attenuated muscle wasting in animals raised on an HSD (Fig. 2g, h, k and Supplementary Fig. 3f, g, q), indicating that tumour-derived Bnl is required for muscle wasting. Tumour-derived factors recently implicated in cachexia-like organ wasting include ImpL2 and Pvf1^9–11^. However, reducing the levels of either ImpL2 (*ras1*^*G12V*^*;csk*^*−/−*^*,ImpL2*^*RNAi*^) or Pvf1 (*ras1*^*G12V*^*,pvf1*^*RNAi*^*;csk*^*−/−*^) failed to rescue muscle wasting as efficiently as *bnl* in our HSD-enhanced Ras/Src-tumour model (Supplementary Fig. 3h–k, q). Similarly, reducing the expression of Pvf2 (*ras1*^*G12V*^*;csk*^*−/−*^*,pvf2*^*RNAi*^) did not rescue muscle wasting (Supplementary Fig. 3l, m, q). Ectopic expression of *bnl* from the fat body promoted muscle wasting in HSD, indicating that systemic Bnl promotes muscle wasting (Fig. 2i–k). Altogether, these results demonstrate Bnl as a tumour-derived factor that contributes to muscle wasting in Ras/Src-animals in HSD.

Importantly, reducing *bnl* expression in HSD-enhanced Ras/Src-tumours (*ras1*^*G12V*^*;csk*^*−/−*^*,bnl*^*RNAi*^) not only attenuated systemic muscle wasting but also suppressed tumour growth and larval lethality (Fig. 2d–f and Supplementary Fig. 3p). Tumour autonomous Bnl and its receptor Breathless (Btl) signalling has been implicated in tumourigenesis^21^. However, reducing the levels of *btl* in Ras/Src-activated tumours (*ras1*^*G12V*^*,btl*^*RNAi*^*;csk*^*−/−*^) had minimal effect on primary tumour size or muscle wasting, indicating that tumour autonomous reduction of Bnl–Btl signalling was not responsible for the suppression of tumour growth in *ras1*^*G12V*^*;csk*^*−/−*^*,bnl*^*RNAi*^ animals (Supplementary Fig. 3n–q). Together, these results suggest that systemic muscle wasting has a functional effect on tumour growth.

### Muscle wasting associates with circulating proline

A consequence of skeletal muscle wasting is protein degradation and subsequent release of free amino acids into the circulation. Through targeted metabolomic analysis, we measured an increase in circulating levels of amino acids in the haemolymph of tumour-free *LacZ*-animals raised on an HSD relative to CD (Fig. 3a and Supplementary Fig. 4a). Consistent with enhanced muscle wasting in the presence of tumours (Fig. 1f, l, m), circulating amino acids were further elevated in *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on an HSD (Fig. 3a and Supplementary Fig. 4a). Together with increased circulating 3-methylhistidine, a biomarker for muscle atrophy^22^ (Supplementary Fig. 4b), these results indicate that in tumour-bearing animals raised on an HSD, circulating levels of amino acids are further elevated.

**Fig. 3:**
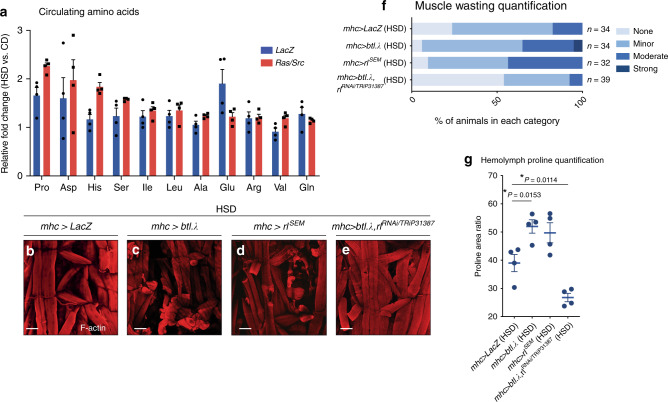
Muscle-specific Btl-dERK signalling promotes muscle wasting in HSD. **a** Circulating haemolymph levels of upregulated amino acids in *LacZ* (blue bars) and *ras1*^*G12V*^*;csk*^*−/−*^ (red bars) animals raised on HSD compared to animals raised on CD. Results are shown as mean ± SEM. Data from *n* = 4 biologically independent samples. F-actin (red) staining of dissected larval body-wall muscle tissue from *mhc* > *LacZ* (**b**), *mhc* > *btl.λ* (**c**), *mhc* > *rl*^*SEM*^ (**d**), and *mhc* > *btl.λ, rl*^*RNAi/TRiP31387*^ (**e**) third-instar larvae raised on HSD. Scale bar, 100 μm. **f** Matching body-wall muscle wasting quantification. **g** Matching haemolymph proline quantification. Results are shown as mean ± SEM. Data from *n* = 4 biologically independent samples. Data were analysed by two-tailed unpaired Student’s *t* test. Asterisks indicate statistically significant difference (*P < 0.05).

Ectopic expression of *bnl* from the fat body not only promoted muscle wasting in HSD (Fig. 2i–k), but also led to elevated proline—the most elevated amino acid in the circulation—in the haemolymph (Supplementary Fig. 4c). Furthermore, reducing *bnl* expression in HSD-enhanced Ras/Src-tumours (*ras1*^*G12V*^;*csk*^*−/−*^*,bnl*^*RNAi*^) not only attenuated systemic muscle wasting (Fig. 2g, h and Supplementary Fig. 3f, g, p), but also reduced circulating levels of proline (Supplementary Fig. 4d). These results support the association of ectopic- or tumour-derived Bnl with muscle wasting and circulating proline levels.

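RNA was sequenced from the dissected body-wall muscle of *ras1* G12V*;csk*-/- larvae, which carry eye tumours with activated Ras and without Csk, the inhibitor of Src. Animals were raised on a control diet (CD) with 0.15 M sucrose or on a high-sugar diet (HSD) with 1 M sucrose. Muscle was taken from CD animals at day 8 after egg laying and from HSD animals at an Early, a Mid and a Late stage, with 4 libraries in each of the 4 conditions. The labels place Early at day 12, Mid at day 14 and Late at day 16, whereas the methods give day 10 for the Early stage of muscle staining. CD muscle was sampled at day 8 only, so diet and age changed together in every comparison of an HSD stage with CD. The methods report that HSD delayed the third instar. By default they use late third-instar larvae, at day 8 on CD and day 14 on HSD. The authors made stranded mRNA libraries, trimmed the paired reads with Trim Galore, aligned them to the dm3 genome with TopHat2 and counted reads on genes with featureCounts. The values are these counts, without normalization, for 15682 FlyBase gene identifiers. Of the identifiers, 95.7% have a symbol in the annotation used here, and the other 680 hold 8.76% of all counts. The paper gives at least 35 M reads passing filter per sample. Reads counted on genes came to between 9666672 and 28698585 per library, with a median of 17688120 in CD, 21612960 at Early, 24636380 at Mid and 25853947 at Late. The lowest total was that of library CD 3. The 20 genes with the most counts held from 14.2% to 18.3% of a CD library and from 18.7% to 25.6% of an Early library, but at most 15.6% at Mid and 9.75% at Late.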

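Differential expression was tested on the 11607 genes that passed edgeR's filter on low counts, with TMM normalization, a quasi-likelihood test over all 16 libraries and Benjamini-Hochberg adjustment. Compared with CD, 1061 genes had an adjusted p-value under 0.05 at Early, of which 748 were higher and 313 lower. At Mid there were 733 such genes, 507 higher and 226 lower, and at Late 2521, of which 1627 were higher and 894 lower. Between Late and Early, 2343 genes differed, with 1167 higher and 1176 lower at Late. The 4 libraries of the stage lay on 1 side of the 4 CD libraries for 14.5% of genes at Early, 16.5% at Mid and 24.3% at Late, where chance gives 2.86%. Single libraries moved these counts most. Without Early 1, 278 genes passed at Early, without Mid 1, 161 at Mid, and without Late 3, 1549 at Late. Replicates differed widely, with a biological coefficient of variation of 0.613 over all genes. The balance of directions depended on the scaling. With upper-quartile normalization, 47.3% of the genes called at Late were higher, against 64.5% with TMM.

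In a principal component analysis of variance-stabilised counts of the 500 most variable genes, PC1 held 35.6% of the variance (jackknife standard error 7.11) and PC2 held 26.1% (8.64). On log2 CPM in place of variance-stabilised counts, PC1 held 55.1%. The mean position on PC1 was −21.1 ± 4.86 (SD, n = 4) in CD, −2.75 ± 17.3 at Early, 9.10 ± 7.78 at Mid and 14.7 ± 12.8 at Late. All Mid and all Late libraries lay above all CD libraries on PC1 (two-sided exact permutation test, p = 0.0286 for each, adjusted p = 0.0571 over 8 tests). Early was not separated from CD (exact p = 0.114), because Early 2 lay at −20.7 and Early 4 at −13.9, within or near the range of CD. Late 4 lay at −2.13, below the other Late libraries. On PC2, Early stood apart at 21.6 ± 9.49, against −5.47 ± 6.06 in CD and −13.0 ± 2.33 at Late. The genes with the largest weights on PC1 were CG5391 (FBgn0038943), CG2444 (FBgn0030326), CG17105 (FBgn0032280), Cyp4e3 (FBgn0015035) and CG42500 (FBgn0260226). Of these, CG17105 had a log2 fold change of −6.09 between Late and CD (adjusted p = 0.00238), CG42500 of −4.74 (adjusted p = 5.43e-04) and Cyp4e3 of 6.11 (adjusted p = 1.97e-04). CG5391 and CG2444 did not differ between Late and CD (adjusted p = 0.456 and 0.525). Libraries of the same condition also differed in the transcripts of testis genes, and PC1 was lower where these were more abundant.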

We performed a genome-wide transcriptional profiling analysis of dissected body-wall muscle from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on CD and HSD (Supplementary Fig. 4e). Gene set enrichment analysis (GSEA) revealed a progressive deregulation of muscle structure organisation in *ras1*^*G12V*^*;csk*^*−/−*^ animals in HSD (Supplementary Fig. 4f). 

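In place of the MSigDB sets, which were not used here, muscle structure was tested with a list of fly genes of the sarcomere, of muscle attachment and of calcium handling. The list was 1 of 6 written before the data were examined, and 44 of its genes passed the filter on low counts. Genes were ranked by their Wald statistic in a DESeq2 fit to all libraries and tested with fgsea. The q values cover the 6 lists of a comparison, and 0.25 is the threshold that the paper uses. A positive normalised enrichment score means that the list lay towards the genes higher in HSD. The score of the muscle structure list against CD was 2.46 at Early (q = 6.56e-10), 1.24 at Mid (q = 0.185) and −2.05 at Late (q = 7.71e-05). The test treats genes as independent, and this choice moved the result most. With camera and a correlation between genes estimated from the data, the list passed at no stage (q = 0.518 at Early, 0.795 at Mid and 0.660 at Late). With fry, the list passed at Early and Late and not at Mid (q = 0.534). The call at Mid was also lost with genes of at least 10 CPM only (q = 0.642) and when CD 2, CD 3, Mid 1 or Late 4 was left out, with q = 0.757 without CD 2.

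Of the 44 genes, 39 were higher than in CD at Early and 32 were lower at Late. At Early, 15 genes of the list passed the adjusted threshold of edgeR's test over all genes and 28 passed when adjusted over the list alone, and all of these were higher than in CD. At Mid, 3 genes passed in either case. At Late, 20 genes passed over all genes, 16 of them lower, and 26 passed when adjusted over the list alone, 20 of them lower. *Mhc* (FBgn0264695), which encodes the myosin heavy chain, was at 3055 ± 1973 CPM (SD, n = 4) in CD, 11748 ± 7714 at Early, 1861 ± 866 at Mid and 877 ± 423 at Late. Its log2 fold change against CD was 1.94 at Early (standard error 0.57, adjusted p = 0.0460) and −1.80 at Late (standard error 0.57, adjusted p = 0.0348). From Early to Late it fell by 3.74 on the log2 scale (adjusted p = 0.00108). The call for *Mhc* at Late was lost without CD 1, CD 4, Late 2, Late 3 or Late 4, and its log2 fold change was between −2.14 and −1.33 when single libraries were left out. *Act88F* (FBgn0000047), an indirect flight muscle actin, had 3 counts in all libraries together, so no difference was detectable at this depth.

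A test across libraries used the mean of the list genes in each library as log2(CPM + 0.5), relative to their mean in CD. This list score was 0.92 ± 0.39 (SD, n = 4) at Early, 0.05 ± 0.29 at Mid and −0.61 ± 0.29 at Late, with an SD of 0.37 in CD. All 4 Early libraries lay above all CD libraries and all 4 Late libraries lay below them (two-sided exact permutation test, p = 0.0286 for each, the smallest that 4 libraries against 4 allow, adjusted p = 0.0381 over 12 tests). Mid did not differ from CD (exact p = 0.886), and the sign of its small difference turned with the scaling, with the filter or when CD 2, CD 3 or Mid 1 was left out. With the median of the list genes in place of the mean, the difference at Late was −0.53 (exact p = 0.0857). Without the 20 genes with the most counts, the difference at Early was 0.78 (exact p = 0.0571). Of these genes, 5 belong to the list, so the score lost part of its own rise with them. The score fell over the 12 HSD libraries in the order of the stages, with r = −0.908 (exact permutation p = 1.15e-04) and rho = −0.917 (exact permutation p = 1.73e-04). The adjusted p of r was 3.46e-04 over 3 lists. Without Early 1 and Late 3, the libraries farthest from the median score, r was again −0.908.

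**Figure D1:**
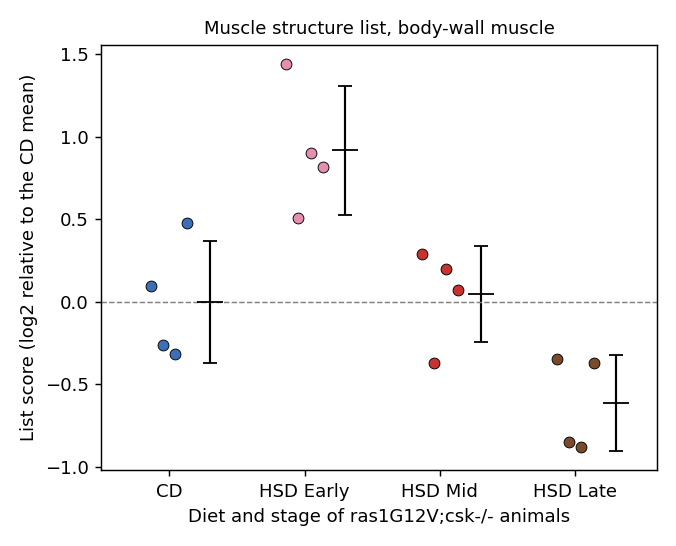
Muscle structure list score of each library on the log2 scale, relative to the mean of the CD libraries, by diet and stage. Points are libraries and bars show the mean and SD of 4 libraries. The Early libraries lie between 0.51 and 1.44 and the Late libraries between −0.88 and −0.35.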

Bnl binds to its only receptor *breathless* (*btl*) and activates downstream Ras-ERK signalling^23^. Elevated ERK signalling promotes muscle wasting in adult *Drosophila* and in *C. elegans*^11,24^. GSEA analysis of muscle RNA-sequencing data revealed an increase in ERK-signalling pathway activity in *ras1*^*G12V*^*;csk*^*−/−*^ animals in HSD, which correlated with increased phospho-ERK (pERK) staining (Supplementary Fig. 4g–i). 

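A pair of further lists stood for ERK signalling. The MAPK signalling list held 64 genes, from receptors and their ligands to the kinases and transcription factors of the ERK, JNK and p38 branches. The ERK feedback targets list held 11 genes written down as targets or feedback regulators of ERK signalling, and 10 of them are also in another list. It includes regulators of the pathway such as *aop*, *RasGAP1* and *PTP-ER*. Whether ERK signalling induces the transcript of each gene was not tested here. At Early, neither list was raised, with a normalised enrichment score of −1.19 for MAPK signalling (q = 0.291) and −1.12 for the ERK feedback targets (q = 0.370). At Mid, the score was 2.41 for MAPK signalling (q = 5.55e-08) and 1.88 for the feedback targets (q = 0.00548), and at Late 2.27 (q = 4.98e-07) and 2.14 (q = 3.08e-05). Both lists kept their calls at Mid and Late under fry. With the estimated correlation both kept them at Late (q = 0.232 and 0.194), but at Mid q was 0.265 for both. At Early, MAPK signalling passed the threshold in the lower direction with upper-quartile size factors (q = 0.186), with the replicate number as a block (q = 0.107) and without CD 3 (q = 0.0164), Early 3 (q = 0.0445), Mid 2 (q = 0.232) or Late 2 (q = 0.225). The feedback targets did without CD 3 (q = 0.0532) or Early 3 (q = 0.0897).

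At Mid, 10 MAPK signalling genes passed over all genes and 23 when adjusted over the list alone, and all of them were higher than in CD. At Late, 27 passed over all genes, 26 of them higher, and 31 when adjusted over the list alone, 28 of them higher. Of the ERK feedback targets, 2 passed at Mid over all genes and 7 when adjusted over the list alone. At Late, 8 passed in either case, and all were higher. The targets with the largest rise at Late, chosen after their values were seen, were *aos* (FBgn0004569) and *Mkp3* (FBgn0036844). *aos* had a log2 fold change of 1.46 (standard error 0.26, adjusted p = 0.00152) and *Mkp3* of 1.19 (standard error 0.15, adjusted p = 2.78e-04). At Early, 2 MAPK signalling genes and no feedback target passed over all genes, and none passed in either list when adjusted over the list alone.

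The list score of MAPK signalling did not differ from CD at Early (0.00 ± 0.15, SD, n = 4, exact permutation p = 1), and its sign there turned with the scaling, the filter or single libraries left out. It was 0.35 ± 0.11 at Mid and 0.46 ± 0.07 at Late. The score of the feedback targets was −0.06 ± 0.18 at Early (exact p = 0.743), 0.50 ± 0.22 at Mid and 0.77 ± 0.13 at Late. For both lists, the 4 Mid and the 4 Late libraries lay above all CD libraries, and the 4 Late libraries above all Early libraries. The MAPK signalling score rose over the stages of HSD with r = 0.857 (exact permutation p = 5.19e-04) and rho = 0.887 (exact permutation p = 4.62e-04), and the score of the targets with r = 0.888 (exact permutation p = 2.89e-04) and rho = 0.887. The Benjamini-Hochberg value for the targets was 4.33e-04. Without Early 1 and Early 4, r was 0.817 and 0.849.

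The FGF ligand *pyr* (FBgn0033649) rose in muscle by a log2 fold change of 1.67 at Late (standard error 0.30, adjusted p = 0.00158). *bnl* (FBgn0014135) was at 10.1 ± 3.64 CPM (SD, n = 4) in CD and 24.1 ± 12.6 at Mid. Its log2 fold change passed at Mid (1.25, adjusted p = 0.0374), although Mid and CD libraries overlapped. At Late its log2 fold change of 0.57 did not pass (adjusted p = 0.239). *ths* (FBgn0033652) and the receptor *htl* (FBgn0010389) did not differ from CD at Late (adjusted p = 0.922 and 0.870). The ERK gene *rl* (FBgn0003256) was listed at 0 in every library, so its expression was not measured. The receptor *btl* did not match an identifier of the counts and was not analysed here. The paper cites earlier work in which ERK signalling promotes muscle wasting. From the enrichment of ERK signalling genes, the pERK staining, the wasting that active *btl* or *rl* caused in muscle and its rescue when *rl* was reduced in muscle with active *btl*, it concludes that *btl*-ERK signalling in muscle promotes wasting (Fig. 3b–g). It leaves open that *bnl* from the tumour also acts by other, indirect routes.

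**Figure D2:**
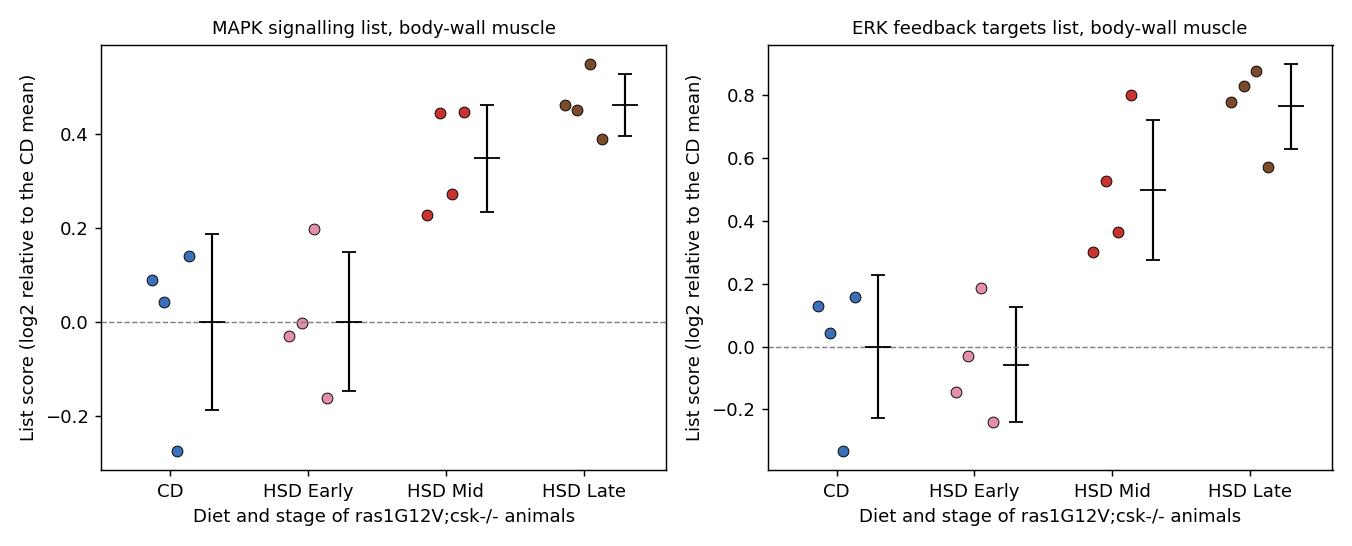
List scores of MAPK signalling genes (left) and ERK feedback targets (right) in each library, on the log2 scale relative to the mean of the CD libraries, by diet and stage. Points are libraries and bars show the mean and SD of 4 libraries. The Late libraries lie between 0.39 and 0.55 for MAPK signalling and between 0.57 and 0.88 for the feedback targets.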

Muscle-specific expression of an active form of btl (*btl.λ*) or ERK (*rl*^*SEM*^) promoted muscle wasting and circulating proline levels (Fig. 3b–d, f, g). Reducing the expression of ERK in this setting (*mhc* > *btl.λ*, *rl*^*RNAi*^) rescued muscle wasting and proline levels (Fig. 3e–g and Supplementary Fig. 4j–l). Overall, these analyses demonstrate that muscle-specific activation of btl-ERK signalling promotes muscle wasting which correlates with circulating proline levels. Although our data suggest that tumour-derived bnl may promote muscle wasting through btl in the muscle, tumour-derived bnl may also mediate muscle wasting indirectly through other mechanisms.

### SLC36-family transporters are required for tumour growth

Since amino acids are one of the largest contributors to increased cell mass in proliferating cells^1^, our observations suggested muscle wasting as a source of circulating amino acids for tumour progression. To explore candidates that could be responsible for tumour-specific amino acid utilisation, we focused on amino acid transporters. Through RNA-sequencing analysis of tumour tissue from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on CD and HSD, we characterised the expression profile of amino acid transporters across the SLC1, SLC7, SLC36 and SLC38 families (Supplementary Fig. 5a). Subsequent qPCR validation confirmed that amino acid transporters of the SLC7 family (*minidiscs (mnd)* and *JhI-21*) and SLC36 family (*CG8785, pathetic (path)* and *CG1139*) were upregulated in tumours of *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on an HSD compared to CD (Fig. 4a). Of note, expression levels of *Slimfast* (*slif*)—another SLC7 family member and an amino acid transporter previously implicated in tumour-specific usage of amino acids^12,25^—were downregulated in Ras/Src-tumours in HSD (Fig. 4a).

**Fig. 4:**
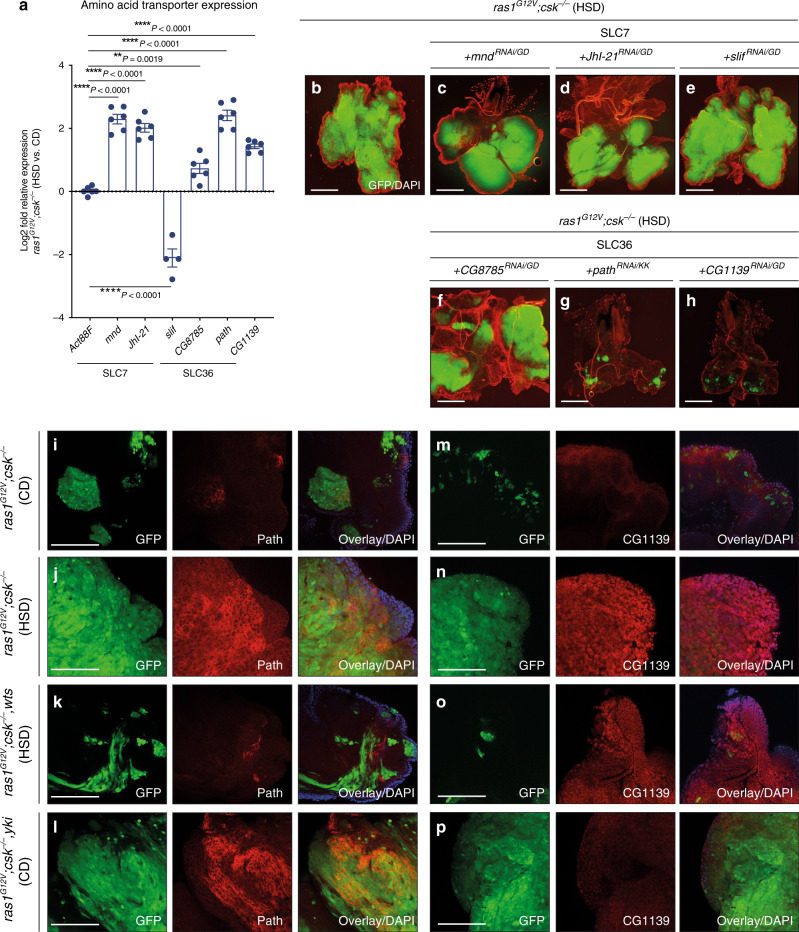
Amino acid transporter Path is required for HSD-enhanced Ras/Src-tumour growth. **a** Relative log2fold change of SLC7- and SLC36-family amino acid transporters in dissected tumour tissue from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on HSD compared to animals raised on CD, as determined by qPCR. Samples are normalised to *Act88F*. Results are shown as mean ± SEM. Data from *n* = 6 (*Act88F*), *n* = 6 (*mnd*), *n* = 6 (*JhI-21*), *n* = 4 (*slif*), *n* = 6 (*CG8785*), *n* = 6 (*path*) and *n* = 6 (*CG1139*) biologically independent samples. Data were analysed by two-tailed unpaired Student’s *t* test. Asterisks indicate statistically significant difference (**P < 0.01; ****P < 0.0001). Dissected eye epithelial tissue stained with DAPI (red) from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on HSD (**b**), with *mnd*^*RNAi/GD*^ (**c**)*, JhI-21*^*RNAi/GD*^ (**d**)*, slif*^*RNAi*/GD^ (**e**)*, CG8785*^*RNAi/GD*^ (**f**)*, path*^*RNAi/KK*^ (**g**) and *CG1139*^*RNAi/GD*^ (**h**). Scale bar, 250 μm. Anti-Path staining (red) of dissected tumour tissue from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on CD (**i**), *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on HSD (**j**), *ras1*^*G12V*^*;csk*^*−/−*^*,wts* animals raised on HSD (**k**) and *ras1*^*G12V*^*;csk*^*−/−*^*,yki* animals raised on CD (**l**) with DAPI (blue). Scale bar, 100 μm. Anti-CG1139 staining (red) of dissected tumour tissue from *ras1*^*G12V*^*;csk*^*−/−*^animals raised on CD (**m**), *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on HSD (**n**) and *ras1*^*G12V*^*;csk*^*−/−*^*,wts* animals raised on HSD (**o**), and *ras1*^*G12V*^*;csk*^*−/−*^*,yki* animals raised on CD (**p**) with DAPI (blue). Scale bar, 100 μm.

Reducing the expression of *mnd (ras1*^*G12V*^*;csk*^*−/−*^*,mnd*^*RNAi*^*), JhI-21 (ras1*^*G12V*^*;csk*^*−/−*^*,JhI-21*^*RNAi*^*), slif (ras1*^*G12V*^*;csk*^*−/−*^*,slif*^*RNAi*^*)* or *CG8785* (*ras1*^*G12V*^*;csk*^*−/−*^*, CG8785*^*RNAi*^) had no effect on primary tumour size (Fig. 4b–f and Supplementary Fig. 5g). Strikingly, reducing expression of *path* (*ras1*^*G12V*^*,path*^*RNAi*^;*csk*^*−/−*^) or *CG1139* (*ras1*^*G12V*^*;csk*^*−/−*^*,CG1139*^*RNAi*^) almost completely suppressed HSD-mediated Ras/Src-tumour growth (Fig. 4g, h and Supplementary Fig. 5b, c, g). Importantly, reduction in *path* or *CG1139* levels had minimal effect on tumour growth in *ras1*^*G12V*^*;csk*^*−/−*^ animals fed a CD (Supplementary Fig. 5d–g), indicating that neither is required for benign tumour growth. Altogether, these results demonstrate that Path and CG1139 are specifically required for HSD-mediated enhancement of Ras/Src-tumour growth.

We confirmed elevation of Path and CG1139 protein levels in Ras/Src-tumours in HSD using the Path- and CG1139-specific antibodies^26^ (Fig. 4i, j, m, n and Supplementary Fig. 5h–k). *Path* has been previously identified as one of the growth-regulatory factors under the control of the Hippo signalling pathway downstream transcriptional co-activator Yorkie (Yki)^27^. Overexpression of Warts (Wts)—and therefore inhibition of Yki-activity—in Ras/Src-activated cells (*ras1*^*G12V*^*;csk*^*−/−*^*,wts*) led to decreased Path protein but not CG1139 levels in animals fed an HSD (Fig. 4k, o). Conversely, the expression of Yki in Ras/Src-activated cells (*ras1*^*G12V*^*;csk*^*−/−*^*,Yki*) led to increased *path* transcript and Path protein expression in animals raised on CD, but not CG1139 (Fig. 4l, p and Supplementary Fig. 5j–l). While Path was elevated specifically in Ras/Src-activated tumours in HSD (Fig. 4j, k and Supplementary Fig. 5h), the elevation of CG1139 was not specific to tumours, but was rather dependent on HSD (Fig. 4n, o and Supplementary Fig. 5i). Together with our previous study demonstrating that HSD-enhanced Ras/Src-tumours activate Yki^14^, we conclude that the Hippo signalling downstream effector Yki mediates *path* expression in *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on an HSD.

### Proline promotes tumour growth via Path-Tor-S6K signalling

Mammalian SLC36-family amino acid transporters including SLC36A1 and SLC36A2 transport alanine, glycine and proline^28^. Proline was the most highly increased amino acid in the haemolymph of *ras1*^*G12V*^*;csk*^*−/−*^ animals in HSD (Fig. 3a and Supplementary Fig. 4a). Overexpression of Path (*ras1*^*G12V*^*;csk*^*−/−*^*,path*) or CG1139 (*ras1*^*G12V*^*,CG1139;csk*^*−/−*^) had a minor, yet insignificant effect on tumour growth in Ras/Src-activated cells on CD (Fig. 5a–c and Supplementary Fig. 6a).

**Fig. 5:**
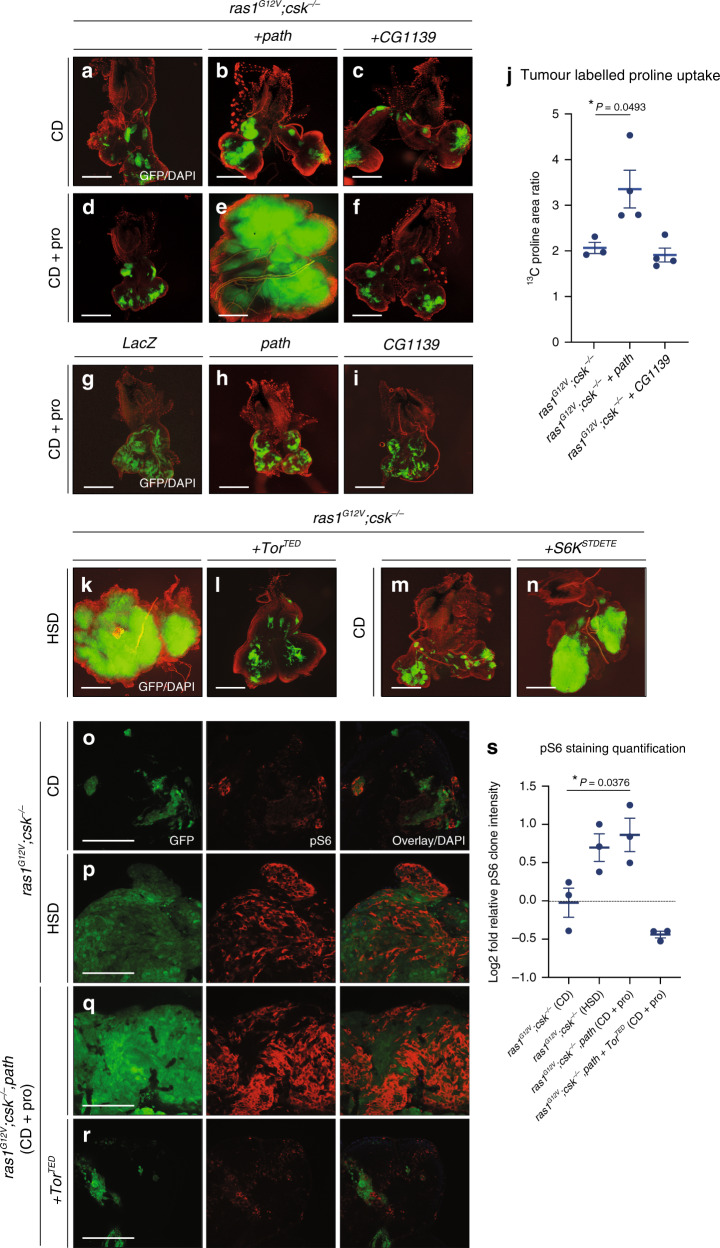
Proline promotes Ras/Src-tumour growth through amino acid transporter Path. Dissected eye epithelial tissue stained with DAPI (red) from *ras1*^*G12V*^*;csk*^*−/−*^ (**a**), *ras1*^*G12V*^*;csk*^*−/−*^*,path* (**b**) and *ras1*^*G12V*^*,CG1139;csk*^*−/−*^ (**c**) animals raised on CD. Scale bar, 250 μm. Dissected eye epithelial tissue stained with DAPI (red) from *ras1*^*G12V*^*;csk*^*−/−*^ (**d**), *ras1*^*G12V*^*;csk*^*−/−*^*,path* (**e**) and *ras1*^*G12V*^*,CG1139;csk*^*−/−*^ (**f**) animals raised on CD supplemented with 100 mM L-proline. Scale bar, 250 μm. Dissected eye epithelial tissue stained with DAPI (red) from *LacZ* (**g**), *Path* (**h**) and *CG1139* (**i**) animals raised on CD supplemented with 100 mM L-proline. Scale bar, 250 μm. **j** Stable-isotope labelled proline uptake in tumours from *ras1*^*G12V*^*;csk*^*−/−*^ animals, *ras1*^*G12V*^*;csk*^*−/−*^*,path* animals and *ras1*^*G12V*^*,CG1139;csk*^*−/−*^ animals raised on CD supplemented with 100 mM ^13^C-labelled L-proline. Results are shown as mean ± SEM. Data from *n* = 3 (*ras1*^*G12V*^*;csk*^*−/−*^), *n* = 4 (*ras1*^*G12V*^*;csk*^*−/−*^*,path*) and *n* = 4 (*ras1*^*G12V*^*,CG1139;csk*^*−/−*^) biologically independent samples. Data were analysed by two-tailed unpaired Student’s *t* test. Asterisks indicate statistically significant difference (*P < 0.05). Dissected eye epithelial tissue stained with DAPI (red) from *ras1*^*G12V*^*;csk*^*−/−*^ (**k**) and *ras1*^*G12V*^*,Tor*^*TED*^*;csk*^*−/−*^ (**l**) animals raised on HSD. Scale bar, 250 μm. Dissected eye epithelial tissue stained with DAPI (red) from *ras1*^*G12V*^*;csk*^*−/−*^ (**m**) and *ras1*^*G12V*^*; S6K*^*STDETE*^*,csk*^*−/−*^ (**n**) animals raised on CD. Scale bar, 250 μm. Anti-phospho-S6 (pS6) staining (red) of dissected tumour tissue from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on CD (**o**), *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on HSD (**p**), *ras1*^*G12V*^*;csk*^*−/−*^*,path* animals raised on CD supplemented with 100 mM L-proline (**q**) and *ras1*^*G12V*^*,Tor*^*TED*^*;csk*^*−/−*^*,path* animals raised on CD supplemented with 100 mM L-proline (**r**) with DAPI (blue). Scale bar, 100 μm. **s** Matching phospho-S6 (pS6) staining quantification. Results are shown as mean ± SEM. Data from *n* = 3 biologically independent samples. Data were analysed by two-tailed unpaired Student’s *t* test. Asterisks indicate statistically significant difference (*P < 0.05).

To mimic the elevation of circulating proline levels under conditions of muscle wasting, we carried out dietary supplementation of proline. Feeding animals CD supplemented with 100 mM L-proline had minimal effect on tumour growth of *ras1*^*G12V*^*;csk*^*−/−*^ animals in CD (Fig. 5d and Supplementary Fig. 6a). Intriguingly, however, feeding proline in *ras1*^*G12V*^*;csk*^*−/−*^*,path* animals strongly promoted tumour growth in CD (Fig. 5e and Supplementary Fig. 6a). In striking contrast, proline feeding in *ras1*^*G12V*^*,CG1139;csk*^*−/−*^ animals had no effect on tumour growth (Fig. 5f and Supplementary Fig. 6a). Of note, feeding proline in animals with path or CG1139 overexpressing clones had a negligible effect on eye tissue growth (Fig. 5g–i and Supplementary Fig. 6b), suggesting that proline-Path-mediated enhancement of tissue growth requires an oncogenic background. Feeding the biologically inert isomer, D-proline had no tumour-promoting effect in both *ras1*^*G12V*^*;csk*^*−/−*^ and *ras1*^*G12V*^*;csk*^*−/−*^*,path* animals (Supplementary Fig. 6e, h, k), thereby indicating that tumour response is specific to L-proline. Feeding animals CD supplemented with 100 mM of stable isotope of L-proline (^13^C^15^N-proline) led to increased proline in *ras1*^*G12V*^*;csk*^*−/−*^*,path* tumours but not in *ras1*^*G12V*^*,CG1139;csk*^*−/−*^ tumours (Fig. 5j), revealing that Path mediates tumour uptake of circulating proline. While feeding excess L-glycine marginally promoted growth of *ras1*^*G12V*^*;csk*^*−/−*^*,path* tumours, L-alanine had no growth-promoting effect in *ras1*^*G12V*^*;csk*^*−/−*^, *ras1*^*G12V*^*;csk*^*−/−*^*,path* or *ras1*^*G12V*^*,CG1139;csk*^*−/−*^ animals (Supplementary Fig. 6c, d, f, g, i–k). Altogether, our data highlight the proline vulnerability of HSD-enhanced Ras/Src-tumours and uncover modulation of amino acid transporter repertoire as a strategy to meet the nutrient requirements of tumourigenesis.

Tor-S6K signalling is implicated downstream of SLC36 transporters^29,30^. Expression of a dominant-negative isoform of Tor in Ras/Src-activated cells (*ras1*^*G12V*^*,Tor*^*TED*^*;csk*^*−/−*^) suppressed tumour growth in HSD (Fig. 5k, l and Supplementary Fig. 6l). Conversely, expression of an active isoform S6K in Ras/Src-activated cells (*ras1*^*G12V*^*;csk*^*−/−*^*,S6K*^*STDETE*^) promoted tumour growth in CD (Fig. 5m, n and Supplementary Fig. 6l). Increased phospho-specific S6 (pS6) antibody^31^ staining was observed in *ras1*^*G12V*^*;csk*^*−/−*^ tumours of animals in HSD compared to CD (Fig. 5o, p, s). Consistently, increased phospho-S6 staining was observed autonomously within *ras1*^*G12V*^*;csk*^*−/−*^*,path* tumours but not in *ras1*^*G12V*^*,Tor*^*TED*^*csk*^*−/−*^*,path* tumours of animals raised on a proline-supplemented diet (Fig. 5q–s). These results demonstrate that proline-Path promotes Tor-S6K signalling.

We next examined the link between Path-mediated Ras/Src-tumour growth and muscle wasting. Feeding proline in *ras1*^*G12V*^;*csk*^*−/−*^*,path* animals not only promoted tumour growth (Fig. 5e), but also led to elevated tumour expression of Bnl (Supplementary Fig. 7a, b, h) and muscle wasting in animals raised on CD (Supplementary Fig. 7c–e). In addition, *ras1*^*G12V*^;*csk*^*−/−*^*, S6K*^*STDETE*^ tumours promoted expression of Bnl, suggesting that increased Path-Tor-S6K signalling promotes *bnl* expression (Supplementary Fig. 7f–h). Together these results demonstrate that proline-Path-mediated tumour growth promotes Bnl expression and muscle wasting. Overall, our data implicate the coordinate induction of tumour-autonomous amino acid transporter expression, coupled with systemic muscle wasting, as sufficient to establish a feed-forward host-tumour circuit to drive tumour growth.

### Targeting proline vulnerability of tumours

Our work highlights SLC36-family transporters as a target for therapeutic intervention in tumours with proline vulnerability. A previous in vitro study using a human cancer cell line explored amino acid and amino acid derivative specificities of SLC36A1^32^. By selecting competitive, non-transported inhibitors of SLC36A1 from this study, we performed a whole-animal *Drosophila* screen to identify candidates that suppress tumour growth and display minimal whole-animal toxicity. Feeding *ras1*^*G12V*^;*csk*^*−/−*^ animals an HSD supplemented with 5-Hydroxy-L-tryptophan led to animal lethality at the early larval stages, indicative of whole-animal toxicity. Feeding *ras1*^*G12V*^;*csk*^*−/−*^ animals an HSD supplemented with either L-tryptophan or Indole-5-carboxylic acid led to successful larval development, but had minimal inhibitory effect on tumour growth (Fig. 6a–c and Supplementary Fig. 8a). However, feeding *ras1*^*G12V*^;*csk*^*−/−*^ animals an HSD supplemented with Indole-3-propionic acid (IPA) dramatically suppressed tumour growth in a dose-dependent manner (Fig. 6d and Supplementary Fig. 8a–f). Strikingly, 66.2% of IPA-fed *ras1*^*G12V*^;*csk*^*−/−*^ animals achieved pupariation in HSD, revealing significant tumour-suppressing efficacy coupled with minimal whole-animal toxicity (Fig. 6g–i and Supplementary Fig. 8g). IPA feeding had no effect on benign tumour growth in *ras1*^*G12V*^;*csk*^*−/−*^ animals raised on CD (Fig. 6e, f and Supplementary Fig. 8h) supporting the notion that SLC36 inhibition only limits the growth of tumours with proline vulnerability. Furthermore, IPA suppressed *ras1*^*G12V*^;*csk*^*−/−*^*,path*-tumour growth in proline-fed animals in CD, and increasing the dietary concentrations of proline partially out-competed IPA-inhibition (Fig. 6j–l and Supplementary Fig. 8i). These data indicate that IPA specifically targets the proline dependency of tumour growth.

**Fig. 6:**
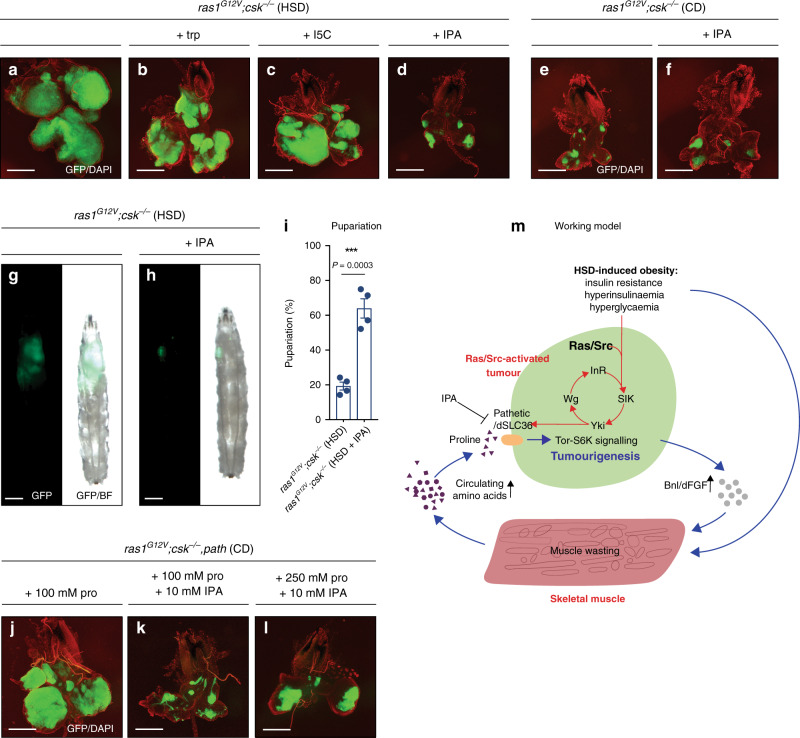
Targeting SLC36-transporter with amino acid derivative suppresses tumour growth. Dissected eye epithelial tissue stained with DAPI (red) from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on HSD (**a**), HSD supplemented with 10 mM L-tryptophan (trp) (**b**), HSD supplemented with 10 mM Indole-5-carboxylic acid (I5C) (**c**) and HSD supplemented with 10 mM Indole-3-propionic acid (IPA) (**d**). Scale bar, 250 μm. Dissected eye epithelial tissue stained with DAPI (red) from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on CD (**e**) and CD supplemented with 10 mM IPA (**f**). Scale bar, 250 μm. Third-instar larvae from *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on HSD (**g**) and HSD supplemented with 10 mM IPA (**h**). Scale bar, 500 μm. **i** Pupariation percentage of *ras1*^*G12V*^*;csk*^*−/−*^ animals raised on HSD and HSD supplemented with 10 mM IPA. Results are shown as mean ± SEM. Data from total *n* = 120 (HSD) and *n* = 75 (HSD + IPA) from four independent experiments. Data were analysed by two-tailed unpaired Student’s *t* test. Asterisks indicate statistically significant difference (***P < 0.001). Dissected eye epithelial tissue stained with DAPI (red) from *ras1*^*G12V*^*;csk*^*−/−*^*,path* animals raised on CD supplemented with 100 mM L-proline (**j**), CD supplemented with 100 mM L-proline and 10 mM IPA (**k**) and CD supplemented with 250 mM L-proline and 10 mM IPA (**l**). Scale bar, 250 μm. **m** Working model illustrating dual-layered coordination of tumour metabolic response: (1) at the whole organism level—branchless (Bnl)-dependent induction of cachexia-like muscle wasting and systemic amino acid release (blue arrows)—and (2) at the tumour-autonomous level—Yorkie-dependent induction of amino acid transporter expression (red arrows). The tumour-autonomous SIK-Yki-Wg-InR circuit was identified previously^14^. IPA represents a therapeutic strategy to break the nutritional circuit between muscle wasting and tumour growth by targeting the SLC36-family transporter Path. SIK Salt-inducible kinase, Yki Yorkie, Wg wingless, InR insulin receptor, IPA indole-3-propionic acid.

A previous report identified exogenous proline dependent cell lines, including pancreatic cancer cell line Panc 04.03^3^. The cell culture media DMEM lacks proline and other non-essential amino acids (NEAAs), whereas RPMI includes all NEAAs. Panc.04.03 cells exhibited increased proliferation in RPMI compared to DMEM (Supplementary Fig. 8j). Supplementation of proline into DMEM promoted cell proliferation, indicating that these cell lines are responsive to exogenous proline (Supplementary Fig. 8j). Furthermore, addition of IPA in the culture medium attenuated cell proliferation in proline-supplemented DMEM (Supplementary Fig. 8l, m). Although IPA had a minor effect on cell proliferation in DMEM, IPA suppresses enhanced cell proliferation which is mediated by exogenous proline (Supplementary Fig. 8k, m).

## Discussion

Muscle wasting is observed in chronic muscle wasting diseases due to cancer (cachexia), ageing/senescence (sarcopenia), myopathies and other metabolic diseases, as well as in acute conditions due to burns and sepsis^33^. In this study, we demonstrate that the combination of diet-induced obesity and tumour growth induces systemic muscle wasting (Fig. 1), associated with functional locomotion defect (Supplementary Fig. 1o, p). This muscle phenotype was not due to the inability to properly form muscle during development; the muscles are wholly formed at the early stage of larval development, and waste progressively at the later larval stage, as the tumours develop (Supplementary Fig. 1k–m). In addition, we demonstrate that the muscle phenotype observed in our model is unrelated to a developmentally related degeneration process (Supplementary Fig. 2).

Our study reveals a systemic amino acid-utilising circuit whereby HSD-enhanced tumours induce muscle wasting as a systemic metabolic network to drive tumourigenesis. A consequence of muscle wasting in *ras1*^*G12V*^;*csk*^*−/−*^ animals raised on HSD was increased release of proline into the circulation (Fig. 3a). Plasma amino acid profiling of patients with sarcopenia—a condition of muscle wasting associated with aging—showed elevated plasma proline levels^34^, indicating that elevated free circulating proline is a common feature of muscle wasting. We identify a proline vulnerability of HSD-enhanced tumours; SLC36-family amino acid transporter Path is required for tumour growth and exogenous proline promotes tumourigenesis through Path (Figs. 4 and 5). We highlight two layers of coordination in tumour metabolic response: (1) at the whole organism level—by promoting muscle wasting and systemic amino acid availability, and (2) at the tumour-autonomous level—by altering amino acid transporter repertoire (Fig. 6m).

Path and CG1139 have different transport characteristics for proline, with Path having a lower transport capacity compared to CG1139^30^. Despite this, our labelled proline uptake experiments indicated uptake of extracellular proline in Ras/Src/Path-tumours but not in Ras/Src/CG1139-tumours (Fig. 5j), suggesting that CG1139 and Path may exhibit different activities in the context of an oncogenic background. Consistent with a previous report^30^, our data support the signalling role of Path through activation of the Tor-S6K pathway. Proline metabolism has been demonstrated to support cancer clonogenicity and metastasis^3,35^. Furthermore, proline promotes cancer cell survival under nutrient-limited or hypoxic microenvironments^4,36^. Our data extend these studies to reveal a tumour-promoting role of proline in response to systemic host metabolic changes.

IPA specifically targets the proline dependency of tumour growth in *Drosophila* (Fig. 6). Furthermore, we demonstrate a functional effect of IPA on human cells (Supplementary Fig. 8j–m). A recent study demonstrated that proline uptake in Ras-driven tumour cells is much higher in spheroids in three-dimensional cultures—which better mimic conditions in vivo—compared to monolayers in two-dimensional cultures^35^, suggestive of a potentially stronger effect in tumours that are dependent on proline for growth in vivo. Proline is a limiting amino acid for protein synthesis in kidney cancers^37^. Therefore, reducing proline uptake with SLC36-inhibitors—as exemplified here by use of IPA (Fig. 6)—may warrant consideration as a therapeutic strategy to break the nutritional circuit between systemic muscle wasting and tumour growth in proline vulnerable cancers.

## Methods

### Fly stocks

*UAS-lacZ* (BDSC: 8529), *ecd*^*1*^ (BDSC: 218), *UAS-bnl*^*RNAi/TRiP*^ (BDSC: 34572)*, UAS-ImpL2*^*RNAi/TRiP*^ (BDSC: 55855), *UAS-Pvf2*^*RNAi/TRiP*^ (BDSC: 61955), *UAS-bnl* (BDSC: 64231), *mhc-gal4* (BDSC: 55133), *UAS-btl.λ* (BDSC: 29045), *UAS-rl*^*SEM*^ (BDSC: 59006), and *UAS-rl*^*RNAi/TRiP*^ (BDSC: 31387), *UAS-rl*^*RNAi/TRiP*^ (BDSC: 31524), *UAS-path*^*RNAi/TRiP*^ (BDSC: 64029), *UAS-wts* (BDSC: 44258), *UAS-Tor*^*TED*^ (BDSC: 7013), and *UAS-S6K*^*STDETE*^ (BDSC: 6914) flies were obtained from the Bloomington *Drosophila* Stock Centre.

*UAS-bnl*^*RNAi/GD*^ (VDRC: 5730), *UAS-ImpL2*^*RNAi/GD*^ (VDRC: 30930)*, UAS-Pvf1*^*RNAi/GD*^ (VDRC: 6173), *UAS-Pvf1*^*RNAi/KK*^ (VDRC: 102699), *UAS-Pvf2*^*RNAi/KK*^ (VDRC: 102072), *UAS-btl*^*RNAi/GD*^ (VDRC: 950), *UAS-btl*^*RNAi/KK*^ (VDRC: 110277), *UAS-mnd*^*RNAi/GD*^ (VDRC: 42485), *UAS-slif*^*RNAi/GD*^ (VDRC: 45590), *UAS-JhI-21*^*RNAi/GD*^ (VDRC: 45193)*, UAS-CG8785*^*RNAi/GD*^ (VDRC: 4650)*, UAS-path*^*RNAi/KK*^ (VDRC: 100519), *UAS-CG1139*^*RNAi/GD*^ (VDRC: 8907) and *UAS-CG1139*^*RNAi/KK*^ (VDRC: 102363) flies were obtained from the Vienna *Drosophila* Resource Centre.

The following stocks were kindly provided to us: *FRT82B, csk*^*Q156Stop*^ by A. O’Reilly and M. Simon, *ey(3.5)-FLP1* and *UAS-ras1*^*G12V*^ by G. Halder, *FB-gal4* by R. Kühnlein, *UAS-pathA* by J. Parrish, *UAS-CG1139* by D. Goberdhan and *UAS-Yki.V5* by K. Irvine.

To create eyeless-driven GFP-labelled clones, the MARCM system was used. Flies with the genotype *ey(3.5)-FLP1; act* > *y*+ *>* *gal4,UAS-GFP; FRT82B*, *tub-gal80* were crossed to flies with the following genotypes:

(1) *UAS-LacZ*; *FRT82B*; (2) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*/TM6b*; (3) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-bnl*^*RNAi/GD*^*/TM6b*; (4) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-bnl*^*RNAi/TRiP*^*/TM6b*; (5) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-ImpL2*^*RNAi/GD*^*/TM6b*; (6) *UAS-ras1*^*G12V*^*, UAS-ImpL2*^*RNAi/TRiP*^; *FRT82B, csk*^*Q156Stop*^*/TM6b*; (7) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-Pvf1*^*RNAi/GD*^*/TM6b*; (8) *UAS-ras1*^*G12V*^*, UAS-Pvf1*^*RNAi/KK*^; *FRT82B, csk*^*Q156Stop*^*/TM6b*; (9) *UAS-ras1*^*G12V*^*, UAS-Pvf2*^*RNAi/KK*^; *FRT82B, csk*^*Q156Stop*^*/TM2*; (10) *UAS-ras1*^*G12V*^*, UAS-Pvf2*^*RNAi/TRiP*^; *FRT82B, csk*^*Q156Stop*^*/TM2*; (11) *UAS-ras1*^*G12V*^*, UAS-btl*^*RNAi/GD*^; *FRT82B, csk*^*Q156Stop*^*/TM6b*; (12) *UAS-ras1*^*G12V*^*, UAS-btl*^*RNAi/KK*^; *FRT82B, csk*^*Q156Stop*^*/TM6b*; (13) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-mnd*^*RNAi/GD*^*/TM6b*; (14) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-JhI-21*^*RNAi/GD*^*/TM6b*; (15) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-slif*^*RNAi/GD*^*/TM6b*; (16) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-CG8785*^*RNAi/GD*^*/TM6b*; (17) *UAS-ras1*^*G12V*^*, UAS-path*^*RNAi/KK*^; *FRT82B, csk*^*Q156Stop*^*/TM6b*; (18) *UAS-ras1*^*G12V*^*, UAS-path*^*RNAi/TRiP*^; *FRT82B, csk*^*Q156Stop*^*/TM6b*; (19) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-CG1139*^*RNAi/GD*^*/TM6b*; (20) *UAS-ras1*^*G12V*^*, CG1139*^*RNAi/KK*^; *FRT82B, csk*^*Q156Stop*^*/MKRS*; (21) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-wts*; (22) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-yki*; (23) *UAS-ras1*^*G12V*^; *FRT82B, csk*^*Q156Stop*^*, UAS-path/TM6b*; (24) *UAS-ras1*^*G12V*^, *UAS-CG1139*; *FRT82B, csk*^*Q156Stop*^*/MKRS*; (25) *FRT82B, UAS-path*; (16) *UAS-CG1139; FRT82B*; (26) *UAS-ras1*^*G12V*^*, UAS-Tor*^*TED*^; *FRT82B, csk*^*Q156Stop*^*/MKRS*; (27) *UAS-ras1*^*G12V*^; *FRT82B, UAS-S6K*^*STDETE*^*, csk*^*Q156Stop*^*/TM6b*; (28) *UAS-ras1*^*G12V*^*, UAS-Tor*^*TED*^; *FRT82B, csk*^*Q156Stop*^*, UAS-path/TM6b*.

To block ecdysone signalling, we used a temperature-sensitive allele of ecdysoneless (*ecd*^*1*^). Flies with the genotype ey*(3.5)-FLP1; act* > *y* + > *gal4, UAS-GFP; ecd*^*1*^*, FRT82B*, *tub-gal80* were crossed with *UAS-ras1*^*G12V*^; *ecd*^*1*^*, FRT82B, csk*^*Q156Stop*^*/TM6b* flies and reared at 25 °C. At second instar larval stage (day 8 in 25 °C), cultures were switched to a restrictive temperature of 29 °C.

To carry out fat body-specific genetic alterations, *FB-gal4* flies were crossed with *UAS-LacZ* or *UAS-bnl*.

To carry out muscle-specific genetic alterations, *mhc-gal4* flies were crossed with: (1) *UAS-LacZ*, (2) *UAS-btl.λ*, (3) *UAS-rl*^*SEM*^, (4) *UAS-btl.λ, rl*^*RNAi/TRiP31387*^ and (5) *UAS-btl.λ, rl*^*RNAi/TRiP31524*^.

### Cultures

Cultures were carried out on a modified Bloomington semi-defined medium (https://bdsc.indiana.edu/information/recipes/germanfood.html), containing sucrose (0.15 and 1.0 M in CD and HSD, respectively) as the only purified sugar source. Ingredients were obtained from; Agar (Fisher Scientific; BP2641-1), Brewer’s Yeast (MP Biomedicals; 903312, Lot: BCBN0171V), Yeast Extract (Sigma-Aldrich; 70161), Peptone (Sigma-Aldrich; 82303), Sucrose (Fisher Scientific; S/8560/63), Magnesium sulfate hexahydrate (Fluka; 00627), Calcium chloride dihydrate (Sigma-Aldrich; 223506), Propionic acid (Sigma-Aldrich; P1386), p-Hydroxy-benzoic acid methyl ester (Sigma-Aldrich; H5501). For dietary supplementation experiments, L-proline (Sigma-Aldrich; P5607), D-proline (Sigma-Aldrich; 858919), L-glycine (VWR Chemicals; 101196X), L-alanine (Sigma-Aldrich; 7627), L-tryptophan (Sigma-Aldrich; T0254), Indole-5-carboxylic acid (Sigma-Aldrich; I5400) and IPA (Sigma-Aldrich; 57400) were added to CD or HSD. Cultures were performed at 25 °C unless otherwise noted. HSD feeding led to a developmental delay in reaching the third-instar larval stage; all experiments were performed on late third-instar larvae at day 8 after egg laying (CD) and day 14 after egg laying (HSD) unless otherwise noted.

### Cell cultures and proliferation assay

Pancreatic cancer cell line Panc 04.03 was obtained from the American Type Culture Collection. Cells were plated in 96-well plates in a density of 2500 cells/well and cultured in RPMI, DMEM, DMEM + 1 mM proline, with or without 1 mM IPA. All media was supplemented with 2 mM glutamine, 100 U/mL penicillin/streptomycin and 10% dialysed foetal calf serum (3000 Da MWCO) in a humidified incubator at 37 °C, 5% CO_2_. Proliferation was measured for 120 h using the IncuCYTE live cell imaging system (Essen Biosciences). Datapoints were taken every 2 h. Growth rates were calculated using the Growthcurver package in R (ver. 0.3.0).

### Immunohistochemistry

Tissue was dissected in phosphate-buffered saline (PBS), fixed in 4% PFA/PBS for 30′ on ice, washed in PBS-T, incubated with primary antibody in PAXDG (PBS containing 1% BSA, 0.3% Triton X-100, 0.3% deoxycholate and 5% goat serum), followed by washing and incubation with secondary antibody in PAXDG and subsequent mounting in Vectashield with DAPI (Vector Laboratories). Primary antibodies used were: rat anti-myosin (ab51098; Abcam; 1:100) and mouse anti-pERK (M-8159; Sigma; 1:50). Polyclonal rabbit anti-CG1139 (1:200) was purified by New England Peptide Inc., MA, USA. An amino acid sequence 26–40 was selected as the epitope. The following primary antibodies were kindly gifted to us: rat anti-bnl (M. Krasnow; 1:50), guinea pig anti-Path (J. Parrish; 1:200) and rabbit anti-phospho-Drosophila S6 (pS6) (A. Teleman; 1:500). Secondary antibodies used were: Alexa Fluor 488 and 568 conjugated anti-rat antibody (A-11006 and A-11077; Thermo Fisher Scientific; 1:200), Alexa Fluor 568 conjugated anti-mouse antibody (A-11031; Thermo Fisher Scientific; 1:200), Alexa Fluor 568 conjugated anti-rabbit antibody (A-11036; Thermo Fisher Scientific; 1:200) and Alexa-568 conjugated anti-guinea pig antibody (A-11075; Thermo Fisher Scientific, 1:200). Rhodamine phalloidin (R415; Invitrogen; 1:500) was used to visualise F-actin.

### Nile red staining

Tissue was dissected in PBS, fixed in 4% PFA/PBS for 30′ on ice, incubated with 10 μg/mL Nile Red stain (N1142; Thermo Fisher Scientific) in PBS for 30′ on ice followed by washing and subsequent mounting in Vectashield with DAPI.

### Acridine orange staining

Midguts were dissected in PBS on ice, incubated in 5 μg/ml of acridine orange (A1301: Thermo Fisher Scientific), followed by washing and subsequent mounting in Vectashield with DAPI. Samples were imaged immediately with the Leica SP5 II confocal microscope and Leica Application Suite Advanced Fluorescence software (Leica Microsystems).

### Blue dye feeding assay

Larvae were placed on food containing 1% FCF-blue dye for 90 min and washed in dH_2_O to remove excess dye from their cuticle. Larvae were imaged with Leica DFC 3000 G digital camera to visualise blue food in the gut, or retained for feeding quantification. For feeding quantification five larvae were pooled into 1.5 ml Eppendorf tubes each containing 70 μl dH2O, followed by homogenisation with motorised pestle and mortar, and centrifuged for 5 min at 10,000 RCF. 40 μl of supernatant from each sample was transferred to a transparent 96-well plate and absorbance was measured at 629 nm in BMG Labtech FLUOstar Omega Microplate reader.

### Smurf gut integrity assay

Larvae were placed on food containing 1% FCF-blue dye overnight, with a minimum of ten animals per vial. Larvae were washed in dH_2_O to remove excess dye from their cuticle and scored as ‘Smurfs’ if blue dye was only visible in the gut, or ‘Non-smurfs’, if blue dye was visible across the whole animal.

### Muscle wasting quantification

Individual larvae were washed and dissected in PBS. Larval body-wall muscle was stained with Rhodamine phalloidin (R415; Invitrogen; 1:500) to visualise F-actin. Individual animals were scored into categories each representing the strength of muscle wasting from either ‘none’; ‘minor’; ‘moderate’ or ‘strong’ (Supplementary Fig. 1f–i). Scores were assigned based on wasting of the ventral longitudinal, lateral oblique and lateral longitudinal muscles centred around the fourth abdominal segment (A4) of the larval body wall and each hemisegment was used as an internal control (Supplementary Fig. 1e). A minimum of 30 animals were scored per condition. Body-wall muscle staining and quantification was performed on animals from day 8 (CD), day 10 (early stage; HSD), day 14 (mid stage; HSD) and day 16 (late stage; HSD) after egg laying.

### Microscopy and imaging

Larval images were acquired with Leica M165 FC fluorescent microscope equipped with Leica DFC 3000 G digital camera. Eye disc images were acquired with Leica M165 FC fluorescent microscope equipped with S-View SXY-I30 digital camera. Confocal images were acquired with Leica SP5 II confocal microscope and Leica Application Suite Advanced Fluorescence software (ver. 4.6.1) (Leica Microsystems). Larval GFP/brightfield overlay images were compiled with Adobe Photoshop software.

### Immunostaining quantification

Quantification of staining intensity for Bnl, Path, CG1139 and phospho-Drosophila ribosomal protein S6 (pS6), each stained with Alexa-568 secondary antibody, was carried out on GFP-positive clones. A minimum of three samples per condition were analysed in ImageJ software (ver. 2.0.0-rc-43) using a custom-made macro written by D. Dormann. RGB images were first converted to tagged image file format (tiff), channels were split and the green channel was thresholded for GFP intensity to allow for the identification of GFP-positive clone area. For the GFP-positive clone area, mean pixel intensity was calculated across the red channel.

### Eye disc area quantification

A minimum of three samples per condition were analysed in ImageJ software (ver. 2.0.0-rc-43) using a custom-made macro written by D. Dormann. Images were first converted to tiff format and RGB channels were split. The eye disc area was manually defined, based on the outline of DAPI staining in the red channel. The green channel was thresholded for GFP intensity to allow for the identification of GFP-positive clones within the user-defined eye disc. Clone area was subsequently calculated.

### Larval video tracking and analysis

Larvae were maintained in normal culture conditions up until the point of video recording. Individual larvae were picked and placed onto the centre of an agar plate at room temperature and recorded immediately. Video plate recordings were carried out with use of a Teledyne DALSA Genie Nano Camera (G3-GM11-M2420) using Gecko GigE Video Recorder software (v2.0.3.1; www.visionexperts.co.uk), at 25 frames per second, ensuring a sharp contrast between the larva and background. Twenty individual larvae were recorded per condition up to a maximum of 5 min or until the larva was no longer in the field of view. Individual videos—each corresponding to one larva—were segmented, tracked and skeletonised using Tierpsy Tracker^16^. Two hundred and fifty-six defined features, previously determined to be useful in classifying behaviour in *C. elegans*, were extracted from the tracking data and compared between conditions^17^. Correction for multiple testing was applied using the Benjamini–Hochberg procedure to control the false discovery rate to 0.05^38^.

### Quantitative RT-PCR

Larvae were washed in PBS and dissected in RNALater solution. Total RNA was extracted from pooled dissected tissue using the QIAGEN RNeasy Mini Kit. First-strand DNA was synthesised with the iScript cDNA synthesis kit (Bio-Rad). PCR was performed by mixing cDNA samples with iTaq Universal SYBR Green Supermix (Bio-Rad), ROX passive reference dye (Bio-Rad) and the relevant primers in a 96-well plate. Analysis was carried out on a 7900HT Real-Time PCR system with Applied Biosystems Software (SDS v2.4) (Applied Biosystems). Data analysis was carried out in Microsoft Excel (16.16.4). At least three independent biological replicates and two technical replicates were used. Expression values were normalised to *Act88F*. Primers used are listed in Supplementary Table 1.

### RNA-sequencing

RNA from pooled dissected tissue was extracted with the QIAGEN RNeasy Mini Kit. A minimum of three samples were prepared for each genotype. RNA-seq libraries were prepared from a minimum of 10 ng of total RNA using the Illumina Truseq mRNA stranded library prep kit (Illumina, San Diego, USA) according to the manufacturer’s protocol. Library quality was checked on a Bioanalyser HS DNA chip and concentrations were estimated by Qubit measurement. Libraries were pooled in equimolar quantities and sequenced on a Hiseq2500 using paired end 100 bp reads. At least 35 million reads passing filter were achieved per sample. After demultiplexing, raw or trimmed RNA-Seq reads were aligned against Ensembl *Drosophila* genome reference sequence assembly (dm3) and transcript annotations using TopHat2^39^. Trim Galore, developed at The Babraham Institute by Felix Krueger (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), was applied for trimming adaptor and low-quality reads. For differential gene expression analysis, gene-based read counts were then obtained using the featureCounts function from Rsubread Bioconductor package^40^. Differential expression analysis was performed on the counts data using DESeq2 Bioconductor package^41^. From tumour RNA-sequencing data, putative tumour-secreted factors were annotated based on identification of genes labelled with the GO term ‘extracellular’ or presence of the signal peptide sequence as identified by the signal peptide database (http://www.signalpeptide.de).

### Gene set enrichment analysis

GSEA was carried out using a ranked gene list based on Wald statistics from DESeq2 results^42^. MSigDB gene sets from ‘H’, ‘C2’ and ‘C5’ collections were used and only considered where FDR *q* value < 0.25. Normalised enrichment scores were calculated for multiple terms within functional categories. Results were displayed as cumulative normalised enrichment score, as previously published^43^.

### Haemolymph sample preparation

Pooled haemolymph was collected from multiple animals on ice to a combined minimum sample volume of 25 μl. Each sample was mixed with 225 μl of methanol containing internal standards (IS) (50 μm). Then, chloroform (250 μl) and Milli-Q water (100 μl) were added, mixed and centrifuged. The water layer was filtrated through a 5-kDa cut-off filter to remove macromolecules. Filtrate was centrifugally concentrated and resuspended in 25 μl of ultrapure water prior to measurement.

### Haemolymph metabolomic analyses by capillary electrophoresis mass spectrometry (CE-MS)

Targeted metabolomic analyses were performed by the Human Metabolome Technologies Inc., Yamagata, Japan (HMT). CE-MS was performed using Agilent CE-TOFMS Machine (CE-TOFMS) and Agilent 6460 TripleQuad LC/MS Machine (CE-QqQMS)(Agilent Technologies). Peaks detected in CE-TOFMS analysis were extracted using automatic integration software (MasterHands ver.2.17.1.11 developed at Keio University)^44^ and those in CE-QqQMS analysis were extracted using automatic integration software (MassHunter Quantitative Analysis B.06.00 Agilent Technologies, Santa Clara, CA, USA) in order to obtain peak information including *m/z*, migration time (MT) and peak area. Putative metabolites were assigned from peak alignments based on the HMT metabolite database on the basis of *m/z* and MT. Relative peak values were calculated based on IS and normalised to sample volumes. Absolute quantification was calculated by normalising the peak area of each metabolite with respect to the area of the IS and by using standard curves, which were obtained by three-point calibrations. For haemolymph samples, 214 metabolites (135 metabolites in cation mode and 79 metabolites in anion mode, respectively) were annotated based on the HMT metabolite database, including 3-methylhistidine and proline.

### Sample preparation for targeted proline quantification

Frozen tissue samples (15 pooled tumours per replicate) or haemolymph samples (1 µL per replicate) were extracted with 300 µL of extraction solvent (water/methanol, 20:80 v/v). The extraction solvent contained IS at 150 ng/mL using either L-proline-2,5,5-d3 (Sigma) or ^13^C_5_^15^N-L-proline (Sigma), depending on the experiment. Samples were sonicated using an ultrasonic water bath (15 min) and centrifuged (13,000 × *g*, 10 min, 5 °C). An aliquot of the supernatant (180 µL) was then filtered into a 96-well V-bottom plate using a 96-well filter plate (PTFE 0.45 µm). Pooled quality controls were created for each batch by pooling equal aliquots of each study sample in the batch, in order to assess technical reproducibility.

### Targeted proline quantification by LC-MS/MS

Chromatographic analyses were carried out on a Vanquish Flex Binary UHPLC system (Thermo Scientific Inc., MA, USA) coupled to a benchtop hybrid quadrupole-Orbitrap Q Exactive mass spectrometer (Thermo Scientific Inc., Bremen, Germany). Separation was achieved using an Accucore 150 Amide HILIC column (Thermo Scientific, 150 × 2.1 mm, 2.6 µm) equipped with a guard column (Thermo Scientific, 30 × 2.1 mm, 2.6 µm), both held at a temperature of 40 °C and a flow rate of 0.2 mL/min. Mobile phases were 10 mM aqueous ammonium acetate/acetonitrile (10:90 v/v) (solvent A) and 10 mM aqueous ammonium acetate/acetonitrile/water (10:10:80 v/v) (solvent B). The gradient elution was performed with a 25–47% solvent B gradient over 14 min, held at 47% B for 4 min and returning to 25% B at 20 min. The column was equilibrated for 10 min, yielding a total run time of 30 min. Ionisation was performed in the positive ionisation mode using a heated electrospray ionisation source, with the following parameters: spray voltage 3.0 KV, heater temperature 330 °C, capillary temperature 320 °C, S-lens RF level 50, sheath and auxiliary gas flow rate, 35 and 10 units, respectively. The mass accuracy was calibrated prior to sample analysis. Mass spectrometric data were acquired in profile mode using the parallel reaction monitoring method with compound-specific settings defined in the inclusion list (Supplementary Table 2). Further acquisition settings were MS2 resolution of 17,500 (at *m/z* 200) and an isolation window of *m/z* 1.2. Nitrogen was utilised as collision gas in the higher energy collisional dissociation cell with normalised collision energy as summarised in Supplementary Table 2. Automatic gain control was set to 1e5 and maximum injection time 100 ms. Xcalibur version 4.1 was used for data acquisition and processing. Specific fragment ions were used in the data processing in order to detect and quantify each compound unequivocally. Relative quantification is reported based on the peak area ratio of the analyte and the respective IS.

### Statistics and reproducibility

Unless otherwise stated, all statistical analyses were carried out with an unpaired, two-tailed Student’s *t* test in GraphPad Prism software (v.7.0d) where *P* ≤ 0.0001 = ****; 0.0001 < *P* ≤ 0.001 = ***; 0.001 < *P* ≤ 0.01 = **; 0.01 < *P* ≤ 0.05 = *; *P* > 0.05 = not significant. All experiments were independently repeated at least three times.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All raw RNA-sequencing data that support the findings of this study have been deposited in the GEO repository with the accession codes GSE139958. Other data that support the study are available from the corresponding author upon reasonable request.

# Supplementary material for: Systemic muscle wasting and coordinated tumour response drive tumourigenesis
**Source:** Nat Commun. 2020 Sep 16;11:4653. doi: 10.1038/s41467-020-18502-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Systemic muscle wasting and coordinated tumour response drive tumourigenesis**

**Newton et al.**

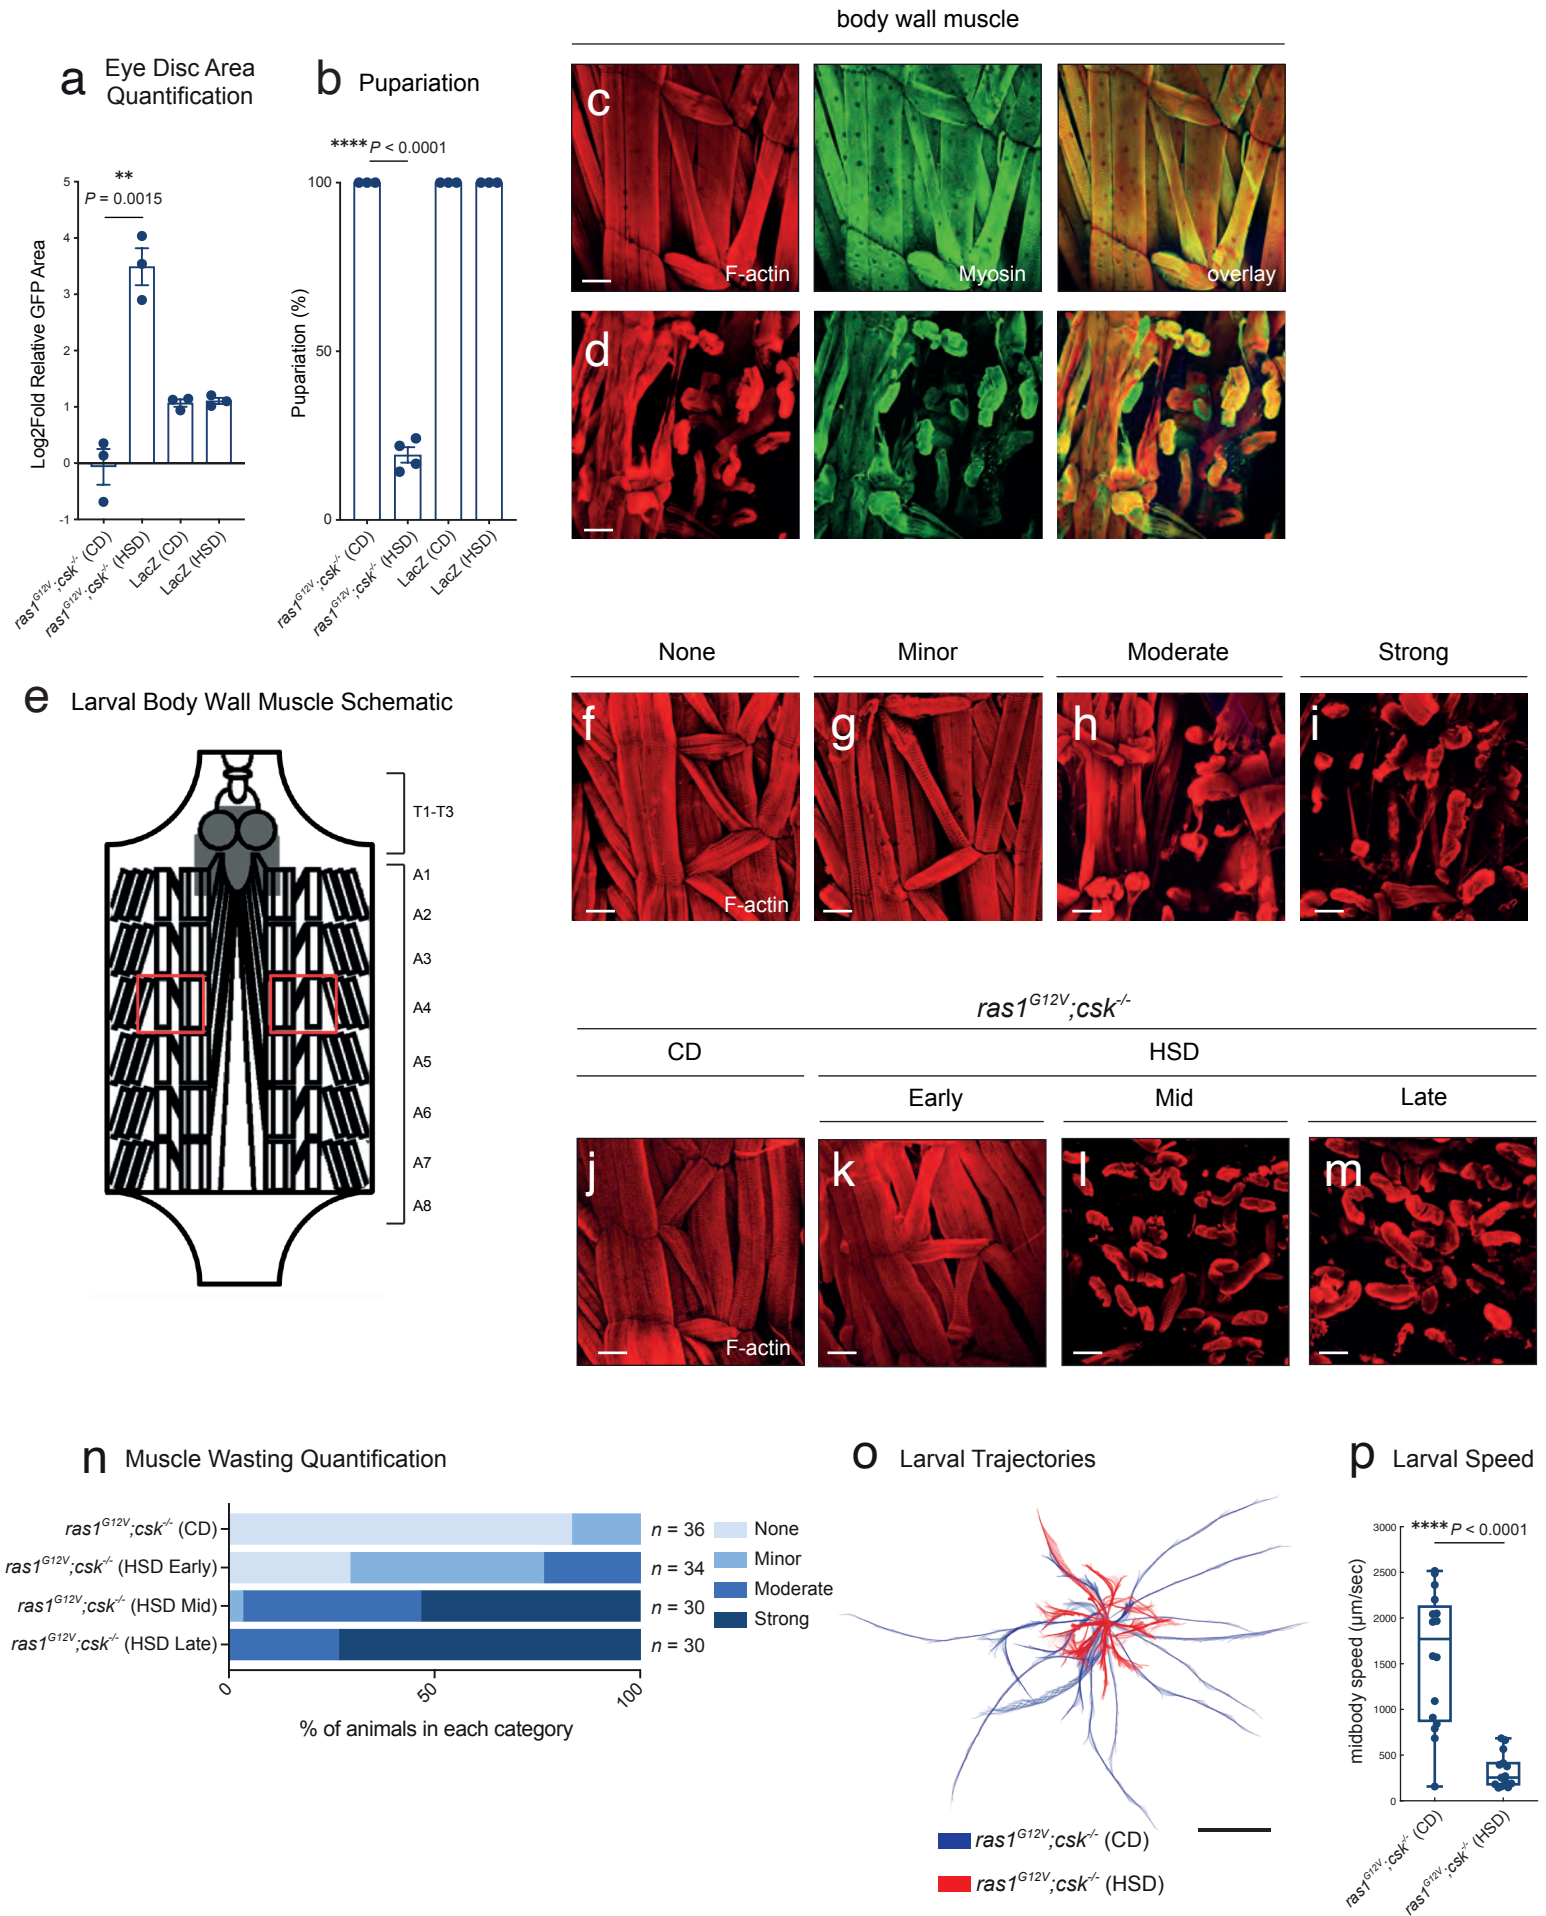

Supplementary Fig. 1

**Supplementary Fig. 1. HSD-fed Ras/Src-animals exhibit progressive cachexia-like muscle wasting.**

**a**, Eye disc area quantification of *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* and *LacZ* animals raised on CD or HSD. Results are shown as mean  $\pm$  SEM. Data from  $n = 3$  biologically independent samples. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\*\* $P < 0.01$ ). **b**, Pupariation percentage of *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* and *LacZ* animals raised on CD or HSD. Results are shown as mean  $\pm$  SEM. Data from total  $n = 76$  (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* CD),  $n = 120$  (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD),  $n = 73$  (*LacZ* CD), and  $n = 70$  (*LacZ* HSD) from 4 independent experiments. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\*\*\*\* $P < 0.0001$ ). **c, d**, F-actin (red) and anti-myosin (green) staining of dissected larval body wall muscle tissue from *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* third-instar larvae raised on CD (**c**) or HSD (**d**). Scale bar, 100  $\mu$ m. **e**, Schematic of larval body wall muscle upon dissection from anterior (top) to posterior (bottom). The larval body wall contains 3 thoracic segments (T1-T3) and 9 abdominal segments (A1-A9). Abdominal muscles from segments A1-A8 are labelled. Red boxes outline regions of the body wall muscle which are imaged, containing the ventral longitudinal, lateral oblique and lateral longitudinal muscles centred around the fourth abdominal segment (A4). **f-i**, Representative images of dissected larval body wall muscle stained with phalloidin to visualise F-actin. Muscle wasting scores increase in strength from left to right: "None" (**f**), "Minor" (**g**), "Moderate" (**h**) and "Strong" (**i**). Scale bar, 100  $\mu$ m. **j-m**, Dissected larval body wall muscle of *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on CD (**j**) or on HSD at Early (**k**), Mid (**l**) and Late stage (**m**) Scale bar, 100  $\mu$ m. **n**, Matching body wall muscle wasting quantification of *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on CD and HSD. **o**, Individual larval trajectories from video tracking analysis of *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* third-instar larvae raised on CD (red;  $n = 16$ ), or HSD (blue;  $n = 14$ ). Scale bar, 1 cm. **p**, Average midbody speed of *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* third-instar larvae raised on CD ( $n = 16$ ), or HSD ( $n = 14$ ) with results shown in boxplot format with each data point representing one individual animal. Box plots: line, median; box, 75th–25th percentiles; whiskers, minimum to maximum. Data from  $n = 16$  (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* CD), and  $n = 14$  (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD) animals. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference ( $P < 0.0001$ ).

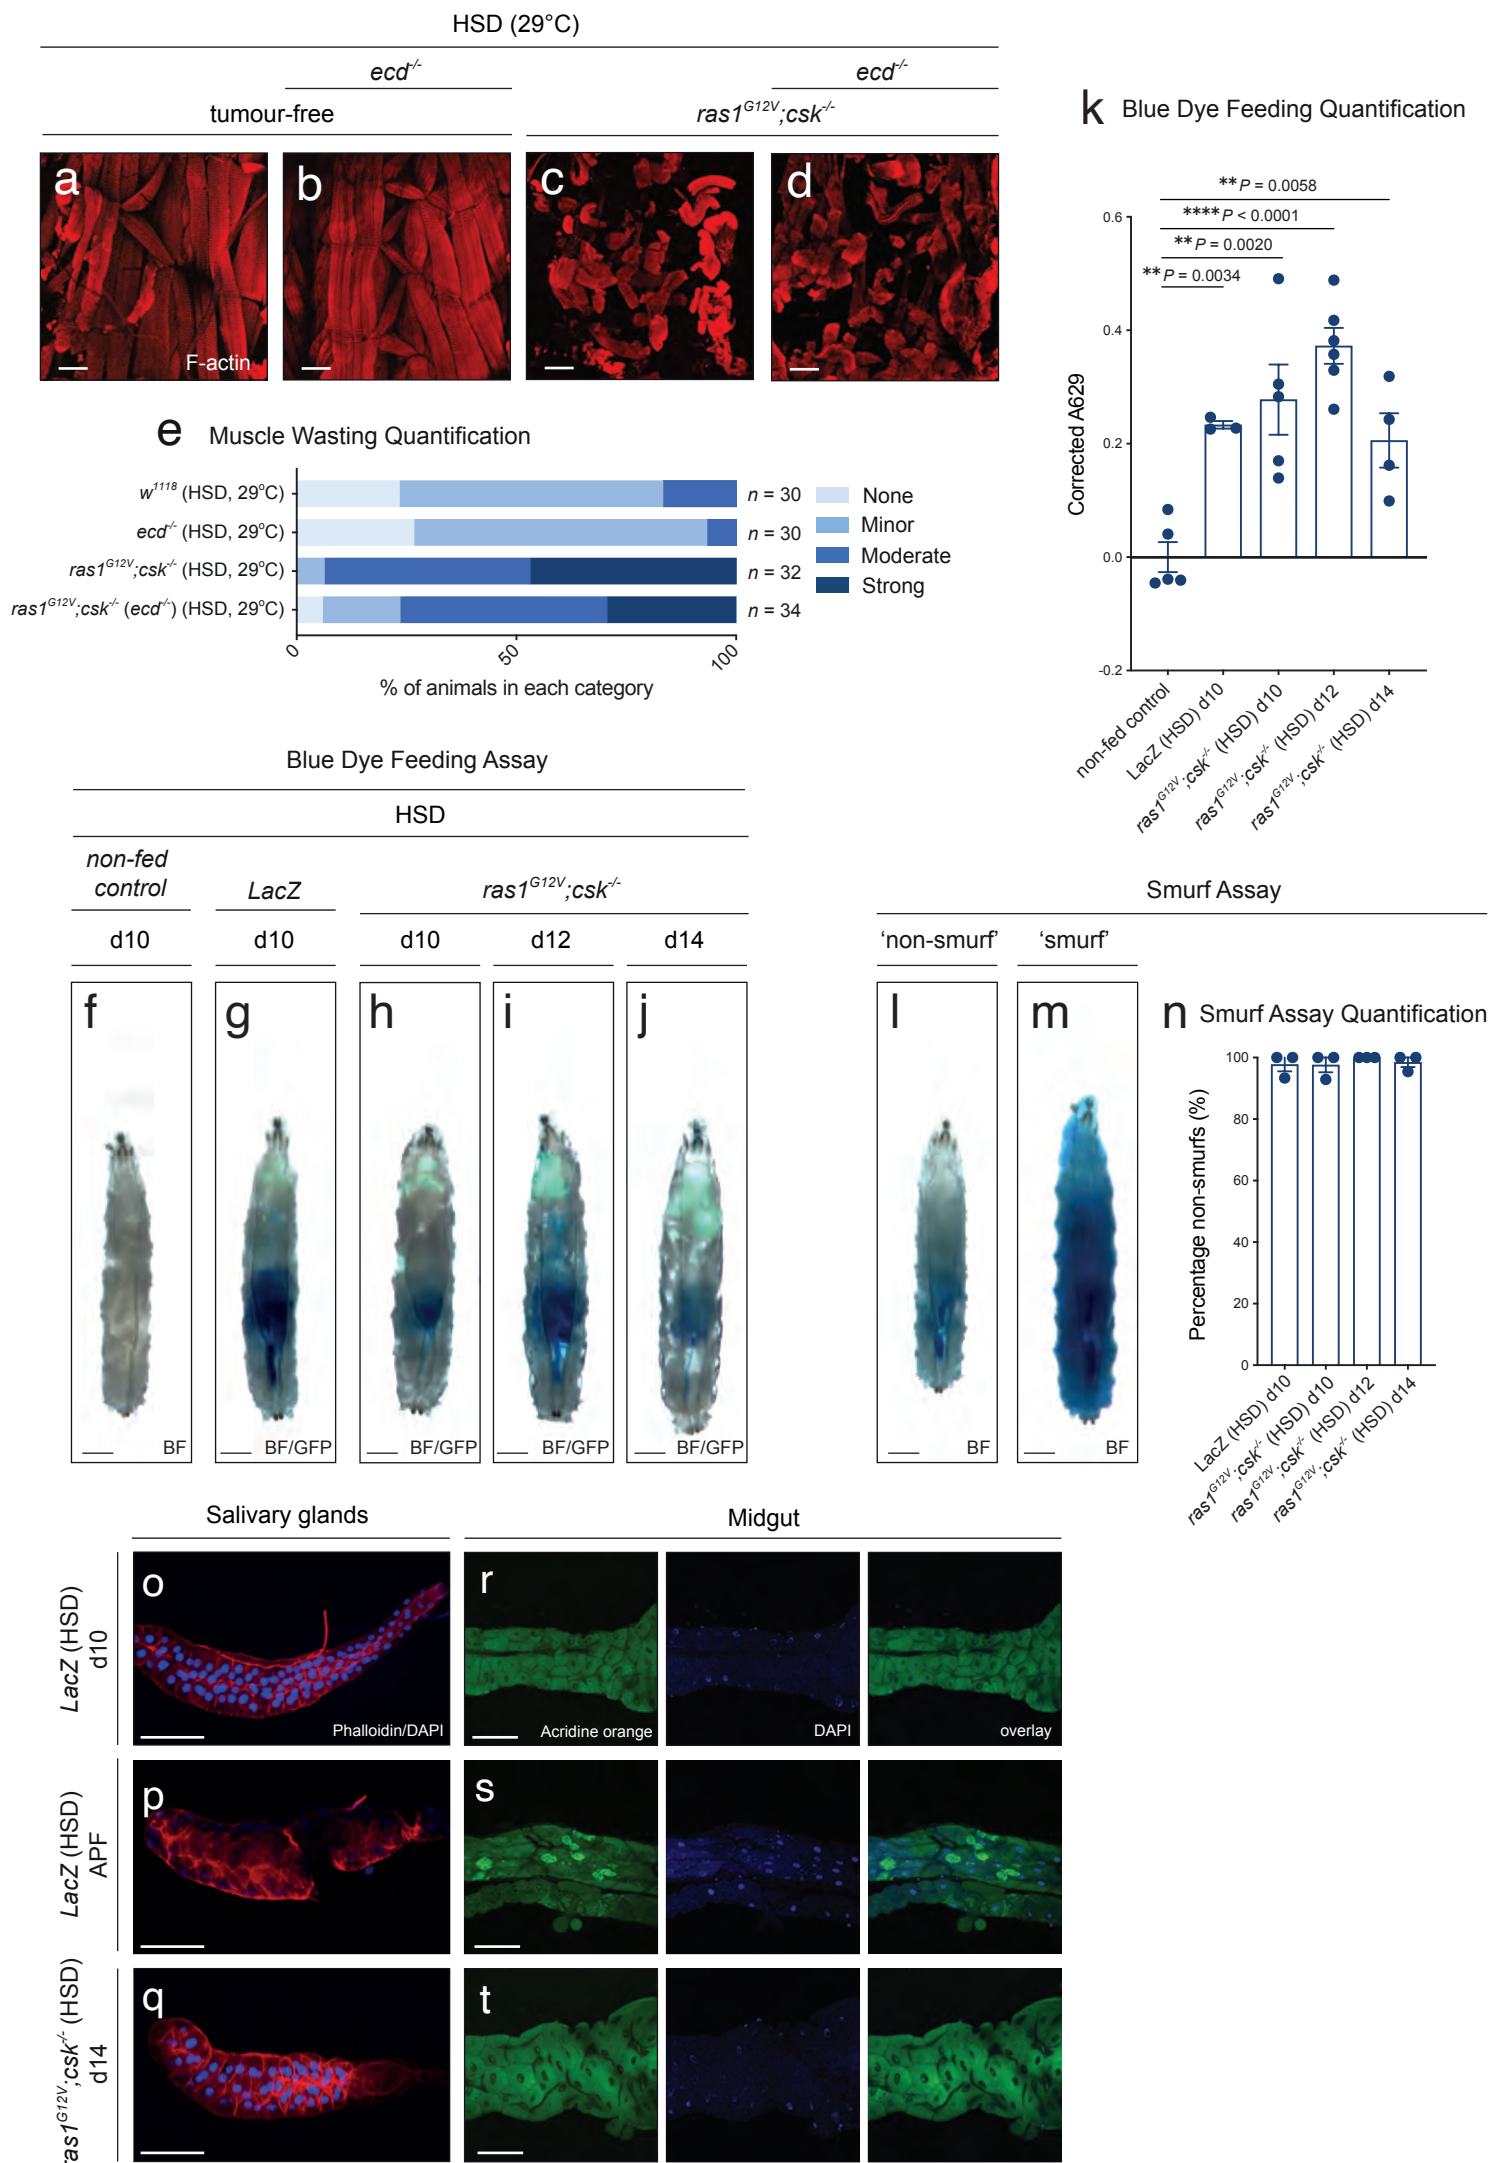

Supplementary Fig. 2

**Supplementary Fig. 2. Muscle wasting occurs independent of ecdysone-mediated histolysis.**

**a-d**, F-actin (red) staining of dissected larval body wall muscle tissue from tumour free (**a**, **b**) and *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* (**c**, **d**) animals in *ecd<sup>-/-</sup>* third-instar larvae (**b**, **d**) raised on HSD for 8 days in 25°C plus 6 days after temperature shift to 29°C. Scale bar, 100 µm. **e**, Matching body wall muscle wasting quantification. **f-j**, Blue-dye feeding of larvae in non-fed control animals at day 10 after egg laying (AEL) (**f**), *LacZ* animals at day 10 AEL (d10) (**g**), *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals at day 10 AEL (d10) (**h**), *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals at day 12 AEL (d12) (**i**), and *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals at day 14 AEL (d14) (**j**). Scale bar, 500 µm. **k**, Quantification of blue dye feeding assay. Results are shown as mean ± SEM. Data from *n* = 6 (non-fed control), *n* = 4 (*LacZ* HSD d10), *n* = 5 (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD d10), *n* = 6 (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD d12), and *n* = 4 (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD d14) biologically independent samples. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\*\**P* < 0.01; \*\*\*\**P* < 0.0001). **l**, **m**, Representative images of larvae subjected to Smurf gut permeability assay. Scale bar, 500 µm. **n**, Quantification of Smurf assay. Results are shown as mean ± SEM. Data from total *n* = 36 (*LacZ* HSD d10), *n* = 45 (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD d10), *n* = 37 (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD d12), and *n* = 47 (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD d14) from 3 independent experiments. **o-q**, F-actin (red) staining with DAPI (blue) of salivary glands from *LacZ* animals at day 10 AEL (d10) (**o**), *LacZ* animals after pupariation formation (APF) (**p**), and *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals at day 14 AEL (d14) (**q**) raised on HSD. Scale bar, 100 µm. **r-t**, Acridine orange staining (green) with DAPI (blue) of midgut from *LacZ* animals at day 10 AEL (d10) (**r**), *LacZ* animals at pupariation formation (APF) (**s**), and *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals at day 14 AEL (d14) (**t**) raised on HSD. Scale bar, 100 µm.

## a Principal Component Analysis

## b Tumour-derived factors

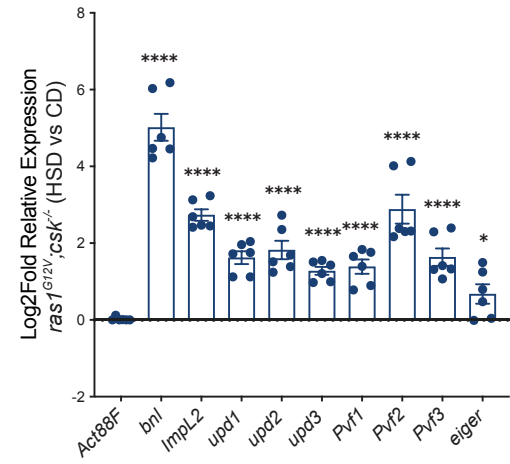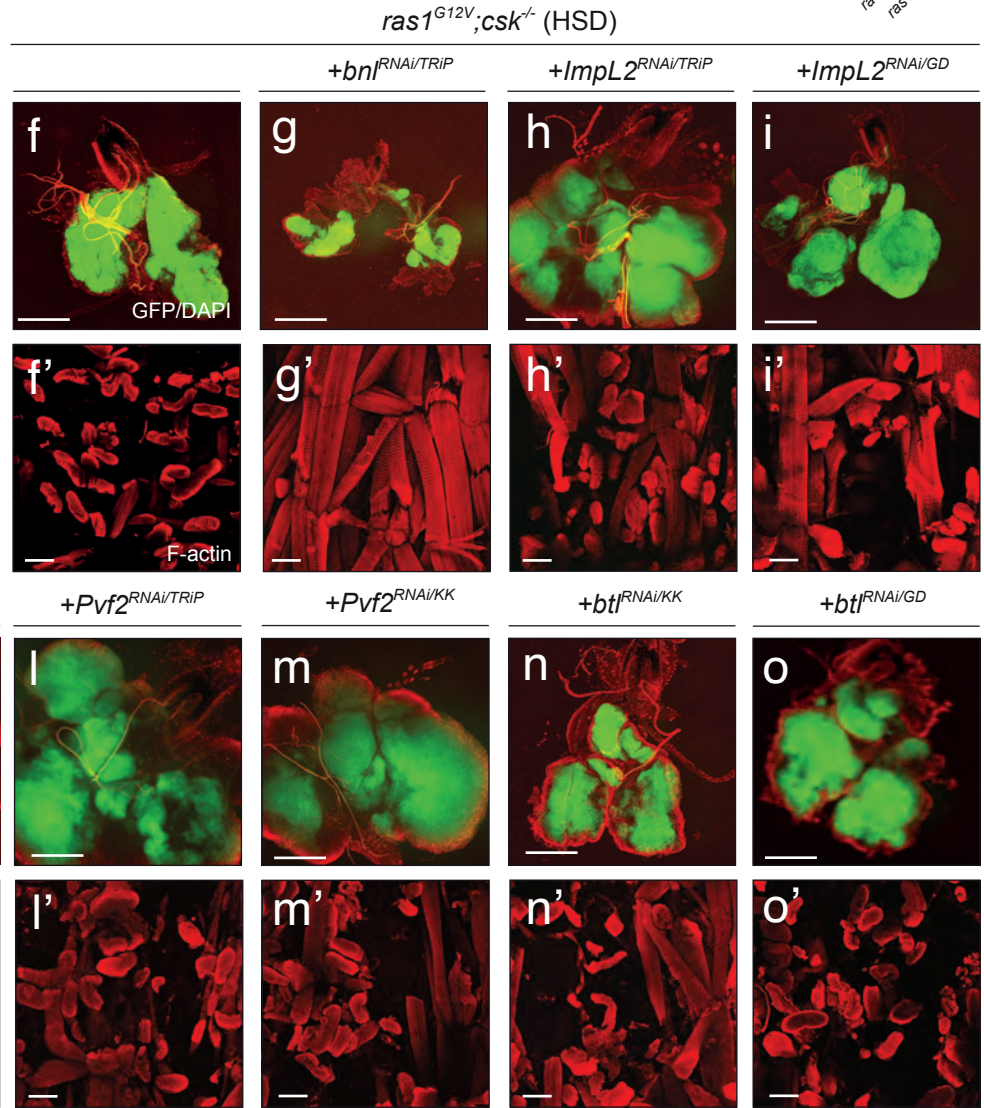

## p Eye Disc Area Quantification

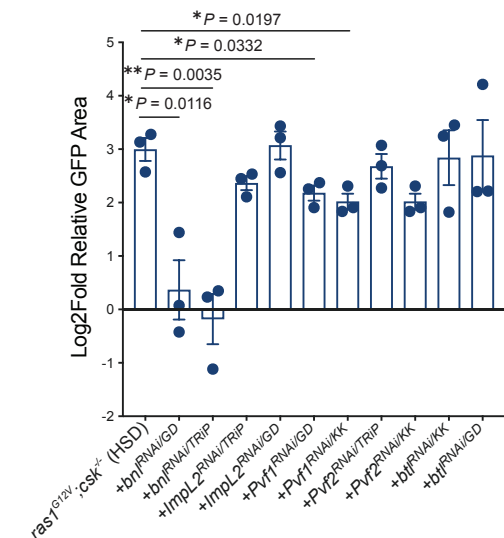

## q Muscle Wasting Quantification

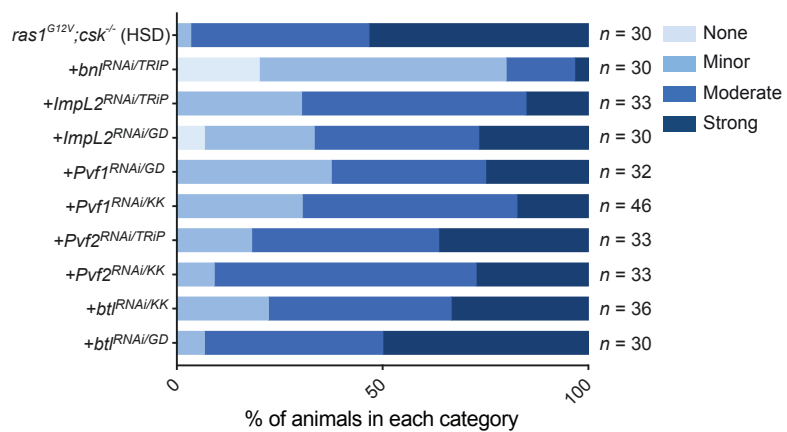

Supplementary Fig. 3

**Supplementary Fig. 3. Identification of branchless as a tumour-derived factor that contributes to muscle wasting and tumour growth.**

**a**, Principal Component Analysis of RNA-sequencing data from dissected tumour tissue in *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on CD (blue) or HSD (red). *n* = 4 per condition. **b**, qPCR validation of candidate tumour-derived factors—*bnl*, *ImpL2*, *upd1*, *upd2*, *upd3*, *Pvfl*, *Pvf2*, *Pvf3* and *eiger*—initially identified by RNA-sequencing. Gene expression levels are shown as log2-relative fold change between *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on HSD compared to animals raised on CD, as determined by qPCR. Samples are normalised to *Act88F*. Results are shown as mean  $\pm$  SEM. Data from *n* = 6 biologically independent samples. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\**P* = 0.0275; \*\*\*\**P* < 0.0001). **c, d**, Anti-Bnl staining (red) of dissected eye tissue from *LacZ* animals raised on CD (**c**) or HSD (**d**). Scale bar, 40  $\mu$ m. **e**, Matching Bnl staining quantification. Results are shown as mean  $\pm$  SEM. Data from *n* = 5 (*LacZ* CD), *n* = 5 (*LacZ* HSD), *n* = 5 (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* CD), and *n* = 4 (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD) biologically independent samples. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\*\**P* < 0.01; \*\*\**P* < 0.001). **f-o**, Dissected eye epithelial tissue stained with DAPI (red) from *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* (**f**), *rasI<sup>G12V</sup>;csk<sup>-/-</sup>;bnl<sup>RNAi/TRiP</sup>* (**g**), *rasI<sup>G12V</sup>;csk<sup>-/-</sup>;ImpL2<sup>RNAi/TRiP</sup>* (**h**), *rasI<sup>G12V</sup>;csk<sup>-/-</sup>;ImpL2<sup>RNAi/GD</sup>* (**i**), *rasI<sup>G12V</sup>;csk<sup>-/-</sup>;Pvfl<sup>RNAi/GD</sup>* (**j**), *rasI<sup>G12V</sup>;csk<sup>-/-</sup>;Pvfl<sup>RNAi/KK</sup>* (**k**), *rasI<sup>G12V</sup>;csk<sup>-/-</sup>;Pvf2<sup>RNAi/TRiP</sup>* (**l**), *rasI<sup>G12V</sup>;csk<sup>-/-</sup>;Pvf2<sup>RNAi/KK</sup>* (**m**), *rasI<sup>G12V</sup>;csk<sup>-/-</sup>;btl<sup>RNAi/KK</sup>* (**n**), and *rasI<sup>G12V</sup>;csk<sup>-/-</sup>;btl<sup>RNAi/GD</sup>* (**o**) third-instar larvae raised on HSD. Scale bar, 250  $\mu$ m. **f'-o'**, Matching dissected larval body wall muscle stained with F-actin (red). Scale bar, 100  $\mu$ m. **p**, Eye disc area quantification. Results are shown as mean  $\pm$  SEM. Data from *n* = 3 biologically independent samples. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\**P* < 0.05; \*\**P* < 0.01). **q**, Matching body wall muscle wasting quantification.

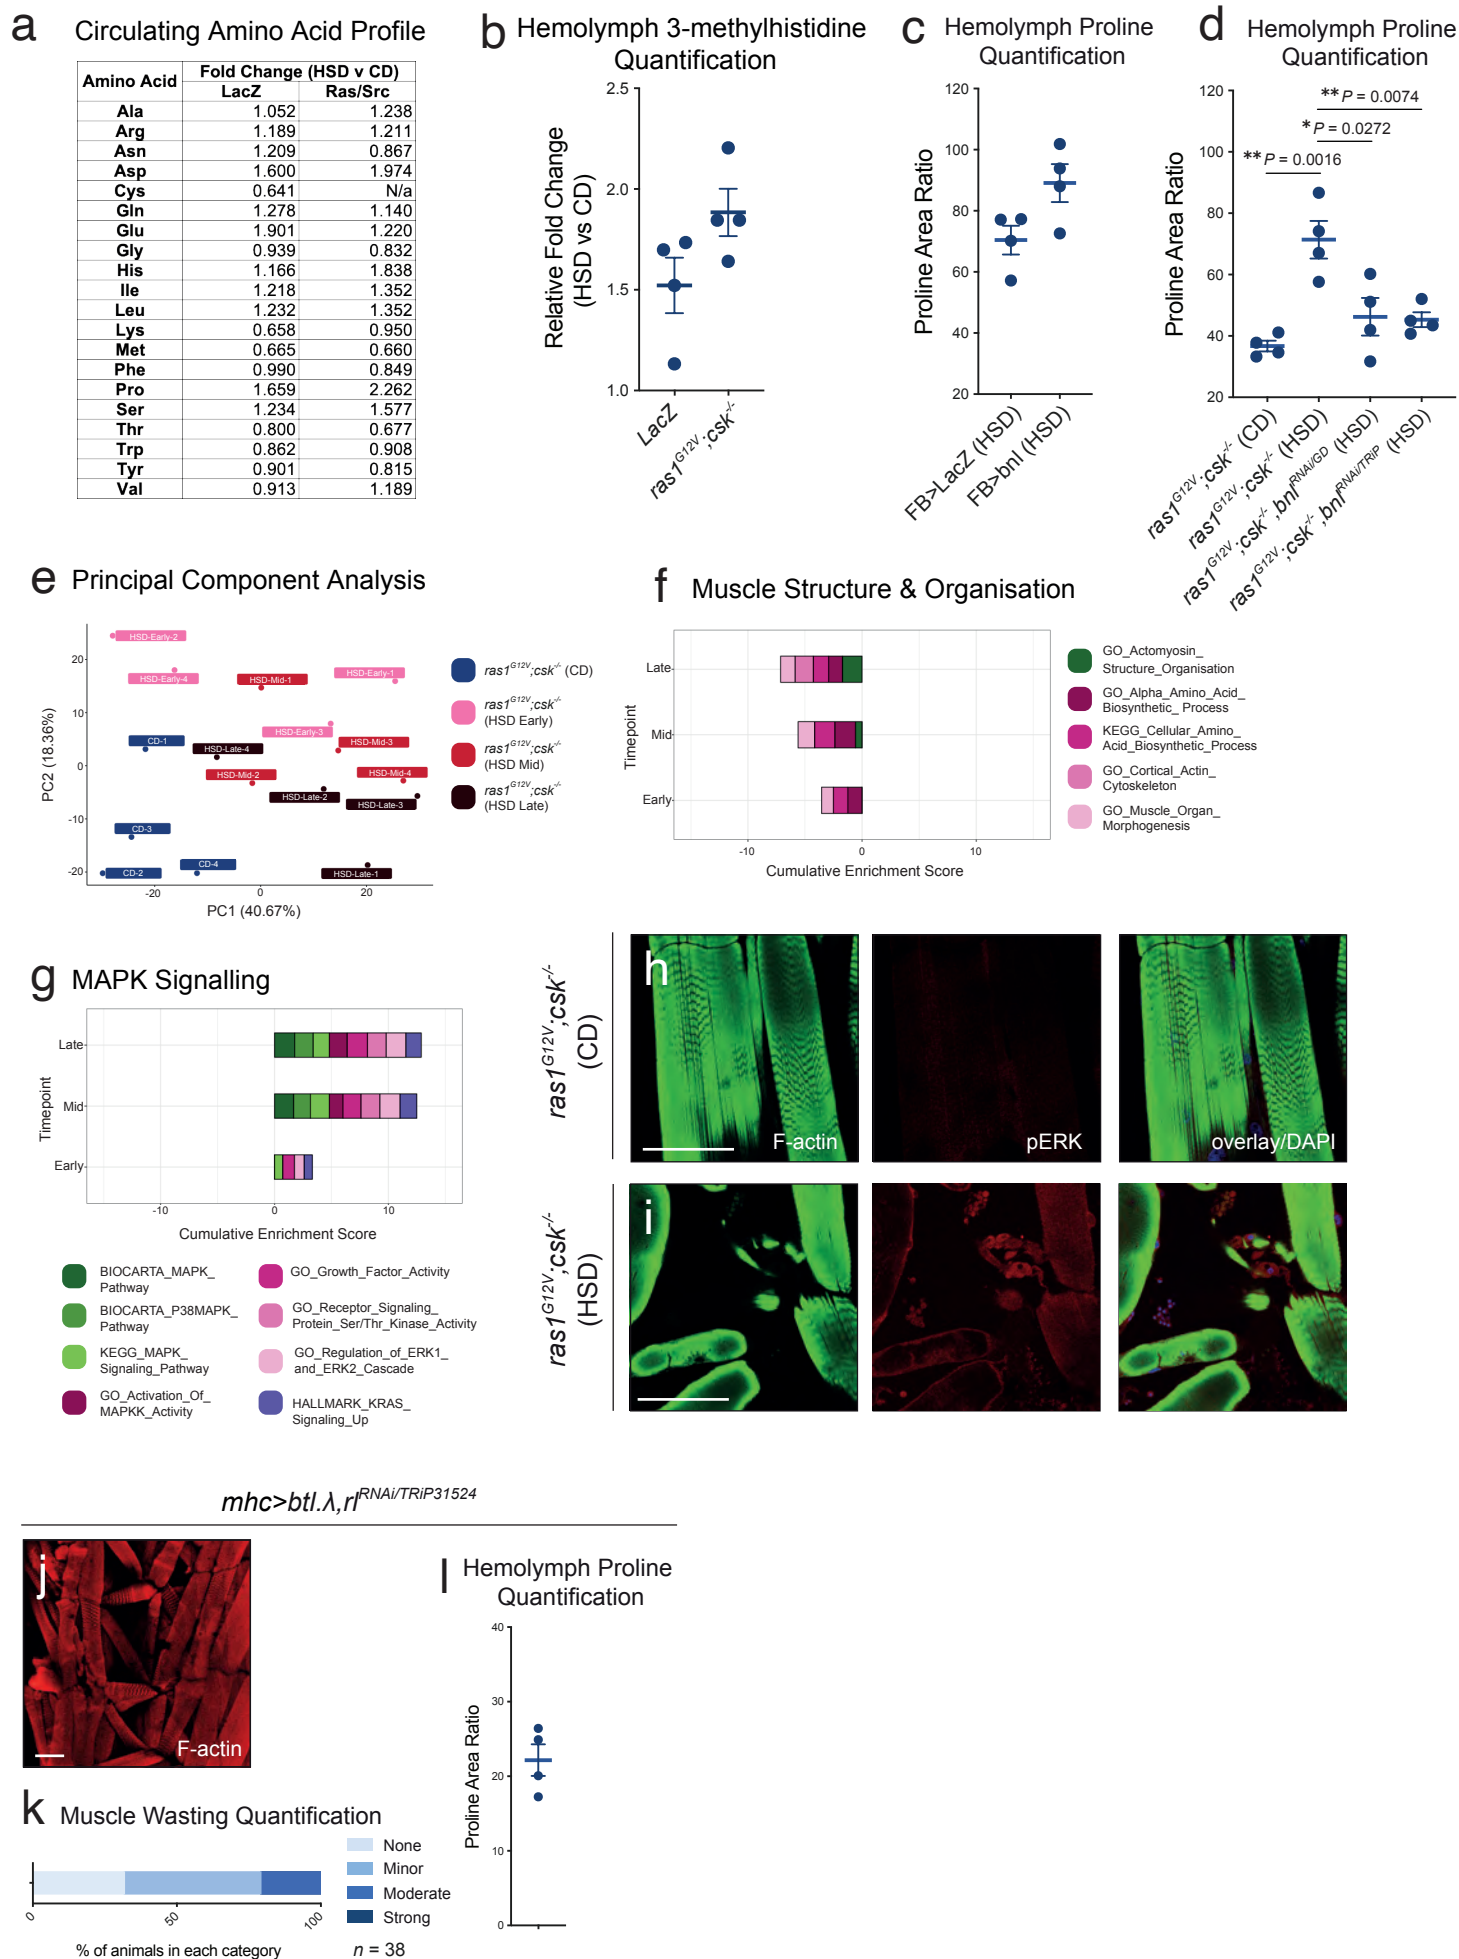

Supplementary Fig. 4

**Supplementary Fig. 4. HSD-fed Ras/Src-animals promote muscle wasting via ERK-signalling.**

**a**, Fold-change in hemolymph amino acid concentrations in *LacZ* and *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on HSD compared to CD. **b**, Circulating 3-methylhistidine levels depicted by relative peak area ratio from hemolymph in *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on CD or HSD. Results are shown as mean  $\pm$  SEM. Data from  $n = 4$  biologically independent samples. **c**, Circulating proline levels depicted by relative peak area ratio from hemolymph in *FB>LacZ* and *FB>bnl* animals raised on HSD. Results are shown as mean  $\pm$  SEM. Data from  $n = 4$  biologically independent samples. **d**, Circulating proline levels depicted by relative peak area from hemolymph in *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on CD, *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on HSD, *rasI<sup>G12V</sup>;csk<sup>-/-</sup>,bnl<sup>RNAi/GD</sup>* animals raised on HSD and *rasI<sup>G12V</sup>;csk<sup>-/-</sup>,bnl<sup>RNAi/TRiP</sup>* animals raised on HSD. Results are shown as mean  $\pm$  SEM. Data from  $n = 4$  biologically independent samples. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\* $P < 0.05$ ; \*\* $P < 0.01$ ). **e**, Principal Component Analysis of dissected muscle RNA-sequencing data from *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on CD (blue) and *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on HSD at Early (pink), Mid (red) and Late Stage (brown).  $n = 4$  per condition. **f**, Gene Set Enrichment Analysis (GSEA) for the functional category 'Muscle Structure & Organisation' from dissected muscle RNA-sequencing data from *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on HSD at Early Stage (Early), Mid Stage (Mid) and Late Stage (Late) compared to *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on CD. Data is displayed as cumulative enrichment score over the time course. Gene sets in purple are derived from Hallmark (H) datasets, gene sets in green are derived from Curated (C2) datasets and gene sets in pink are derived from Gene Ontology (C5) datasets. **g**, GSEA for the functional category 'MAPK Signalling'. **h, i**, phospho-ERK staining (red) of dissected body wall muscle from *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on CD (**h**) or HSD (**i**) with F-actin (green). Scale bar, 100  $\mu$ m. **j**, F-actin (red) staining of dissected larval body wall muscle tissue from *mhc>bt1. $\lambda$ , r1<sup>RNAi/TRiP31524</sup>* third-instar larvae fed a HSD. Scale bar, 100  $\mu$ m. **k**, Matching body wall muscle wasting quantification. **l**, Matching hemolymph proline quantification displayed as relative peak area ratio. Results are shown as mean  $\pm$  SEM. Data from  $n = 4$  biologically independent samples.

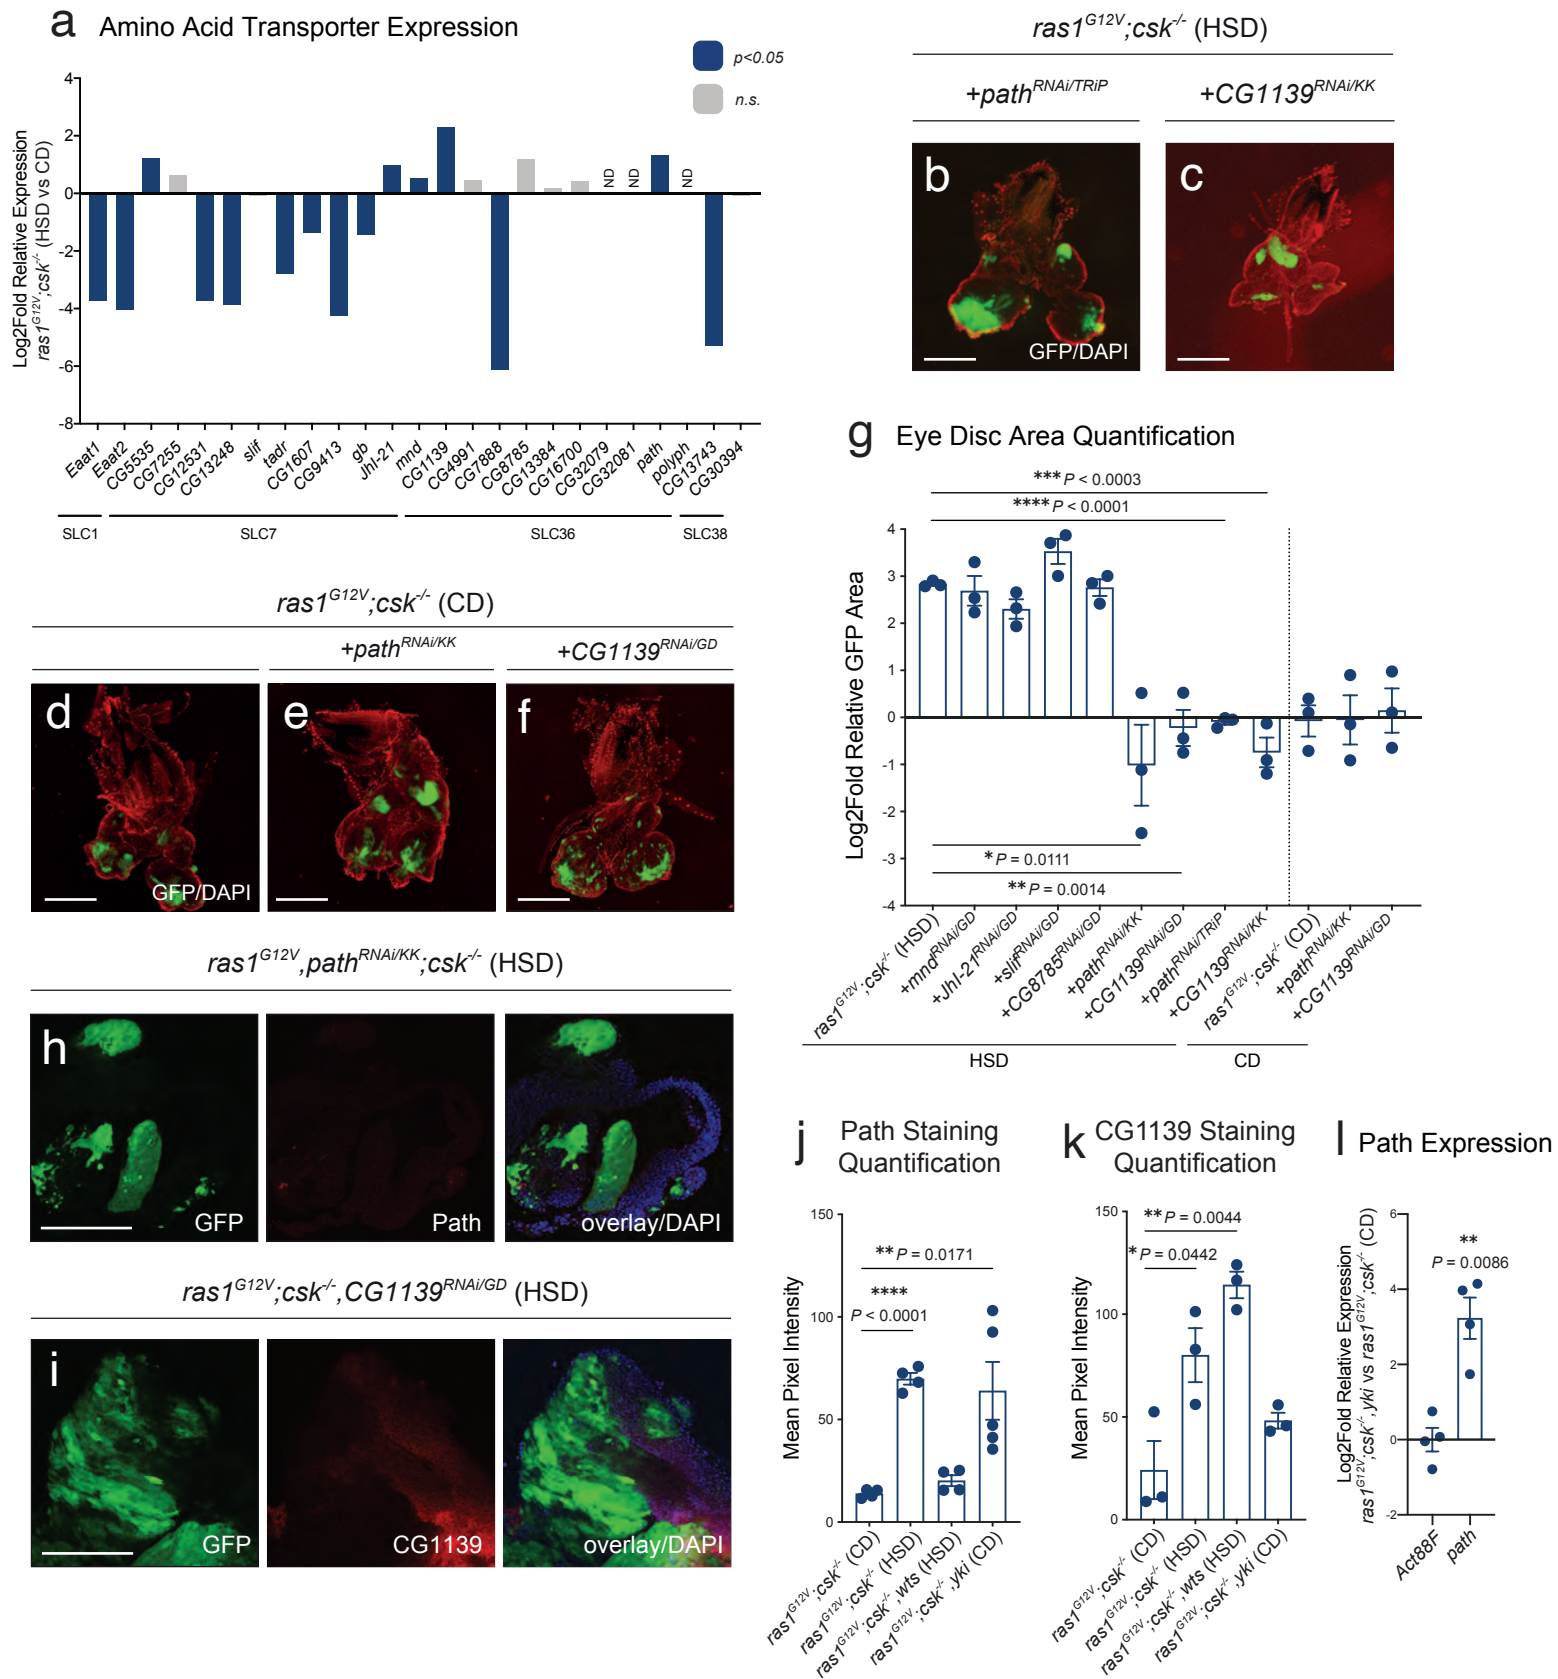

Supplementary Fig. 5

### Supplementary Fig. 5. Identification of amino acid transporters elevated in HSD-enhanced Ras/Src-tumours.

**a**, Expression levels of amino acid transporters of the SLC1, SLC7, SLC36 and SLC38 families as measured by RNA-seq analysis. Gene expression levels are shown as the log<sub>2</sub>-relative fold change between *ras*<sup>G12V</sup>;*csk*<sup>-/-</sup> tumours in animals raised on HSD compared to animals raised on CD. Data from *n* = 4 (*ras*<sup>G12V</sup>;*csk*<sup>-/-</sup> CD) and *n* = 4 (*ras*<sup>G12V</sup>;*csk*<sup>-/-</sup> HSD) biologically independent samples. The two-sided *P*-value was calculated using Wald test and Benjamini-Hochberg method was applied for the adjusted *P*-value. Blue bars indicate significant cases where *P* < 0.05 (*Eaat1*, *P* < 0.0001; *Eaat2*, *P* < 0.0001; *CG5535*, *P* < 0.0001; *CG12531*, *P* < 0.0001; *CG13248*, *P* < 0.0001; *tadr*, *P* < 0.0001; *CG1607*, *P* < 0.0001; *CG9413*, *P* < 0.0001; *gb*, *P* < 0.0001; *Jhl-21*, *P* < 0.0001; *mnd*, *P* = 0.0047, *CG1139* *P* = 0.0225; *CG7888*, *P* < 0.0001; *path*, *P* < 0.0001; *CG13743*, *P* = 0.0010). Grey bars indicate non-significant (*n.s.*) cases where *P* > 0.05. ND: not detected. **b, c**, Dissected eye epithelial tissue stained with DAPI (red) from animals raised on HSD with independent RNAi lines, *ras*<sup>G12V</sup>;*path*<sup>RNAi/TRiP</sup>;*csk*<sup>-/-</sup> (**b**), or *ras*<sup>G12V</sup>;*CG1139*<sup>RNAi/KK</sup>;*csk*<sup>-/-</sup> (**c**). Scale bar, 250 μm. **d-f**, Dissected eye epithelial tissue stained with DAPI (red) from *ras*<sup>G12V</sup>;*csk*<sup>-/-</sup> animals raised on CD (**d**), with *path*<sup>RNAi/KK</sup> (**e**), and *CG1139*<sup>RNAi/GD</sup> (**f**). Scale bar, 250 μm. **g**, Eye disc area quantification. Results are shown as mean ± SEM. Data from *n* = 3 biologically independent samples. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001; \*\*\*\**P* < 0.0001). **h**, Anti-Path staining (red) of dissected tumour tissue from *ras*<sup>G12V</sup>;*path*<sup>RNAi/KK</sup>;*csk*<sup>-/-</sup> animals raised on HSD with DAPI (blue). Scale bar, 100 μm. **i**, Anti-CG1139 staining (red) of dissected tumour tissue from *ras*<sup>G12V</sup>;*csk*<sup>-/-</sup>;*CG1139*<sup>RNAi/GD</sup> animals raised on HSD, with DAPI (blue). Scale bar, 100 μm. **j**, Path staining quantification. Results are shown as mean ± SEM. Data from *n* = 4 (*ras*<sup>G12V</sup>;*csk*<sup>-/-</sup> CD), *n* = 4 (*ras*<sup>G12V</sup>;*csk*<sup>-/-</sup> HSD), *n* = 4 (*ras*<sup>G12V</sup>;*csk*<sup>-/-</sup>;*wt* CD), and *n* = 5 (*ras*<sup>G12V</sup>;*csk*<sup>-/-</sup>;*yki* CD) biologically independent samples. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\*\**P* < 0.01; \*\*\*\**P* < 0.0001). **k**, CG1139 staining quantification. Results are shown as mean ± SEM. Data from *n* = 3 biologically independent samples. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\**P* < 0.05; \*\**P* < 0.01). **l**, Relative log<sub>2</sub>fold change of *path* in dissected tumour tissue from *ras*<sup>G12V</sup>;*csk*<sup>-/-</sup>;*yki* animals raised on CD compared to *ras*<sup>G12V</sup>;*csk*<sup>-/-</sup> animals raised on CD, as determined by qPCR. Samples are normalised to *Act88F*. Results are shown as mean ± SEM. Data from *n* = 4 biologically independent samples. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\*\**P* < 0.01).

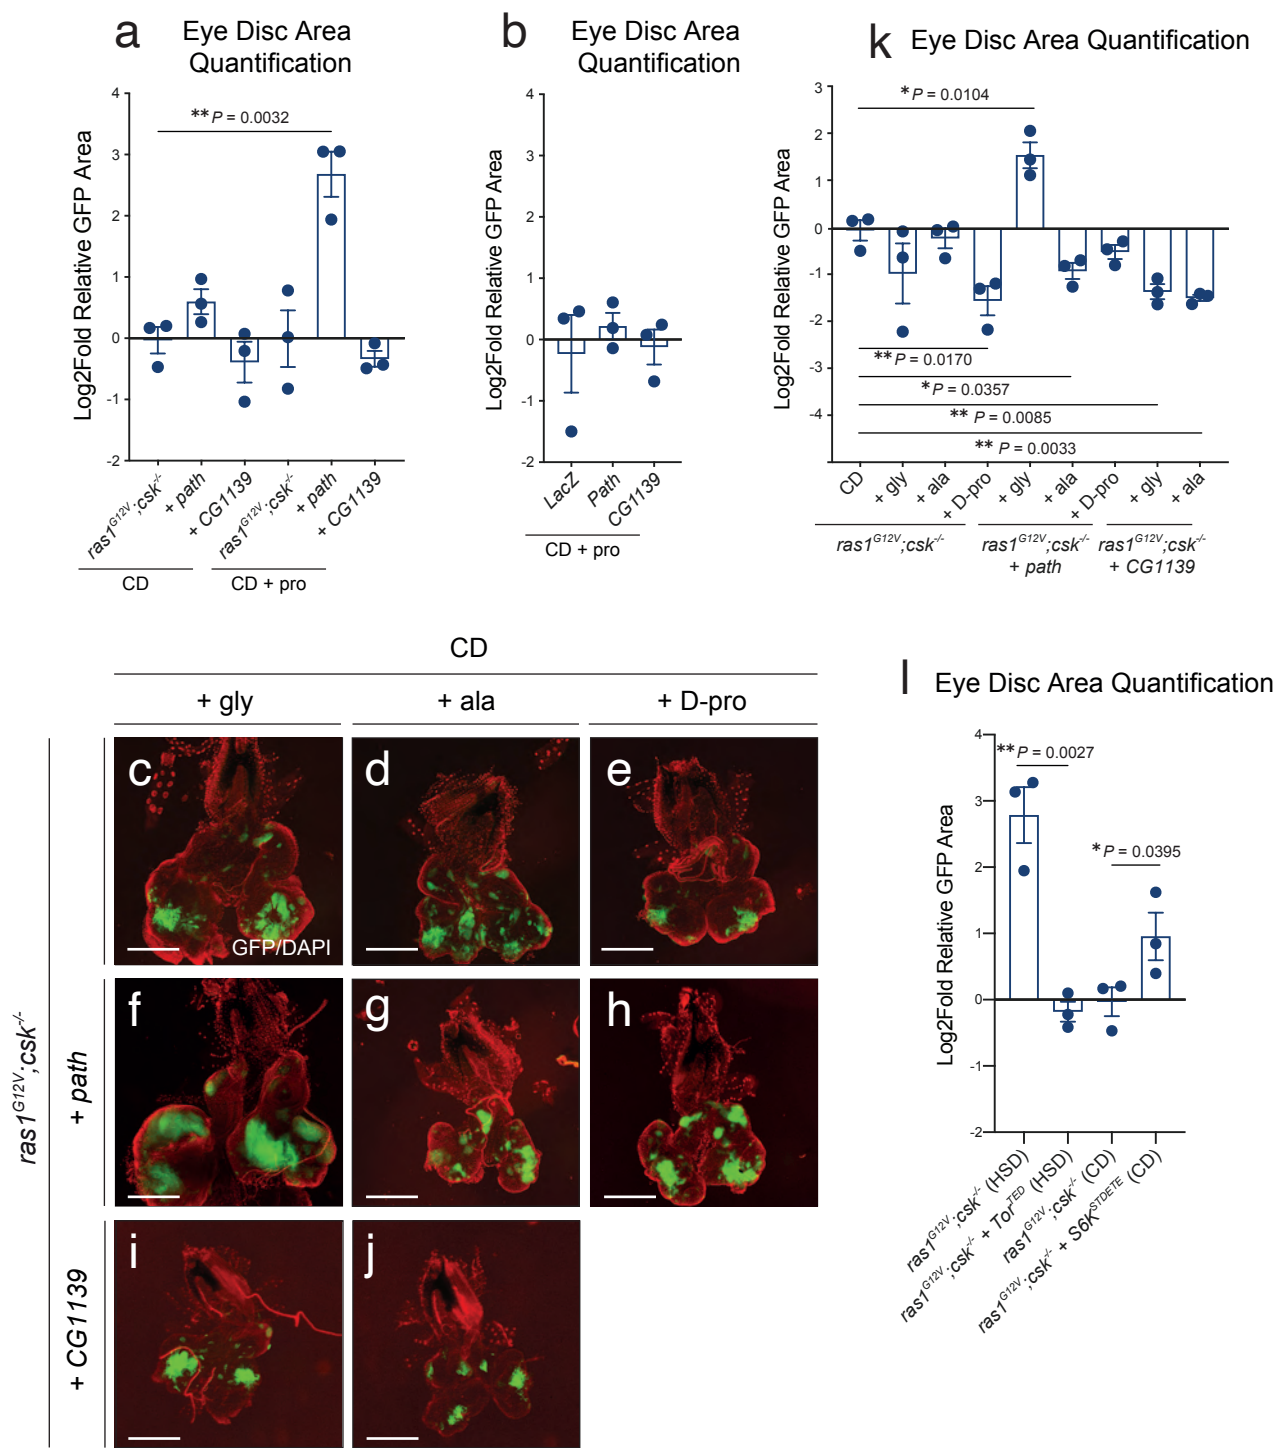

Supplementary Fig. 6

**Supplementary Fig. 6. Amino acid specificity of Path-mediated Ras/Src-tumour growth.**

**a**, Eye disc area quantification of Fig. 5a-f. Results are shown as mean  $\pm$  SEM. Data from  $n = 3$  biologically independent samples. Data were analysed by two-tailed unpaired Student's  $t$ -test. Asterisks indicate statistically significant difference (\*\* $P < 0.01$ ). **b**, Eye disc area quantification of Fig. 5g-i. Results are shown as mean  $\pm$  SEM. Data from  $n = 3$  biologically independent samples. **c-e**, Dissected eye epithelial tissue stained with DAPI (red) from *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on CD supplemented with 100 mM L-glycine (**c**), 100 mM L-alanine (**d**), and 100 mM D-proline (**e**). Scale bar, 250  $\mu$ m. **f-h**, Dissected eye epithelial tissue stained with DAPI (red) from *rasI<sup>G12V</sup>;csk<sup>-/-</sup>,path* animals raised on CD supplemented with 100 mM L-glycine (**f**), 100 mM L-alanine (**g**), and 100 mM D-proline (**h**). Scale bar, 250  $\mu$ m. **i, j**, Dissected eye epithelial tissue stained with DAPI (red) from *rasI<sup>G12V</sup>;csk<sup>-/-</sup>,CG1139* animals raised on CD supplemented with 100 mM L-glycine (**i**), and 100 mM L-alanine (**j**). Scale bar, 250  $\mu$ m. **k**, Eye disc area quantification of Supplementary Fig. 6c-j. Results are shown as mean  $\pm$  SEM. Data from  $n = 3$  biologically independent samples. Data were analysed by two-tailed unpaired Student's  $t$ -test. Asterisks indicate statistically significant difference (\* $P < 0.05$ ; \*\* $P < 0.01$ ). **l**, Eye disc area quantification of Fig. 5k-n. Results are shown as mean  $\pm$  SEM. Asterisks indicate statistically significant difference (\*:  $p < 0.05$ , \*\*\*:  $p < 0.005$ ). Results are shown as mean  $\pm$  SEM. Data from  $n = 3$  biologically independent samples. Data were analysed by two-tailed unpaired Student's  $t$ -test. Asterisks indicate statistically significant difference (\* $P < 0.05$ ; \*\* $P < 0.01$ ).

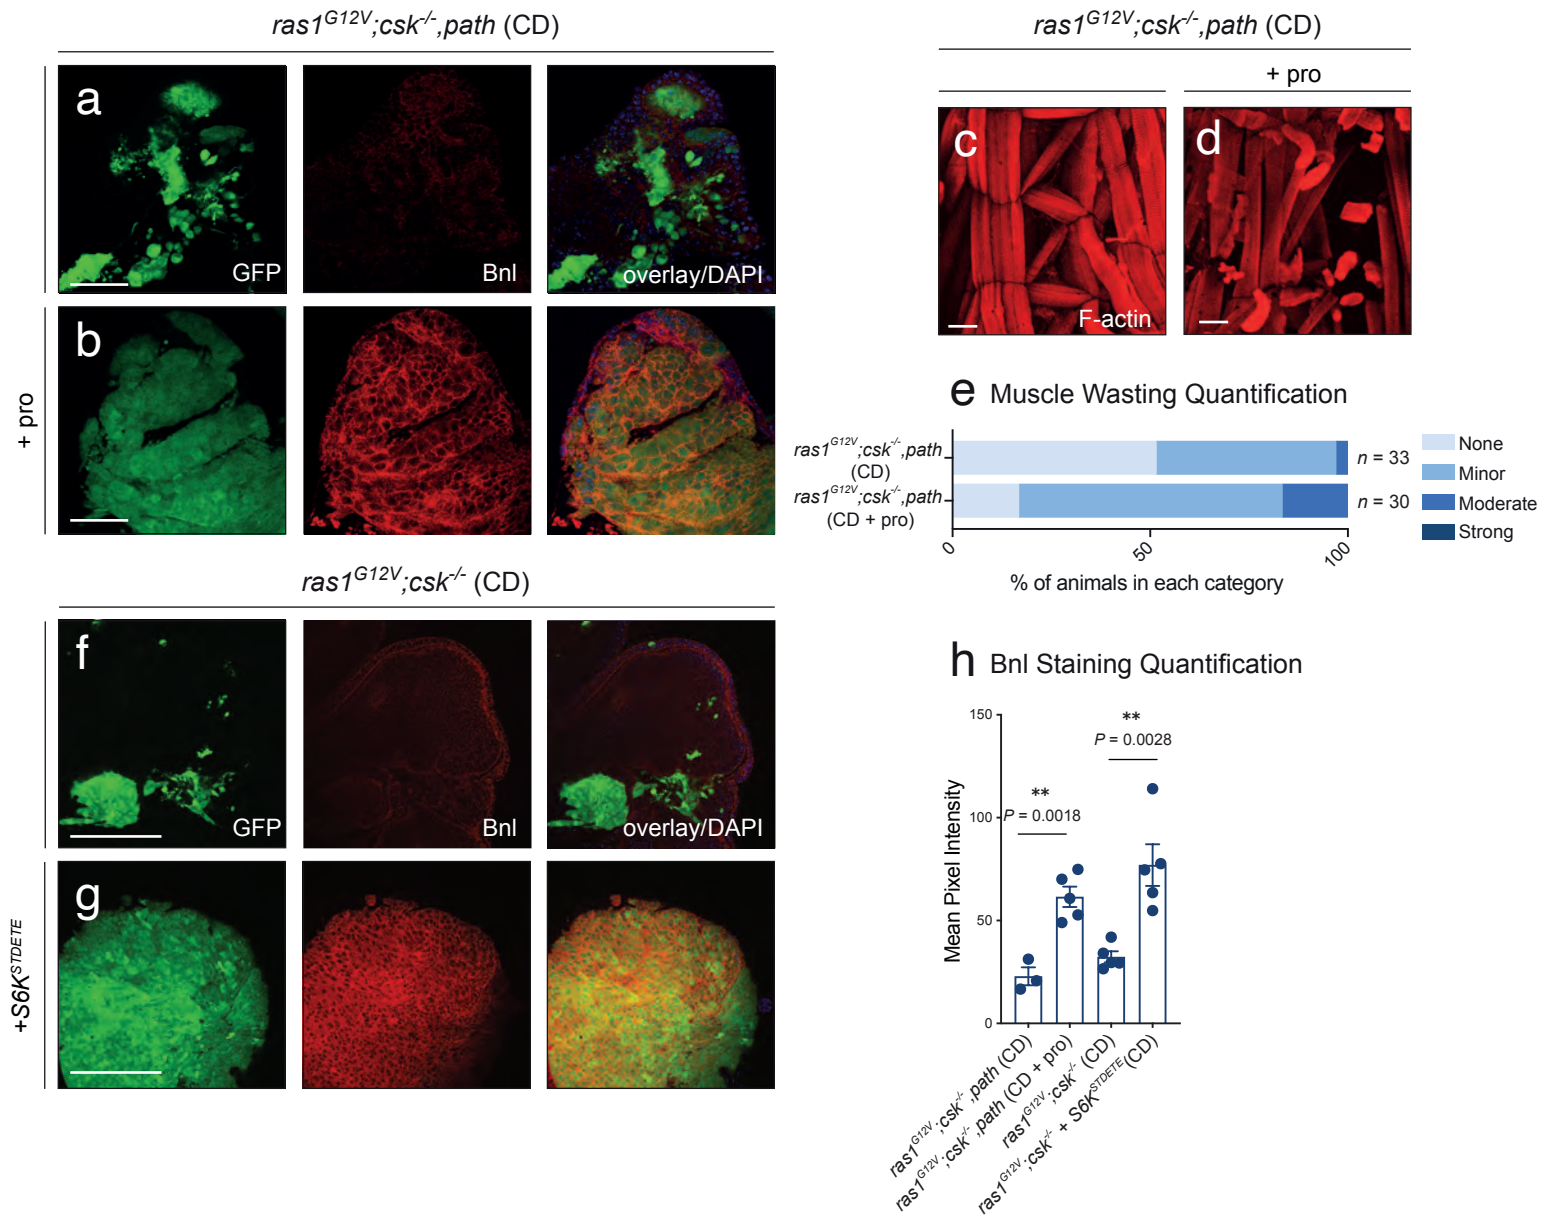

Supplementary Fig. 7

### Supplementary Fig. 7. Proline-mediated Ras/Src tumour growth promotes Bnl-expression and muscle wasting.

**a, b**, Anti-Bnl staining (red) of dissected tumour tissue from *ras1<sup>G12V</sup>;csk<sup>-/-</sup>,path* animals raised on CD (**a**) or CD supplemented with 100mM L-proline (**b**) with DAPI (blue). Scale bar, 40  $\mu$ m. **c, d**, F-actin (red) staining of dissected larval body wall muscle from *ras1<sup>G12V</sup>;csk<sup>-/-</sup>,path* animals raised on CD (**c**) or CD supplemented with 100mM L-proline (**d**). Scale bar, 100  $\mu$ m. **e**, Matching body wall muscle wasting quantification. **f, g**, Anti-Bnl staining (red) of dissected tumour tissue from *ras1<sup>G12V</sup>;csk<sup>-/-</sup>* (**f**) or *ras1<sup>G12V</sup>;S6K<sup>STDETE</sup>,csk<sup>-/-</sup>* (**g**) animals raised on CD. Scale bar, 40  $\mu$ m. **h**, Matching Bnl staining quantification. Results are shown as mean  $\pm$  SEM. Data from  $n = 3$  (*ras1<sup>G12V</sup>;csk<sup>-/-</sup>,path CD*),  $n = 5$  (*ras1<sup>G12V</sup>;csk<sup>-/-</sup>,path CD + pro*),  $n = 5$  (*ras1<sup>G12V</sup>;csk<sup>-/-</sup> CD*), and  $n = 5$  (*ras1<sup>G12V</sup>;S6K<sup>STDETE</sup>,csk<sup>-/-</sup> CD*) biologically independent samples. Data were analysed by two-tailed unpaired Student's *t*-test. Asterisks indicate statistically significant difference (\*\* $P < 0.01$ ).

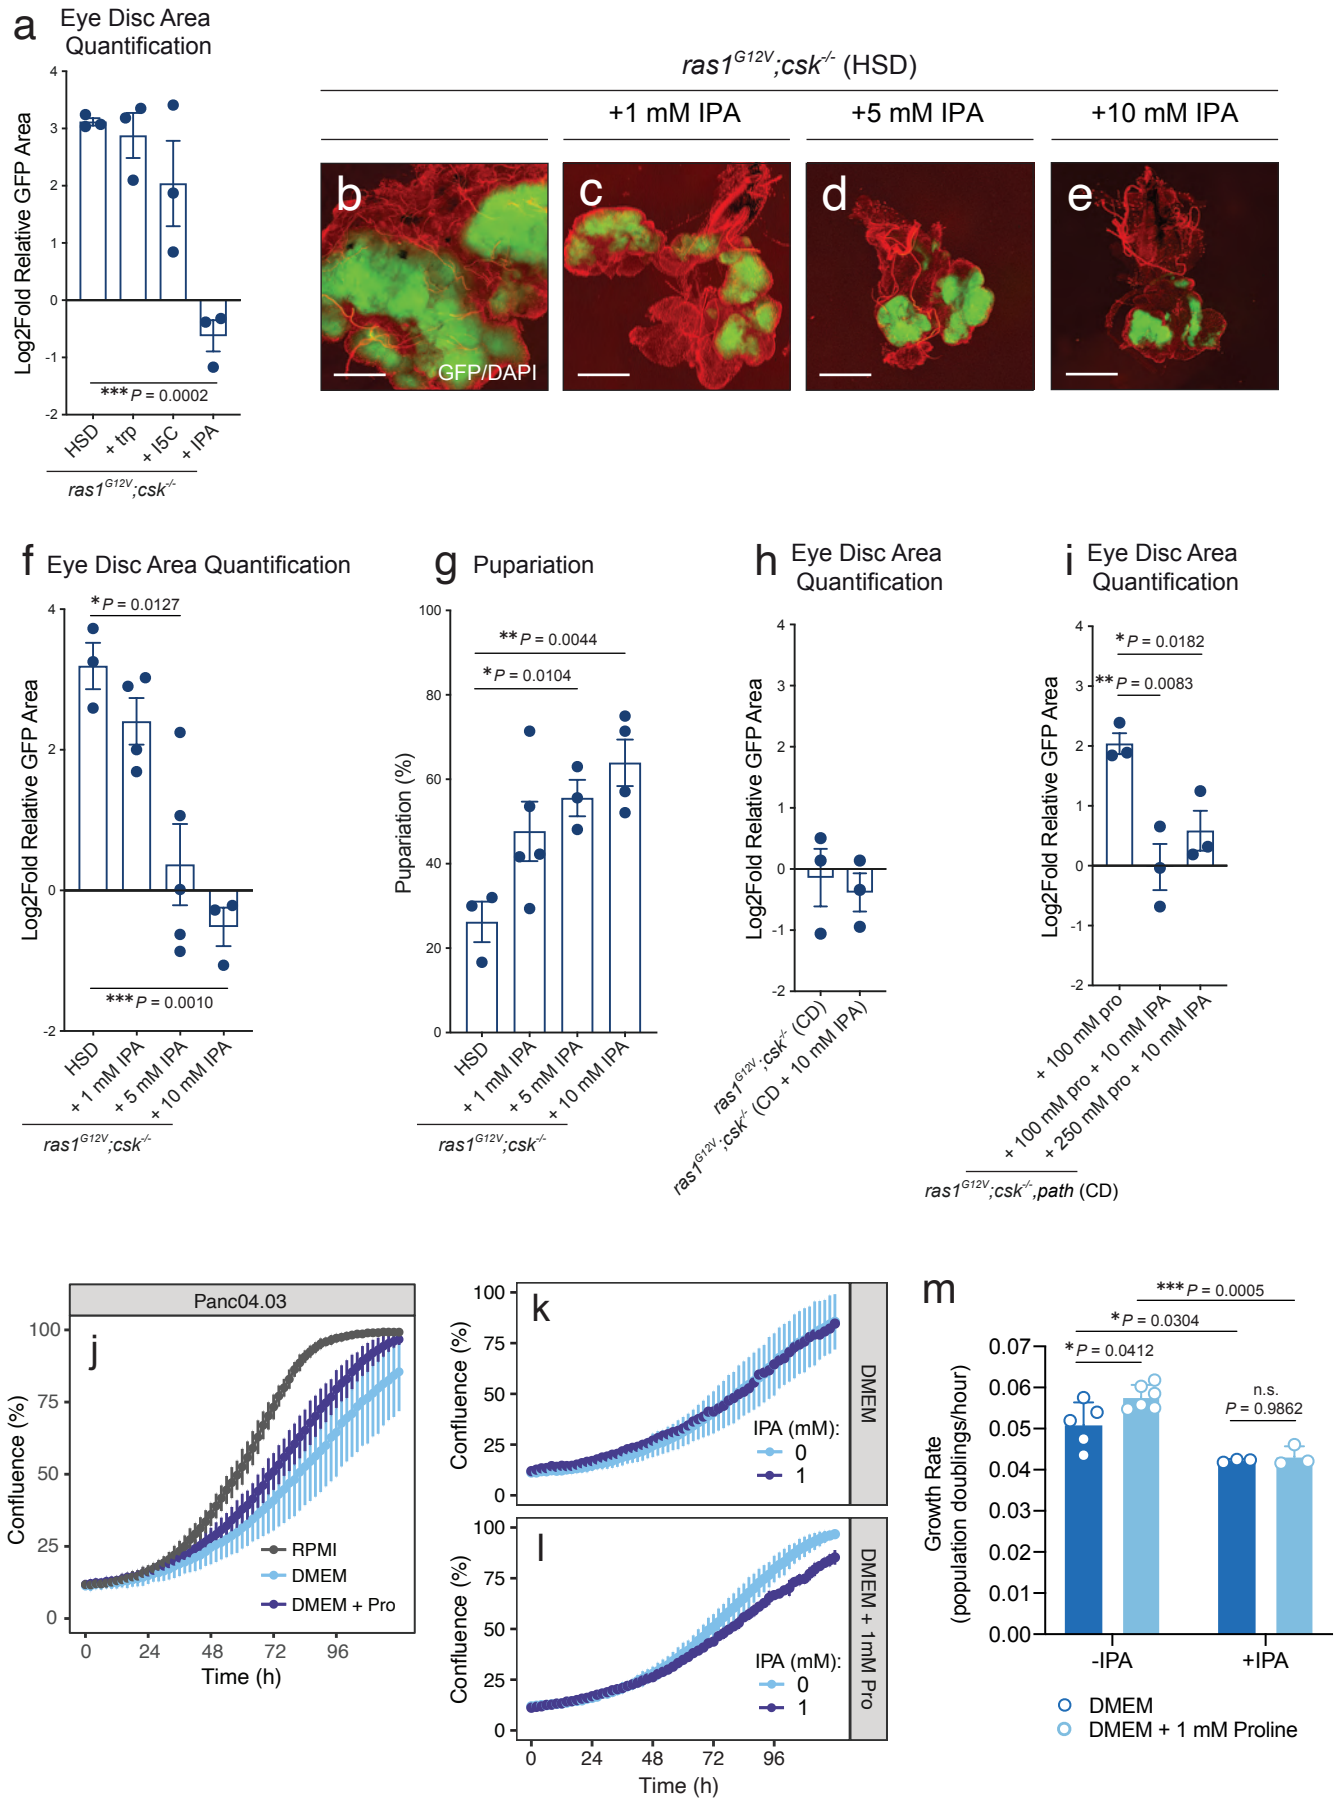

Supplementary Fig. 8

### Supplementary Fig. 8. Targeting proline-mediated tumour growth.

**a**, Eye disc area quantification of Fig. 6a-d. Results are shown as mean  $\pm$  SEM. Data from  $n = 3$  biologically independent samples. Data were analysed by two-tailed unpaired Student's  $t$ -test. Asterisks indicate statistically significant difference ( $***P < 0.001$ ). **b-e**, Dissected eye epithelial tissue stained with DAPI (red) from *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised on HSD (**b**), HSD supplemented with 1 mM IPA (**c**), HSD supplemented with 5 mM IPA (**d**), and HSD supplemented with 10 mM IPA (**e**). Scale bar, 250  $\mu$ m. **f**, Eye disc area quantification of Supplementary Fig. 8b-e. Results are shown as mean  $\pm$  SEM. Data from  $n = 3$  biologically independent samples. Data were analysed by two-tailed unpaired Student's  $t$ -test. Asterisks indicate statistically significant difference ( $*P < 0.05$ ;  $***P < 0.001$ ). **g**, Pupariation percentage of *rasI<sup>G12V</sup>;csk<sup>-/-</sup>* animals raised HSD supplemented with indicated concentrations of IPA. Results are shown as mean  $\pm$  SEM. Data from total  $n = 47$  from 3 independent experiments (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD),  $n = 133$  from 5 independent experiments (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD + 1 mM IPA),  $n = 128$  from 3 independent experiments (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD + 5 mM IPA), and  $n = 75$  from 4 independent experiments (*rasI<sup>G12V</sup>;csk<sup>-/-</sup>* HSD + 10 mM IPA). Data were analysed by two-tailed unpaired Student's  $t$ -test. Asterisks indicate statistically significant difference ( $*P < 0.05$ ;  $**P < 0.01$ ). **h**, Eye disc area quantification of Fig. 6e, f. Results are shown as mean  $\pm$  SEM. Data from  $n = 3$  biologically independent samples. **i**, Eye disc area quantification of Fig. 6j-l. Results are shown as mean  $\pm$  SEM. Data from  $n = 3$  biologically independent samples. Data were analysed by two-tailed unpaired Student's  $t$ -test. Asterisks indicate statistically significant difference ( $*P < 0.05$ ;  $**P < 0.01$ ). **j**, Growth curves of pancreatic cancer cell line Panc.04.03 in RPMI (grey,  $n = 6$ ), DMEM (light blue,  $n = 6$ ), and DMEM supplemented with 1 mM proline (dark blue,  $n = 6$ ). Results are shown as mean  $\pm$  SD. **k**, Growth curves of pancreatic cancer cell line Panc.04.03 in the presence (dark blue,  $n = 3$ ) or absence (light blue,  $n = 6$ ) of 1 mM IPA in DMEM. **l**, Growth curves of pancreatic cancer cell line Panc.04.03 in the presence (dark blue,  $n = 3$ ) or absence (light blue,  $n = 6$ ) of 1 mM IPA in DMEM supplemented with 1 mM proline. Results are shown as mean  $\pm$  SD. **m**, Quantification of the growth rates of pancreatic cancer cell line Panc.04.03 in in DMEM ( $n = 6$ ), DMEM + 1mM proline ( $n = 6$ ), DMEM + IPA ( $n = 3$ ), DMEM + 1mM proline + 1 mM IPA ( $n = 3$ ). Results are shown as mean  $\pm$  SD. Data were analysed by 2-way ANOVA with Tukey's multiple comparisons test (n.s. not significant;  $*P < 0.05$ ;  $***P < 0.001$ ).

| Gene           | Forward (F) or Reverse (R) | Primers                   |
|----------------|----------------------------|---------------------------|
| <i>Act88F</i>  | F                          | TCGGCTCGGACAGTGATAGA      |
|                | R                          | AAGGATGAGCACCGACAACC      |
| <i>bnl</i>     | F                          | CTCAAGTTCCGAGGCCCAAG      |
|                | R                          | GGATGGCTCTTTTTCGGAGCA     |
| <i>pyramus</i> | F                          | GGTTGGAAAGAGAAACGCCAC     |
|                | R                          | ACGCAGCACTGGATTGTAGG      |
| <i>thisbe</i>  | F                          | TTAGTTGGCATGAGGGAGCTG     |
|                | R                          | CAGATCGACAACGGAACGGA      |
| <i>mnd</i>     | F                          | CTTTTTGGCCTTCCTGCGAC      |
|                | R                          | CAGCACACATATCATGGCAGC     |
| <i>Jhl-21</i>  | F                          | TCTCGAGTGACAATGTGCGCTAT   |
|                | R                          | TGGTGGTCACTCCATTGGCA      |
| <i>slif</i>    | F                          | TTAGAGGCCAGCTAAACCGC      |
|                | R                          | CCAGAGATTGGTCATGGATTTTTGA |
| <i>CG8785</i>  | F                          | AGAAACGATTGGATCGGGCA      |
|                | R                          | ATCTGCCATCTTTTGGACCGA     |
| <i>path</i>    | F                          | TGTTTGATTTGCGCGGCATT      |
|                | R                          | TTCGACCCGCTGTCCACTAT      |
| <i>CG1139</i>  | F                          | GGAAGCAGTGGGAGTGATCC      |
|                | R                          | ACAAGCCCAGCACTATGGAC      |
| <i>ImpL2</i>   | F                          | AAGAGCCGTGGACCTGGTA       |
|                | R                          | TTGGTGAAC TTGAGCCAGTCG    |
| <i>upd1</i>    | F                          | AACTGGATCGACTATCGCAAC     |
|                | R                          | CTATGGCCGAGTCCTGGCTAC     |
| <i>upd2</i>    | F                          | TACAAGTTCCTGCCGAACATG     |
|                | R                          | ATGTGGCGGTACCAAGTCTTT     |
| <i>upd3</i>    | F                          | ACAAGTGGCGATTCTATAAGG     |
|                | R                          | ATGTTGCGCATGTACGTGAAG     |
| <i>Pvf1</i>    | F                          | GCGCAGCATCATGAAATCAACCG   |
|                | R                          | TGCACGCGGGCATATAGTAGTAG   |
| <i>Pvf2</i>    | F                          | TCAGCGACGAAACGTGCAAGA     |
|                | R                          | TTTGAATGCGGCGTCGTTCC      |
| <i>Pvf3</i>    | F                          | AGCCAAATTTGTGCCGCCAAG     |
|                | R                          | CTGCGATGCTTACTGCTCTTCACG  |
| <i>eiger</i>   | F                          | GATGGTCTGGATTCCATTGC      |
|                | R                          | TAGTCTGCGCCAACATCATC      |

**Supplementary Table 1. List of primers used in this study.**

| Compound                                               | Mass [m/z] | Fragment<br>[m/z] | Formula [M]                                                                     | Start<br>[min] | End<br>[min] | NCE |
|--------------------------------------------------------|------------|-------------------|---------------------------------------------------------------------------------|----------------|--------------|-----|
| L-Proline                                              | 116.07061  | 70.0651           | C <sub>5</sub> H <sub>9</sub> NO <sub>2</sub>                                   | 2.00           | 4.00         | 60  |
| <sup>13</sup> C <sub>5</sub> <sup>15</sup> N-L-Proline | 122.08441  | 75.0757           | [ <sup>13</sup> C] <sub>5</sub> H <sub>9</sub> [ <sup>15</sup> N]O <sub>2</sub> | 2.00           | 4.00         | 60  |
| L-Proline-2,5,5-d3                                     | 119.08944  | 73.0841           | C <sub>5</sub> D <sub>3</sub> H <sub>6</sub> NO <sub>2</sub>                    | 2.00           | 4.00         | 50  |

**Supplementary Table 2. Inclusion list used for the PRM experiment.**

# Supplementary material for: Systemic muscle wasting and coordinated tumour response drive tumourigenesis
**Source:** Nat Commun. 2020 Sep 16;11:4653. doi: 10.1038/s41467-020-18502-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Microscopy: Confocal images were taken with Leica SP5 II confocal microscope and Leica Application Suite Advanced Fluorescence software ver. 4.6.1 (Leica Microsystems).  
Larval Video Tracking: Video plate recordings were carried out with use of a Teledyne DALSA Genie Nano Camera (G3-GM11-M2420) using Gecko GigE Video Recorder software (v2.0.3.1; [www.visionexperts.co.uk](http://www.visionexperts.co.uk)).  
Quantitative RT-PCR: 7900HT Real-Time PCR system with Applied Biosystems Software (SDS v2.4).  
RNA-sequencing: Illumina HiSeq 2500  
Metabolomics: Agilent CE-TOFMS Machine (CE-TOFMS) and Agilent 6460 TripleQuad LC/MS Machine (CE-QqQMS) (Agilent Technologies)

#### Data analysis

Image Processing: Adobe Photoshop CC software (19.1.6)  
Larval Video Tracking: Previously published Tierpsy Tracker code (Reference 12: Javer et al. Nature Methods. 2018)  
Quantitative RT-PCR: Data analysis was carried out in Microsoft Excel (16.16.4)  
RNA-sequencing: TopHat2 (v2.0.11) for genome alignment and transcript annotation. TrimGalore (v0.4.4) ([http://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)) for trimming adaptor and low quality reads. The R/Bioconductor package Rsubread (v1.32.1) function featureCounts for gene-based read counts. The Bioconductor package DESeq2 (v2.1.19.52) for differential expression analysis.  
Metabolomics: MasterHands v.2.17.1.11 (developed at Keio University). MassHunter Quantitative Analysis B.06.00 (Agilent Technologies).  
Immunostaining Quantification: ImageJ software (ver. 2.0.0-rc-43).  
Cell Growth Rate Calculation: Growthcurver package in R (ver.0.3.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All raw RNA-sequencing data that support the findings of this study have been deposited in the GEO repository with the accession codes GSE139958, available at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139958>. Other data that support the study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Given the use of <i>Drosophila</i> , sample size was typically not a limiting factor. Sample sizes were chosen empirically based on the variability of each scored phenotype. For pooled tissue samples collected for RNA-sequencing or metabolomics experiments, sample size was determined as the value required to ensure enough material was available given the technical limitations of the technique to be used. |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | Each experiment was conducted with multiple biological replicates, with numbers indicated in each figure or figure legend.                                                                                                                                                                                                                                                                                              |
| Randomization   | For experimental crosses, 15-25 virgin female flies were mated with 6-10 males of the appropriate genotype per independent vial and were randomised whenever possible. All offspring larvae were collected at the appropriate time point for experimenting. Larvae of the appropriate genotype were pre-selected and animals were chosen from this group at random up to the determined sample size.                    |
| Blinding        | The investigators were not blinded during the experiments.                                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies used were: rat anti-myosin (ab51098; Abcam; 1:100) and mouse anti-phospho-ERK (M-8159; Sigma; 1:50). Polyclonal Rabbit anti-CG1139 (1:200) was purified by New England Peptide Inc., MA, USA. An amino acid sequence 26-40 was selected as the epitope. The following primary antibodies were kindly gifted to us: rat anti-bnl (M. Krasnow; 1:50), guinea pig anti-Path (J. Parrish; 1:200), and rabbit anti-phospho Drosophila S6 (pS6) (A. Teleman; 1:500). Secondary Alexa-488 and Alexa-568 conjugated antibodies were from Molecular Probes (1:200). Secondary antibodies used were: Alexa Fluor 488 and 568 conjugated anti-rat antibody (1:200; Thermo Fisher Scientific, A-11006, A-11077), Alexa Fluor 568 conjugated anti-mouse antibody (1:200; Thermo Fisher Scientific, A-11031), Alexa Fluor 568 conjugated anti-rabbit antibody (1:200; Thermo Fisher Scientific, A-11036) and Alexa-568 conjugated anti-guinea pig antibody (1:200; Thermo Fisher Scientific, A-11075).               |
| Validation      | Rat anti-myosin (ab51098; Abcam) has been validated by the manufacturer to react with subfragment 2 of Drosophila myosin heavy chain, and suitable for immunocytochemistry. Mouse anti-phospho ERK (M-8159; Sigma) has been validated by the manufacturer to react specifically with the diphosphorylated form of MAP kinase in Drosophila and other species, and suitable for immunocytochemistry. We validated polyclonal Rabbit anti-CG1139 (New England Peptide Inc.) by CG1139 knock down and immunostaining in Ras/Src - HSD tumour background (Fig. 4n and Supplementary Fig. 5i). Rat anti-bnl (M. Krasnow) has been previously validated in Drosophila with citations including: Mukherjee et al. G3. 2012. We validated guinea pig anti-path (J. Parrish) by Path knock down and immunostaining in Ras/Src - HSD tumour background (Figure 4j and Supplementary Fig. 5h). Rabbit anti-phospho Drosophila S6 (pS6) has been previously validated in Drosophila (Romero-Pozuelo et al. Developmental Cell. 2017). |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                           |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Panc04.03 (ATCC CRL-2555) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA).                              |
| Authentication                                                    | Panc04.03 (ATCC CRL-2555) were authenticated at ATCC.                                                                                     |
| Mycoplasma contamination                                          | Cell lines were tested for mycoplasma contamination using the MycoAlert Mycoplasma detection kit (Lonza) and found to be mycoplasma-free. |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i>                                |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The model organism <i>Drosophila melanogaster</i> was the only species used for this study. Fly lines were obtained from the following sources: UAS-lacZ (BDSC: 8529), ecd1 (BDSC: 218), UAS-bnlRNAi/TRiP (BDSC: 34572), UAS-Impl2RNAi/TRiP (BDSC: 55855), UAS-Pvf2RNAi/TRiP (BDSC: 61955), UAS-bnl (BDSC: 64231), mhc-gal4 (BDSC: 55133), UAS-btl.lambda (BDSC: 29045), UAS-rISEM (BDSC: 59006), and UAS-rlRNAi/TRiP (BDSC: 31387), UAS-rlRNAi/TRiP (BDSC: 31524), UAS-pathRNAi/TRiP (BDSC: 64029), UAS-wts (BDSC: 44258), UAS-Tor.TED (BDSC: 7013), and UAS-S6K.STDETE (BDSC: 6914) flies were obtained from the Bloomington Drosophila Stock Center. UAS-bnlRNAi/GD (VDRC: 5730), UAS-Impl2RNAi/GD (VDRC: 30930), UAS-Pvf1RNAi/GD (VDRC: 6173), UAS-Pvf1RNAi/KK (VDRC: 102699), UAS-Pvf2RNAi/KK (VDRC: 102072), UAS-btlRNAi/GD (VDRC: 950), UAS-btlRNAi/KK (VDRC: 110277), UAS-mndRNAi/GD (VDRC: 42485), UAS-slfRNAi/GD (VDRC: 45590), UAS-Jhl-21RNAi/GD (VDRC: 45193), UAS-CG8785RNAi/GD (VDRC: 4650), UAS-pathRNAi/KK (VDRC: 100519), UAS-CG1139RNAi/GD (VDRC: 8907), and UAS-CG1139RNAi/KK (VDRC: 102363) flies were obtained from the Vienna Drosophila Resource Center. The following stocks were kindly provided to us: FRT82B, csk.Q156Stop by A. O'Reilly and M. Simon, ey(3.5)-FLP1 and UAS-ras1.G12V by G. Halder, FB-gal4 by R. Kühnlein, UAS-pathA by J. Parrish, UAS-CG1139 by D. Goberdhan, and UAS-Yki.V5 by K. Irvine. A complete list of recombinant fly lines generated for experimental crosses are listed in the materials and methods section of the manuscript. |
| Wild animals            | This study does not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | This study does not involve animals collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | No ethical approval was required to work with <i>Drosophila melanogaster</i> .                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

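Body-wall muscle of *ras1* G12V*;csk*-/- larvae was profiled by RNA sequencing in 16 libraries, with 4 libraries each from CD animals and from HSD animals at the Early, Mid and Late stages. Conditions and replicate numbers were taken from the sample labels. The labels and the paper give no sequencing batch or date. Libraries with the same replicate number in different conditions were no more alike than others (mean correlation of residual expression −0.00676 over 24 pairs, against 0.0016 over 72 pairs with other numbers), so the numbers were not treated as pairs. No library was a copy of another.

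The authors trimmed the reads with Trim Galore, aligned them to the Ensembl dm3 genome with TopHat2 and counted them on genes with featureCounts. Their strand setting and annotation release are not named in the paper's text. The values analysed are these raw counts per gene, without normalization. The table holds 15682 genes, of which 1586 have 0 counts in all libraries. Symbols came from an Ensembl annotation of the later dm6 build, so gene positions are not given. Of 508 symbols in the gene lists, 482 matched an identifier of the table, and the others, such as *btl*, were left out.

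Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr at its default settings (a minimum count of 10 and a minimum total of 15), which left 11607 genes. Libraries were scaled with TMM, and 1 quasi-likelihood model was fitted to all libraries with the 4 conditions. Each HSD stage was compared with CD, and Late with Early. P-values were adjusted with the Benjamini-Hochberg method over all genes tested, at a threshold of 0.05. CPM values use the TMM-scaled library sizes. Fold changes of genes with at most 3 counts in every library of a group are given as bounds. The precision of a comparison of 4 libraries with 4 was set by the spread between libraries more than by the depth: thinning every library to the lowest total, 9666672 counts, was tried as an alternative.

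Principal components were computed from counts after the blind variance-stabilising transformation of DESeq2 1.42.0, on the 500 most variable genes, centred and not scaled. For gene set enrichment, genes were ranked by the Wald statistics of a DESeq2 fit and tested with fgsea 1.28.0. Lists for 6 categories (muscle structure, cortical actin and actomyosin, amino acid biosynthesis, MAPK signalling, ERK feedback targets and growth factors) were written by hand, since the MSigDB collections were not used here. Alternatives were camera and fry from limma 3.58.1, the first with a preset correlation of 0.01 and with an estimated one. For each list and library, a score was computed as the mean over the list genes of log2(CPM + 0.5) minus the gene's mean over CD libraries. Scores were compared with two-sided exact permutation tests. Their trend over the HSD stages was tested over all 34650 assignments of the 12 HSD libraries to the stages.

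Further lists of marker genes were scored in the same way to weigh tissue composition and other pathways: the SLC1, SLC7, SLC36 and SLC38 transporters, proline metabolism, ecdysone response, salivary gland, fat body, haemocyte, gut, epidermis and cuticle, nervous system, imaginal disc and tumour, trachea, antimicrobial peptides, FOXO targets and atrophy, ribosomal proteins, proteasome and mitochondrial respiratory chain. A pair of testis lists was added after testis genes were seen among the PC1 weights. The first was written after the counts of its genes were seen, and the second, of other testis genes, without looking at their counts.

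Genes named in the text were the genes that the paper names in the muscle experiment or its proposed pathway and the gene of the tumour transgene. The rule also took the 5 genes with the largest rise and the 5 with the largest fall at Late and at Early, among genes past the threshold with a mean of at least 10 CPM and no overlap between stage and CD libraries, and the 5 genes with the largest PC1 weights. Other genes are marked as chosen after their values were seen.

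The steps were tested on simulated counts for 11607 genes with the spread of these libraries. Of 133 genes changed by 4-fold or more, edgeR called 91.0% and DESeq2 95.5%. Unchanged genes made up 1.84% of edgeR's calls and 20.1% of those of DESeq2. In a simulated comparison without changes, edgeR called 0 genes. A list of 40 genes, all simulated as raised, had q = 1.95e-39 and an unchanged list q = 0.797. Genes were simulated as independent, so the simulation does not show how the list test behaves with correlated genes.

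The alternatives tried for the gene counts were DESeq2 size factors, upper-quartile normalization, no filter, a mean of at least 10 CPM, removal of the 20 genes with the most counts, the DESeq2 Wald test, a fit to the 8 libraries of a comparison alone, the replicate number as a block, and each library left out in turn. The principal components were also computed on log2 CPM, on all genes and on the 1000 most variable genes. For the lists, the ranking statistic, the size factors, the filter, the set test, the replicate block, the libraries left out, the pseudocount (5 in place of 0.5) and the mean (median in place of it) were varied. Thinning, marker list scalings and a testis score or *roX1* as a covariate were chosen after seeing the data. Tumour tissue, pERK staining and wasting measurements have no sequencing values here and were not analysed.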

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

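Some of the tests below were chosen only after the results were seen. They were those of the share of body-wall tissue, of haemocytes and of the genes outside the paper's discussion. The same holds for the test of Late against Early without the genes with the most counts, for the thinned libraries and for the scalings of the marker lists.

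The muscle structure list moved in opposite directions at Early and Late. Its score changed between these stages by −1.53 (exact permutation p = 0.0286, adjusted p = 0.0381 over 12 tests), and all 4 Late libraries lay below all 4 Early libraries. Library depth is not a sufficient cause, since the difference was −1.57 with every library thinned to the lowest total. Gene length was also tested: after a trend on exonic length was removed, the median log2 fold change of the list between Late and Early was −1.83, against −1.69 before. A few genes took a large part of the counts, and 5 of the 20 with the most counts belong to the list. Without these 20 genes, the difference between Late and Early was still −1.28. The rise at Early was no longer past the threshold (0.78, exact p = 0.0571). The score lost the 5 list genes too, whose log2 fold changes at Early were between 1.54 and 1.94. A smaller rise was thus built in, so the test cannot decide this explanation, which stays open for the rise at Early. A changing share of body-wall tissue against other tissues in the dissections cannot be told apart from a change within muscle. The scores of 6 other tissues were compared in 15 pairs, but this test could hardly decide it, since 4 against 4 libraries allow no exact p under 0.0286 and 9 pairs would have to reach it for an adjusted p under 0.05. Between Late and Early the smallest adjusted exact p was 0.214, and the 2 pairs apart before adjustment both hold trachea, which lies on the body wall itself. Epidermis and cuticle, also of the body wall, was not in these pairs. Its score changed by −1.61 from Early to Late, with 16 genes lower and 2 higher, and that of trachea by −0.43. All Late libraries (highest −0.65) lay below all Early libraries (lowest 0.50) for epidermis and cuticle. A smaller share of body wall at Late would give such falls too. Whether the fall comes from muscle cells or from less muscle in the preparation stays open. Stage, age and diet, which the design changes together against CD, stay open as biological explanations and were not tested.

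The lists for ERK signalling differed between the same stages, by 0.46 for MAPK signalling and 0.82 for the ERK feedback targets from Early to Late, with all 4 Late libraries above all 4 Early libraries for both (exact permutation p = 0.0286). The rise of the feedback targets from CD to Late was 0.74 with thinned libraries and 0.76 without the 20 genes with the most counts, which argues against depth and against a few abundant genes as the cause. Tumour tissue in the dissections would raise *Ras85D*, the gene of the tumour transgene, and its log2 fold change at Late was −0.046 (from −0.17 to 0.072 when single libraries were left out). At 145 CPM in CD, this gene would hide a small share of tumour, whose level of it was not measured here, so tumour tissue stays open. Haemocytes, which may carry ERK target transcripts of their own, stay open too. Against CD, the haemocyte score was higher at Late by 0.35 (exact p = 0.257), but only 1 of 4 Late libraries lay above all CD libraries. From Early to Late it rose by 0.55, with 13 genes higher and 1 lower. All Late libraries (lowest 0.02) lay above all Early libraries (highest −0.07), as for the ERK lists. Of the 14 haemocyte genes, 13 have a mean of at least 10 CPM in these preparations, led by *Col4a1* with 708 CPM. A response of muscle to the tumour, the diet or age is the biological reading that the design offers, and these were not separated.

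A single library stood far from the other 3 of its condition in 6 of the 108 groups examined, over 27 measures, where chance alone gives about 1 in 20. The gap to the nearest library, as a share of the whole range, was 0.880 for CD 3 in the cortical actin and actomyosin score and 0.836 for CD 3 in the fat body score. It was 0.883 for Early 4 in the growth factors score, 0.848 for Early 3 in the respiratory chain score, 0.835 for Late 1 in the salivary gland score and 0.840 for Mid 2 on PC2. CD 3 is also the library with the lowest total. No explanation, technical or biological, was tested for these libraries.

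Some lists that the paper does not discuss were higher at Early than in CD in all 4 libraries. The score rose by 0.76 for epidermis and cuticle, by 0.79 for trachea and by 0.41 for ribosomal proteins (exact permutation p = 0.0286 for each). None of them passed adjustment over the 42 tests of other lists (adjusted p = 0.0923), for which 25 tests would have to reach this smallest possible p. The first pair shares 4 genes. All kept their direction under both other scalings. Between Early and CD, trachea moved apart from fat body, haemocyte, nervous system and imaginal disc and tumour, which changed by 1.08, 0.98, 1.03 and 1.21 less (exact p = 0.0286 for each). None of the 15 pairs passed adjustment (smallest adjusted exact p = 0.107), which the size of the groups nearly rules out. A different composition of the preparations, with epidermis and trachea as parts of the dissected body wall, and a different age or diet stay open, and no test told them apart.

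Several genes outside the paper's discussion of muscle were higher at Late than in CD. Chosen after their values were seen, *upd2* (log2 fold change 4.15, adjusted p = 0.0171), *upd3* (3.83, adjusted p = 0.00962) and *daw* (2.68, adjusted p = 1.86e-04) encode secreted factors. The paper measures the *upd* genes in tumours, and tumour tissue in the preparations stays open for the rises at Late. The call of *upd2* was lost without CD 2 or Late 2, with adjusted p up to 0.0543. Picked by the rule on the largest rises, *Dso2* (7.42), *Dso1* (7.37), *Nepl11* (6.63), *Cyp4e3* (6.11) and *Ets21C* (5.29) passed at Late. At Early, the largest rises were those of *Lcp65Ab2* (8.90), *Lcp65Ag3* (7.61), *Obp56e* (7.47), *Cpr47Eg* (7.26) and *CG13705* (6.01). Depth is not a sufficient cause here either, since with every library thinned to the lowest total 8 of the 8 genes at Late and 5 of the 5 at Early still passed (highest adjusted p 0.0367 and 0.0157). The rises at Early differed widely between libraries. Without Early 1, *Cpr47Eg* had a log2 fold change of 2.45 (adjusted p = 0.311), and its call was also lost without CD 2 or CD 3, in a fit to the 8 libraries compared (adjusted p = 0.0943) and with the replicate block (adjusted p = 0.0633). *Lcp65Ab2* lost its call without CD 2 or CD 3, with adjusted p up to 0.0612. Of the Early genes, 3 encode cuticle proteins, so epidermis in the preparations may contribute. Stage, age and diet were not told apart by a test.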

How the results depend on the processing

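The thinned libraries, the covariates, the scalings of the marker lists and the score fits that left out single libraries were chosen after seeing the data. Of the comparisons of the main results with an alternative, other than leaving out a library, 194 kept their direction and their side of the threshold, 21 became weaker, 8 stronger, 11 changed direction and 2 moved. When single libraries were left out, 436 held, 50 became weaker, 13 stronger and 17 changed direction. Among single genes and marker lists, 508 comparisons held, 15 moved by more than the spread, 3 became weaker, 3 stronger and 13 changed direction. When single libraries were left out, 589 of them held, 34 became weaker, 2 stronger and 15 changed direction. Unless a cause is given, it was not tested.

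The number of genes that passed at Early and Mid moved with the model. The DESeq2 Wald test gave 1895 and 1781 genes, and in the simulation 20.1% of its calls were of unchanged genes. A fit to the 8 libraries of a comparison gave 445 and 441, with fewer samples to estimate the spread. With the replicate number as a block, 486 genes passed at Mid. With the second testis list score as a covariate, 635 genes passed at Early, 263 at Mid and 1670 at Late, and with *roX1* 1391 at Mid. The counts at Late and between Late and Early stayed within 1.5 times their value under every other alternative except leaving out libraries. Across the 16 fits that each left out 1 library, the count at Early was from 278 (without Early 1) to 1122 and fell by more than 1.5 times also without CD 2, CD 3, Early 3, Early 4 or Late 2. The count at Mid was from 161 (without Mid 1) to 1087 and fell so also without CD 2, CD 3 or Mid 4. The count at Late was from 1549 (without Late 3) to 2704, and that between Late and Early from 1381 (without Late 2) to 2644; Late 2 and Late 3 moved both.

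Scaling changed the balance of directions. The median log2 fold change of all genes at Late was −0.08 with TMM, −0.16 with DESeq2 size factors and −0.24 with upper-quartile normalization. With the last, 440 genes were higher and 360 lower at Mid, and 1280 higher and 1424 lower at Late. On log2 CPM, PC1 held 55.1% and PC2 13.5% of the variance.

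For the lists, the set test mattered most. With a correlation estimated by camera, q was 0.518, 0.795 and 0.660 for muscle structure at Early, Mid and Late, 0.733 and 0.983 for cortical actin at Early and Late (in the last with the opposite direction), and 0.965, 0.771 and 0.660 for amino acid biosynthesis (at Early with the opposite direction). MAPK signalling, the ERK feedback targets and growth factors each had q = 0.265 at Mid. With the preset correlation, amino acid biosynthesis at Early (q = 0.911) and cortical actin at Late (0.961) changed direction, as they did with fry (0.977 and 0.882), which also gave 0.302 for amino acid biosynthesis and 0.534 for muscle structure at Mid. With the signed root of edgeR's statistic as the ranking, cortical actin changed direction at Mid (0.654) and had q = 0.832 at Late. Upper-quartile size factors gave q = 0.244 for amino acid biosynthesis and 0.186 for MAPK signalling at Early, both lower than in CD, and the replicate block 0.186 and 0.107. With genes of at least 10 CPM only, q was 0.132 for amino acid biosynthesis at Early, 0.642 for muscle structure at Mid and 0.368 for cortical actin at Late.

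With single libraries left out, q ranged at Early from 0.0720 to 0.834 for amino acid biosynthesis, from 0.0164 to 0.908 for MAPK signalling and from 0.0532 to 0.953 for the feedback targets. CD 3 and CD 4 gave the ends for the last pair, CD 1 and CD 4 for the first. At Mid, q was from 0.00928 (without CD 4) to 0.757 (without CD 2) for muscle structure and from 0.0169 (without Mid 2) to 0.945 for cortical actin, and at Late from 0.0779 to 0.381 (without Late 1) for cortical actin.

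The list scores changed little. The muscle structure score at Mid was −0.0037 with DESeq2 size factors and −0.074 with genes of at least 10 CPM, and its score at Late −0.53 with the median (exact p = 0.0857). The MAPK signalling score at Early was −0.042 and −0.063 in the first pair of settings. Without single libraries, the muscle structure score was from 0.71 to 1.02 at Early, from −0.046 to 0.25 at Mid and from −0.72 to −0.47 at Late, the MAPK signalling score from −0.13 to 0.033 at Early, from 0.27 to 0.41 at Mid and from 0.36 to 0.51 at Late (0.45 to 0.57 against Early), and the score of the feedback targets from 0.40 to 0.58 at Mid. Leaving out a library also leaves the exact tests fewer splits.

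Among the marker lists, the cortical actin score was −0.039 with DESeq2 size factors and −0.11 with upper-quartile normalization at Mid, and −0.042 and −0.13 at Late. Upper-quartile normalization also turned haemocyte (−0.0060) and ribosomal proteins (−0.017) at Mid and FOXO targets at Mid (−0.015) and Late (−0.072). A pseudocount of 5 turned the SLC transporters at Late (0.055) and antimicrobial peptides at Mid (0.0037). All of these lay near 0. *CG8785* was at −0.032 with upper-quartile normalization and −0.013 with the replicate block, and *ths* at 0.029 with thinned libraries. Without single libraries, the log2 fold change at Late ran from −0.52 to 0.26 for *ths*, from −0.17 to 0.041 for *htl*, from −0.49 to 0.50 (without CD 4) for *slif*, from −1.40 (without Late 1) to 1.321 (without CD 4) for *CG8785* and from −0.17 to 0.072 for *Ras85D*.

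Depth limited the genes with few counts. Thinned to 9666672 counts, 10736 genes passed the filter in place of 11607, and 1112, 761 and 2503 genes passed at Early, Mid and Late.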

Differences from the paper's values

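The score fits that left out single libraries were chosen after the values were seen, and no other test of this part was. The paper gives at least 35 M reads passing filter per sample, and the lowest library total of reads counted on genes was 9.67 M. The values measure different steps, since the counts hold reads only after alignment and assignment to genes. None of the alternatives set before the data were examined applies to a library total.

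The paper displays its enrichment as cumulative normalised scores over several gene sets. The values here are scores of a single list at each stage, so the measures differ. In Supplementary Fig. 4f, the category of muscle structure and organisation lies below CD at every HSD stage. The muscle structure list used here lay above CD at Early (normalised enrichment score 2.46) and Mid (1.24) and below it at Late (−2.05). No alternative lowered the list below CD at Early. At Mid, its score per library fell below CD with DESeq2 size factors (−0.0037), with genes of at least 10 CPM only (−0.074) and without CD 2, CD 3 or Mid 1 (lowest −0.046).

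In Supplementary Fig. 4g, also drawn as cumulative scores, the category of MAPK signalling lies above CD at every HSD stage. The MAPK signalling list lay above CD at Mid and Late but not at Early, where its normalised enrichment score was −1.19 (q = 0.291). None of the alternatives set before the data were examined raised the list at Early past the threshold. Its score per library there was highest without CD 1, at 0.033.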

Other observations

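The tests of testis tissue, of fat body beside it, of male larvae and of the reads around *rl* were chosen only after the results were seen. So were the thinned libraries and the scalings of the marker lists.

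Other splits of the libraries into groups of 4 were fitted in each comparison. At Early, Mid and Late against CD and at Late against Early, 1 of the 35 splits gave as many genes past the threshold, which was the real one. The highest number in any other split was 1, 24, 5 and 993 genes.

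Libraries of the same condition differed on PC1. Within conditions, PC1 was compared with the scores of 8 tissue lists over the 16 libraries. The second testis list gave r = −0.904 (permutation p = 4.70e-04, adjusted p = 0.00376) and rho = −0.871 (permutation p = 0.00157). Without Early 1 and Early 2, r was −0.843. A varying amount of testis tissue or of male larvae is therefore a candidate explanation for the spread on PC1, although testis genes such as *S-Lap1* and *loopin-1* are themselves among the genes with large PC1 weights. For salivary gland, r was −0.773 (permutation p = 0.0176, adjusted p = 0.0703), rho was −0.691 and r without Early 2 and Early 3 was −0.704. For the other tissues, r was 0.00518 for gut, 0.525 for fat body, 0.295 for epidermis and cuticle, 0.320 for nervous system, 0.410 for haemocyte and 0.0273 for imaginal disc and tumour, and none of these passed adjustment (smallest adjusted permutation p = 0.110). These tissues cannot be told apart from no contribution, since 16 libraries leave weaker relations undetected.

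The first testis list, written after its genes were seen, followed the second within conditions with r = 0.974 (permutation p = 2e-05, adjusted p = 5e-05 over 5 relations), rho = 0.915 and r = 0.964 without Early 1 and Early 2. *S-Lap1* (FBgn0035915) had 5202 counts in Early 2 and 1 count in Early 1, and 3165 in Late 4 but 5 in Late 3. Fat body carried along with the testes would follow them, but the fat body list ran against the first testis list with r = −0.625 (permutation p = 0.0215), rho = −0.585 and r = −0.421 without Late 1 and Late 4. A varying share of male larvae would also raise *roX1* (FBgn0019661), an RNA of the male dosage compensation complex. *roX1* followed the second testis list with r = 0.721 (permutation p = 3.90e-04, adjusted p = 6.50e-04), rho = 0.697 and r = 0.609 without Early 1 and Early 2. A share of males alone does not cover all values. *roX1* was at 507 CPM in Late 1 and 647 in Late 3, against 1090 in Late 4, and at 124 CPM in CD 4, where *S-Lap1* was at 27.9 CPM, against 0.145 in Late 1 and 0.162 in Late 3. Between Late libraries, the second testis list spanned 2.62 on the log2 scale and *roX1* 1.10. In the other conditions *roX1* spanned more than the list, with 2.92 against 1.67 in CD, 5.73 against 3.52 at Early and 2.88 against 1.89 at Mid. A varying share of males therefore stays open beside testis tissue carried along in varying amounts. The sex of the larvae is not given. *roX1* and *roX2* (FBgn0019660) followed each other with r = 0.976 (permutation p = 1e-05, the smallest that the permutations can give), rho = 0.956 and r = 0.927 without Early 1 and CD 4. In Early 1, *roX1* was at 17.1 CPM and *roX2* at 0.121 CPM, where Mid 1 had 1850 CPM of *roX1*. Early 1 may thus hold few or no males. The salivary gland list followed the second testis list less closely (r = 0.674, permutation p = 0.0552, rho = 0.579, and r = 0.402 without Early 1 and Early 2). Against CD, the score of the first testis list was −1.31 at Early, −2.22 at Mid and −2.66 at Late, and that of the second −0.88, −1.37 and −1.45. The first list has 14 genes past the filter, 7 of them with a mean of at least 10 CPM, and the second 22 genes, 1 of them so abundant.

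The ERK gene *rl* was listed at 0 in every library. It sits in a run of 15 consecutive protein-coding genes at 0 on chromosome arm 2R, where 168 of 2699 such genes are at 0, and 0 of 10000 random orders of the arm gave a run as long. The 6 protein-coding genes of the Y chromosome in the table are at 0 too. Reads from this region may not have been counted by the authors' processing, so the zeros say nothing about expression.

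The scores of the other lists against CD are given at Early, Mid and Late in turn. They were −0.85, −0.93 and −1.31 for the proteasome, 0.44, −0.57 and −0.83 for the mitochondrial respiratory chain, 0.10 at Mid and −0.18 at Late for ribosomal proteins, and −0.32 and −0.85 at these stages for epidermis and cuticle. For trachea they were 0.43 at Mid and 0.36 at Late, for gut −1.26, −2.65 and −1.79, for ecdysone response −1.35, −1.05 and −1.13, and for salivary gland 0.53, −1.36 and −1.94. Fat body was at −0.29, −0.51 and −0.12, haemocyte at −0.20 and 0.11 at Early and Mid, nervous system at −0.24, 0.31 and −0.12, and imaginal disc and tumour at −0.42, −0.14 and −0.09. Antimicrobial peptides were at −0.60, −0.52 and 0.40, and FOXO targets and atrophy at −0.10, 0.10 and 0.09. None passed adjustment over 42 exact permutation tests (smallest adjusted p = 0.0923), but 25 of these would have to reach the smallest possible p of 0.0286 for an adjusted p under 0.05, so the tests could hardly pass. All 4 libraries lay below all CD libraries at Mid and Late for the proteasome and the respiratory chain, and the former kept its direction under each scaling. All 4 also lay below all CD libraries for ecdysone response at Early, for fat body at Early and Mid and for gut at Mid. The same held for salivary gland and for epidermis and cuticle at Late. Among single genes in edgeR's test, 33 of the 47 proteasome genes passed as lower at Late, where all 47 were below CD, and 27 did at Early and 15 at Mid. The proteasome list was taken by symbol pattern, and 34 of its genes have a mean of at least 10 CPM. In its score CD 4, Early 1 and Mid 4 were lowest and Late 4 highest in their conditions, as in the first testis list. A varying share of testis tissue was not tested for this list and stays open. Of the respiratory chain genes, 31 of 81 passed as higher at Early and 19 as lower at Late, and of the ribosomal protein genes 34 of 84 as higher at Early. The SLC1, SLC7, SLC36 and SLC38 transporters were at −0.04, −0.11 and −0.05 and proline metabolism at −0.20, −0.58 and −0.52, which were not tested.

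In the enrichment test, cortical actin and actomyosin had normalised scores of −1.98 (q = 5.48e-04), −0.72 (q = 0.900) and −1.21 (q = 0.146) at Early, Mid and Late. Amino acid biosynthesis had −1.21 (q = 0.298), −1.82 (q = 0.00449) and −1.63 (q = 0.0168), and growth factors −0.93 (q = 0.552), 1.71 (q = 0.00635) and 2.06 (q = 9.49e-05). Over all genes, 17 growth factor genes passed at Late, and 20 did when adjusted over the list alone. For amino acid biosynthesis these counts were 15 and 18, and for cortical actin 10 in either case.

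The amino acid transporters that the paper studies in tumours were also counted in muscle. *path* (FBgn0036007) was at 69.8 ± 8.36 CPM (SD, n = 4) in CD and 390 ± 128 at Late, a log2 fold change of 2.48 (standard error 0.26, adjusted p = 1.97e-04). Depth is not a sufficient cause of this rise, since with thinned libraries the log2 fold change was 2.44 (adjusted p = 1.96e-04, at most 0.00501 over its 9 alternatives). Tumour tissue in the dissections would raise *Ras85D*, which had a log2 fold change of −0.046, but a small share of tumour would be hidden by its level of 145 ± 12.6 CPM in CD (141 ± 30.1 at Late). The rise of *path* in muscle therefore cannot be told apart from tumour tissue in the preparations. *JhI-21* (FBgn0028425) rose by 1.38 (adjusted p = 0.00652). *CG1139* (FBgn0035300) had a log2 fold change of −1.65 (adjusted p = 0.0717) and passed without Mid 2 or Late 4. It also passed with the DESeq2 Wald test (adjusted p = 0.0190), among genes of at least 10 CPM (0.0432) and in a fit to the 8 libraries compared (0.0481), and not under the other 6 alternatives. *mnd* (−0.53, adjusted p = 0.151), *slif* (−0.27, adjusted p = 0.614) and *CG8785* (0.09, adjusted p = 0.942) did not differ. *ImpL2*, chosen after its values were seen, rose by 1.09 (adjusted p = 0.0138) and lost its call without CD 4 or Late 2.

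The largest falls at Late by the rule on named genes were those of *LysB* (−9.60), *LysD* (−8.40), *CG8664* (−7.04), *Jon25Bi* (−6.36) and *CG9021* (−6.18). At Early they were *CG14664*, at least 737-fold lower than in CD, *ItgaPS4* (−4.61), *CG1208* (−4.11), *CG15347* (−3.84) and *CG4000* (−3.06). *CG4000* and *CG14664* lost their calls in 7 and 5 of the 16 fits without single libraries, *CG1208* and *Jon25Bi* in 3 each, and *ItgaPS4* and *CG9021* in 1 each. *CG8664* lost its call with the replicate block (adjusted p = 0.0563).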
